# mTORC1 cooperates with tRNA wobble modification to sustain the protein synthesis machinery

**DOI:** 10.1038/s41467-025-59185-4

**Published:** 2025-05-06

**Authors:** Julia Hermann, Toman Borteçen, Robert Kalis, Alexander Kowar, Catarina Pechincha, Vivien Vogt, Martin Schneider, Dominic Helm, Jeroen Krijgsveld, Fabricio Loayza-Puch, Johannes Zuber, Wilhelm Palm

**Keywords:** Translation, Proteomics, TOR signalling, Functional genomics

## Abstract

Synthesizing the cellular proteome is a demanding process that is regulated by numerous signaling pathways and RNA modifications. How precisely these mechanisms control the protein synthesis machinery to generate specific proteome subsets remains unclear. Here, through genome-wide CRISPR screens we identify genes that enable mammalian cells to adapt to inactivation of the kinase mechanistic target of rapamycin complex 1 (mTORC1), the central driver of protein synthesis. When mTORC1 is inactive, enzymes that modify tRNAs at wobble uridines (U_34_-enzymes), Elongator and Ctu1/2, become critically essential for cell growth in vitro and in tumors. By integrating quantitative nascent proteomics, steady-state proteomics and ribosome profiling, we demonstrate that the loss of U_34_-enzymes particularly impairs the synthesis of ribosomal proteins. However, when mTORC1 is active, this biosynthetic defect only mildly affects steady-state protein abundance. By contrast, simultaneous suppression of mTORC1 and U_34_-enzymes depletes cells of ribosomal proteins, globally inhibiting translation. Thus, mTORC1 cooperates with tRNA U_34_-enzymes to sustain the protein synthesis machinery and support the high translational requirements of cell growth.

## Abstract (web summary)

Synthesizing the cellular proteome is demanding and finely regulated. Here, the authors show that mTORC1 cooperates with tRNA wobble modification to promote ribosomal protein synthesis, thus supporting the high translational demands of cell growth.

## Introduction

Proteins constitute more than 50% dry mass of mammalian cells, and their production consumes large amounts of biosynthetic and bioenergetic resources^1,2^. Even the protein synthesis machinery itself—comprising ribosomes, tRNAs, mRNAs and various translation factors—makes up a substantial fraction of cellular mass. In fact, the about 80 ribosomal proteins alone account for 4–6% of total cellular protein^3,4^. The abundance and activity of the protein synthesis machinery are thus carefully regulated by numerous signaling pathways, covalent modifications and transcriptional processes to ensure that the output of protein synthesis matches cellular demands^5^.

The kinase mechanistic target of rapamycin complex 1 (mTORC1) is a central regulator of protein synthesis and cell growth^6,7^. mTORC1 is activated by concerted inputs from growth factors and nutrients. In turn, mTORC1 phosphorylates multiple targets to enhance the initiation and elongation steps of mRNA translation, thereby rapidly stimulating the production of new proteins. mRNAs containing 5′ terminal oligopyrimidine (TOP) motifs, which encode ribosomal proteins and several translation factors^8,9^, are particularly sensitive to translational up-regulation by mTORC1^8,10,11^. By increasing the production of the components necessary for building the protein synthesis machinery, mTORC1 signaling thus enhances the translational capacity of cells over time. While mechanisms through which mTORC1 promotes mRNA translation are well-understood, it remains unclear, how inputs from mTORC1 and other regulators of protein synthesis are integrated to control translational output.

During protein synthesis, tRNAs function as adaptors that translate the genetic code of mRNA codons into the corresponding amino acids. tRNA molecules are decorated with various chemical modifications that enhance the efficiency and accuracy of translation^12,13^. Uridines in the anticodon wobble position (U_34_) of tRNAs are modified by two sets of enzymes (U_34_-enzymes): the Elongator complex (consisting of Elp1-Elp6) initiates the formation of methoxycarbonylmethyl (mcm^5^) groups; and Cytosolic Thiouridylase Subunits 1/2 (Ctu1-Ctu2) add a thiol (s^2^) group to produce mcm^5^s^2^U_34_^14–17^. Wobble uridine tRNA modifications enhance the decoding mainly of three codons, AAA (lysine), CAA (glutamine) and GAA (glutamate)^18–21^, hereafter referred to as VAA codons (UAA is a stop codon and thus not translated).

tRNA U_34_ modification is implicated in various physiological and pathological processes^16,22^. Yeast lacking U_34_-enzymes display increased sensitivity to environmental stresses, which results from reduced translation of VAA codon-rich stress response genes and increased proteotoxic stress^20,23–25^. In mammals, mutations in U_34_-enzymes lead to neurological disorders through induction of the unfolded protein response^18,26^. Several cancers depend on U_34_-enzymes to efficiently express oncoproteins that are encoded by VAA codon-rich mRNAs^19,27,28^. Whether U_34_-enzymes functionally interact with other translational regulators, and how precisely tRNA wobble uridine modification enhances the production of specific proteome subsets remain outstanding questions.

Here, through genome-wide CRISPR screens in mammalian cells we identified a functional interaction between mTORC1 and tRNA U_34_-modifying enzymes in sustaining protein synthesis and cell growth. By integrating nascent proteomics, steady-state proteomics and ribosome profiling, we systematically analyzed how mTORC1 and U_34_-enzymes shape the cellular proteome. U_34_-enzymes were globally required for efficient protein synthesis and especially enhanced the production of ribosomal proteins in a codon-dependent manner, but loss of U_34_-enzymes had only a slight impact on steady-state ribosomal protein abundance when mTORC1 was active. However, concerted suppression of mTORC1 and U_34_-enzymes depleted cells of ribosomal proteins, strongly decreasing protein synthesis and inhibiting cell proliferation in vitro and in tumors. Thus, cooperation of mTORC1 with U_34_-enzymes promotes the generation of the protein synthesis machinery to enhance translational capacity and support the biosynthetic demands of cell growth.

## Results

### A CRISPR screen identifies tRNA wobble uridine-modifying enzymes as essential for cell growth during mTOR inhibition

To systematically identify genes that sustain cell growth during mTOR inhibition, we conducted a proliferation-based CRISPR screen in cells that were treated with the mTOR kinase inhibitor, torin 1. As primary screening model, we used a single cell-derived clone of the murine pancreatic cancer cell line EPP2, which was engineered to express doxycycline-inducible Cas9 (iCas9) for time-controlled gene editing (Suppl. Fig. 1a). Following transduction of the Vienna genome-wide sgRNA library^29^, drug selection and doxycycline-induced CRISPR/Cas9 mutagenesis, cells were cultured for 14 population doublings in the presence of torin 1 or solvent control. Throughout the screen, torin 1 decreased population doubling times by ~70% (Fig. 1a) and suppressed mTOR signaling (Suppl. Fig. 1b). We then used deep sequencing and MAGeCK^30^ to quantify changes in sgRNA representation between torin 1-treated and control cell populations (Fig. 1b and Suppl. Datas 1 and 2) and between either condition and the starting population (Suppl. Fig. 1c, d). About 190 genes scored as selectively essential during torin 1 treatment, including components of mTORC1 signaling and protein synthesis. Conversely, about 80 genes scored as selectively non-essential during torin 1 treatment, including various signaling proteins and negative mTORC1 regulators. Selected screen hits were validated using competitive proliferation assays (Suppl. Fig. 1e).

**Fig. 1:**
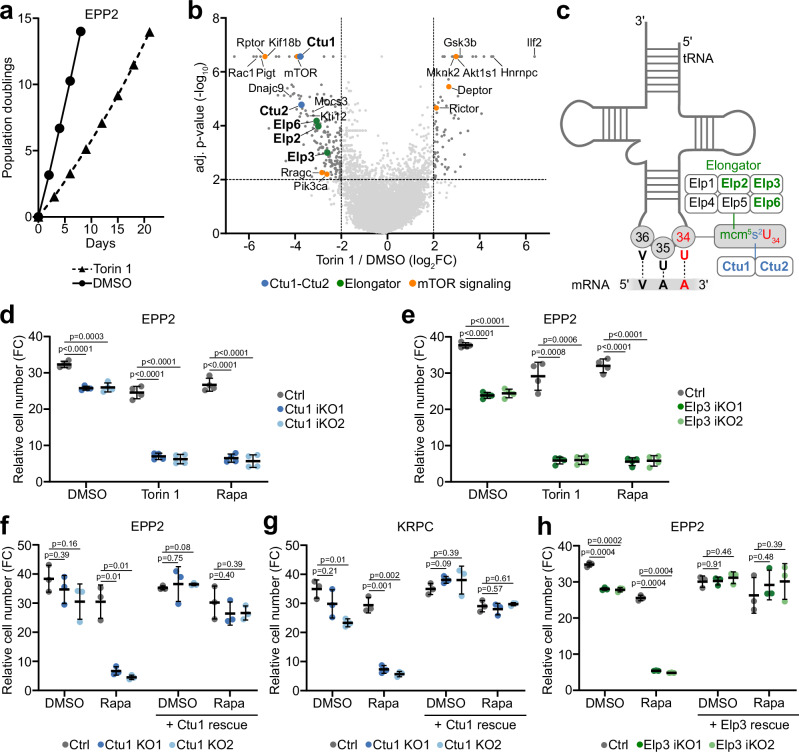
A CRISPR screen identifies tRNA wobble enzymes as essential for cell proliferation during mTOR inhibition. **a** Population doublings of EPP2 iCas9 cells during the CRISPR screen in the presence of torin 1 [300 nM] or dimethyl sulfoxide (DMSO). **b** Gene-level enrichment or depletion of sgRNAs in the CRISPR screen upon torin 1 treatment. Dashed lines demarcate genes that are significantly depleted or enriched (log_2_ fold change (log_2_FC) > |2| , adj. *p* < 0.01). Selected hits are highlighted. **c** Schematic representation of tRNA wobble uridine (U_34_) modification by the Elongator complex (Elp1-Elp6) and Cytosolic Thiouridylase (Ctu1-Ctu2). Enzyme subunits that scored as selectively essential during torin 1 treatment in the screen are highlighted. **d**, **e** Fold change (FC) in cell number of (**d**) Ctu1 iKO and (**e**) Elp3 iKO EPP2 cells after 3 days in culture ± torin 1 [25 nM] or rapamycin [12.5 nM]. **f**, **g** Fold change in cell number of Ctu1 KO f) EPP2 cells and (**g**) KRPC cells with ectopic expression of Ctu1 cDNA after 3 days ± rapamycin [12.5 nM]. **h** Fold change in cell number of Elp3 iKO EPP2 cells with ectopic expression of Elp3 cDNA after 3 days ± rapamycin [12.5 nM]. **d**–**h** Data are represented as replicate mean ± SD (**d**, **e**) *n* = 4, **f**–**h** *n* = 3 independent experiments in 3 technical replicates); *p* values were calculated by two-tailed unpaired *t*-test with Welch correction. Source data are provided as a Source Data file.

One prominent group of genes that we identified as selectively essential during mTOR inhibition was a class of tRNA-modifying enzymes which generate mcm^5^s^2^ modifications at anticodon wobble uridines (U_34_-enzymes) (Fig. 1b, c and Suppl. Fig. 1c, d). These included several components of the Elongator complex (Elp2, Elp3, Elp6) and Cytosolic Thiouridylase Subunits 1/2 (Ctu1/2)^14–17^. Kti12, an accessory regulator of Elongator^31^, and Mocs3, which mobilizes sulfur for the tRNA thiolation reaction^32^, were also more essential during torin 1 treatment. Most other tRNA-modifying enzymes did not display differential knockout phenotypes between torin 1 and control conditions (Suppl. Fig. 1c, d).

To confirm that U_34_-enzymes are required for cell proliferation in the context of mTOR inhibition, we generated Ctu1 and Elp3 inducible knockout (iKO) EPP2 cells (Suppl. Fig. 2a, b). By itself, loss of Ctu1 or Elp3 led to a moderate decrease in cell proliferation (Fig. 1d, e); cell size and cellular protein content were not significantly affected (Suppl. Fig. 2c, d). The knockout cells displayed increased sensitivity to torin 1 over a range of inhibitor concentrations (Suppl. Fig. 2e), despite retaining higher mTORC1 activity as compared to control cells (Suppl. Fig. 2f, g). At a low concentration, torin 1 selectively and effectively suppressed the proliferation of Ctu- or Elp3-deficient cells (Fig. 1d, e). Similarly, loss of Ctu1 or Elp3 rendered cells highly sensitive to rapamycin, a partial mTORC1 inhibitor that had minimal impact on the proliferation of control cells (Fig. 1d, e and Suppl. Fig. 2h). Ctu1/Elp3 double knockout (iDKO) cells had more pronounced growth defects, consistent with largely non-redundant U_34_-enzyme functions (Suppl. Fig. 2i). We further generated Ctu1 iKOs in various cancer cell lines and in murine embryonic fibroblasts (MEFs), as well as Ctu1 knockout (KO) clones derived from parental cells (Suppl. Fig. 2j). Although the sensitivity of the different cell lines to torin 1 and rapamycin displayed some variation, their growth was strongly and consistently inhibited by co-suppression of mTORC1 and Ctu1 (Suppl. Fig. 2k–m). The proliferation and rapamycin sensitivity of Ctu1- or Elp3-deficient cells was rescued by ectopic expression of the corresponding cDNAs, confirming specificity of CRISPR/Cas9 editing (Fig. 1f–h).

mTOR kinase is part of two protein complexes, mTORC1 and mTORC2. While torin 1 inhibits both complexes, rapamycin is selective for mTORC1 (Suppl. Fig. 2h)^33^, suggesting that U_34_-enzyme-deficient cells are dependent specifically on mTORC1. To address the relevance of the two mTOR complexes directly, we transduced cells with sgRNAs targeting the mTORC1 component Raptor or the mTORC2 component Rictor. Loss of Raptor strongly suppressed the proliferation of Ctu1 KO cells, while control cells were less affected (Fig. 2a and Suppl. Fig. 3a). By contrast, loss of Rictor did not have an effect on the proliferation or rapamycin sensitivity of Ctu1 KO cells (Fig. 2b and Suppl. Fig. 3b). Next, we examined the PI3-kinase-Akt-Rheb axis, which communicates growth factor signals to mTORC1^6,7^. The proliferation of Ctu1-deficient cells was selectively suppressed by genetic ablation of Rheb (Fig. 2c and Suppl. Fig. 3c) and by pharmacological inhibition of PI3-kinase or Akt (Fig. 2d and Suppl. Fig. 3d), albeit to a lesser extent than by inhibition of mTORC1. By contrast, Ctu1-deficient and control cells displayed comparable sensitivity to other growth-suppressive perturbations, including MAPK pathway inhibitors (Suppl. Fig. 3e, f) and osmotic stress (Suppl. Fig. 3g). Thus, mammalian cells lacking U_34_-enzymes are not sensitive to growth inhibition in general, but specifically to suppression of the mTORC1 signaling pathway.

**Fig. 2:**
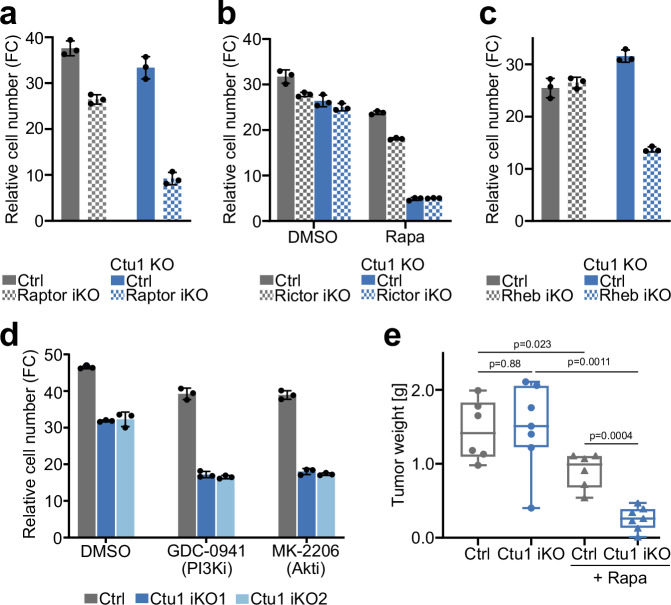
Loss of tRNA wobble modification sensitizes cancer cells to mTORC1 pathway inhibition in vitro and in tumors. **a**–**c** Fold change in cell number of single cell-derived clonal Ctu1 KO or control EPP2 cells expressing sgRNAs against (**a**) Raptor, (**b**) Rictor ± rapamycin [12.5 nM] and (**c**) Rheb after 3 days in culture. **d** Fold change in cell number of Ctu1 iKO EPP2 cells after 3 days in culture ± GDC-0941 [1 µM] or MK-2206 [2 µM]. **a**–**d** Data are represented as mean ± SD (*n* = 3 technical replicates). **e** Weight of orthotopic pancreatic tumors from Ctu1 iKO or control EPP2 cells in C57BL/6 J Rag2^−^^/−^ mice after 9 days treatment with rapamycin [5 mg/kg/day] or vehicle. Centre line represents median, upper and lower bounds of the box 75th and 25th percentiles, whiskers min to max (control ± rapamycin *n* = 6, Ctu1 iKO ± rapamycin *n* = 7); *p* values were calculated by unpaired two-tailed *t*-test with Welch correction. Source data are provided as a Source Data file.

Finally, we investigated whether the loss of U_34_-enzymes sensitizes cancer cells to mTORC1 inhibition in vivo using an orthotopic transplantation model of pancreatic cancer. After establishment of pancreatic tumors derived from Ctu1-deficient or control EPP2 cells, animals were treated with rapamycin or vehicle for 9 days. Individually, these interventions showed limited efficacy: Tumor growth was not affected by genetic ablation of Ctu1 (Fig. 2e and Suppl. Fig. 3h) and only slightly decreased by rapamycin. By contrast, tumor growth was potently suppressed by the combination of Ctu1 deletion and rapamycin treatment. Taken together, these results reveal that the loss of U_34_-enzymes renders cells highly dependent on the mTORC1 signaling pathway in vitro and in tumors.

### Loss of tRNA wobble enzymes leads to a global decrease in protein synthesis

The mTORC1 inhibitor sensitivity of cells lacking tRNA wobble U_34_-modifying enzymes raised the question whether mTORC1 functionally interacts with tRNA wobble uridine modification in the regulation of protein synthesis. Because the precise impact of U_34_-enzymes on protein synthesis is not well defined, to address this we first investigated how U_34_-enzymes affect translational output using quantitative analysis of the newly synthesized proteome (QuaNPA)^34^. Nascent proteins were labeled through a combined pulse with the methionine analog azidohomoalanine (AHA) and SILAC in Ctu1- or Elp3-deficient cells and controls. AHA-labeled proteins were enriched from whole-cell lysates using click chemistry. Changes in protein abundance were quantified in AHA-enriched samples and in whole-cell lysates through liquid chromatography–mass spectrometry and SILAC analysis. Normalizing the newly synthesized proteome data with the median SILAC ratios of whole-cell lysates then allowed us to accurately determine the impact of U_34_-enzymes on protein synthesis. About 90% of all detected proteins were decreased in the newly synthesized proteome of Ctu1-deficient cells (Fig. 3a and Suppl. Data 3). Similarly, loss of Elp3 led to a global decrease of the newly synthesized proteome (Fig. 3b). Thus, tRNA U_34_-modifying enzymes play a critical role in sustaining protein synthesis.

**Fig. 3:**
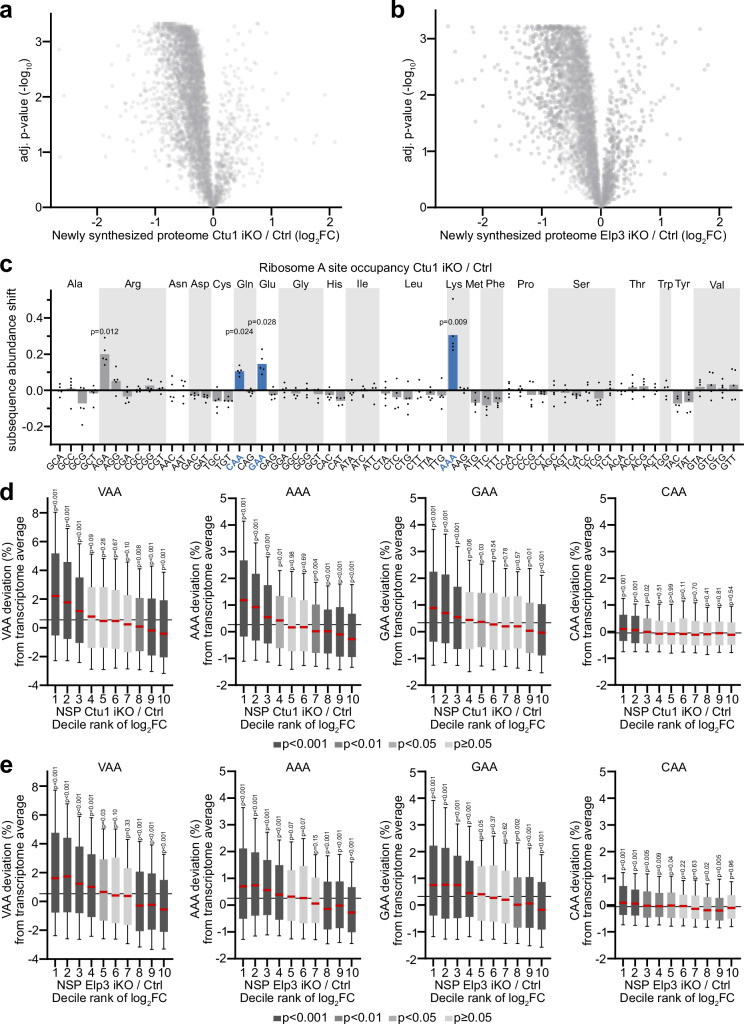
Loss of tRNA wobble enzymes leads to a global decrease in protein synthesis. **a**, **b** Changes in protein synthesis of (**a**) Ctu1 iKO and (**b**) Elp3 iKO EPP2 cells, measured using the mass spectrometry (MS) based quantitative analysis of the newly synthesized proteome (QuaNPA) workflow (*n* = 3 experimental replicates). **c** Codon-specific changes in ribosome A site occupancy in Ctu1 iKO EPP2 cells, analyzed by diricore. VAA codons (i.e., AAA/CAA/GAA), which are recognized by U_34_ wobble tRNAs, are highlighted. Data are represented as mean (*n* = 5 independent experiments); *p* values were calculated by out-of-frame analysis and are shown for significant increases. **d**, **e** Correlation of mRNA codon usage deviation and change in the newly synthesized proteome (NSP) of (**d**) Ctu1 iKO and (**e**) Elp3 iKO EPP2 cells (*n* = 3 experimental replicates). Newly synthesized proteome data are represented as decile ranks of log_2_FC (i.e., 1 = 10 % most decreased proteins in iKO/Ctrl). In box plots, centre line represents median, upper and lower bounds of the box 75th and 25th percentiles, whiskers 10th to 90th percentiles; *p* values were calculated by two-tailed Wilcoxon rank test. Grey line represents median codon usage of all quantified proteins. Source data are provided as a Source Data file.

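EPP2 cells are a murine pancreatic cancer line. In the cells studied here, Cas9 was expressed from a doxycycline-inducible cassette, and Ctu1 was disrupted by adding 300 ng/ml doxycycline to cells that carried guide RNAs against Ctu1 (Ctu1 iKO). As controls, the paper used guide RNAs against non-coding regions or cells without doxycycline. By the sample labels, the control cultures studied here received doxycycline as well. The paper's text does not name which guide RNAs the control libraries carried. Cultures were treated with DMSO for 2 h before lysis. Ribosome footprints and poly(A) RNA of 6 control and 5 Ctu1 iKO cultures were sequenced, which gave 22 libraries. The paper's methods name 2 biologically independent replicates on consecutive days for ribosome profiling, and its legends give n = 5 and n = 6 independent experiments. The replicate numbers were taken as independent cultures here, and every n and exact p-value rests on this. For the footprints, the authors digested the lysates with RNase I and isolated monosomes on sucrose gradients. They trimmed the reads, removed short fragments and rRNA reads, and counted the rest on genes with STAR. The RNA-seq aliquot came from the same lysates, and the paper's methods do not make clear whether it was taken before or after the digestion. RNA-seq reads were counted on genes in a separate workflow of the sequencing facility. Both assays are given as read counts per gene without normalization. The DMSO tables hold 10420 entries, all of which had at least 100 footprint counts in at least 1 library, so that genes with few footprints in every culture are not listed. A further 11 symbols that stand on more than 1 entry of the tables (23 entries in all) were left out. Every RNA-seq count was an even number, whereas 48.5% of the footprint counts were odd. Footprint counts summed to between 18067298 and 52907878 per control library, with a median of 26312874, and to between 10828447 and 34565506 per Ctu1 iKO library, with a median of 15387951. The totals did not differ between the genotypes by more than the spread between cultures (two-sided exact permutation test, p = 0.0844). RNA-seq totals lay between 150222050 and 325494304 in control (median 250316656) and between 129881946 and 266834728 in Ctu1 iKO (median 253491226). Whether reads with the same molecular identifier were collapsed is not named in the paper's text. Counts of 2 libraries of the same group differed with at least 19.2 times the variance that counting alone gives, over the 110 pairs within groups of both assays and treatments. For this, RNA-seq counts were halved because all were even, and each footprint count was taken as 1 read. The lowest value is that of an RNA-seq pair, and RNA-seq values are too low if the even counts do not hold each fragment more than once. Among footprint pairs, the lowest value was 21.0. Genes with a mean of at least 10 counts were compared between the genotypes with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. Ctu1 itself lies on chromosome 7 of GRCm38 from 43672016 to 43678298. In the RNA-seq libraries it had 4.10 ± 0.72 counts per 1e+06 counts (CPM) in Ctu1 iKO (SD, n = 5) and 4.58 ± 0.38 in control (SD, n = 6; two-sided exact permutation test, p = 0.190). Its footprints came to 1.76 ± 0.41 CPM in Ctu1 iKO (SD, n = 5) and 2.57 ± 0.71 in control (SD, n = 6; two-sided exact permutation test, p = 0.0498), and the values of the groups overlapped in both assays. RNA-seq values in replicates 1 to 5 of Ctu1 iKO were 4.57, 4.37, 4.96, 3.28 and 3.10 CPM. Control replicates lay between 4.23 and 5.26 CPM. Only the libraries labelled Ctu1 iKO replicates 4 and 5 lay below the control range, and the data contradict their treatment labels, as described below. In replicates 1 to 5 of Ctu1 iKO, the footprint value was 1.48, 1.30, 2.28, 1.74 and 2.13 CPM. In replicates 1 to 6 of control, it was 1.58, 2.33, 2.97, 3.43, 2.71 and 2.16 CPM. With edgeR, the log2 change of Ctu1 was -0.16 for transcripts (adjusted p = 0.335) and -0.54 for footprints (adjusted p = 0.353).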

To further investigate the impact of U_34_-enzymes on translational output, we next confirmed their relevance for the translation of specific codons using ribosome profiling and differential ribosome codon reading (diricore) analysis^35^. 

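Gene counts do not show where on an mRNA the ribosomes stood, so A site occupancy was not recomputed from them. The paper's own values, from the source data of Fig. 3c, give a subsequence abundance shift for each of 61 codons in 5 replicates, on a scale whose log base its text does not name. On that scale, AAA had a mean of 0.31 ± 0.12 (SD, n = 5), with replicates from 0.22 to 0.51. The paper's mean was 0.20 for AGA, 0.15 for GAA and 0.11 for CAA, and for all 4 codons 5 of 5 replicates lay above 0. The lowest mean among the 58 codons other than AAA, CAA and GAA was -0.08. From the gene counts, it was tested whether the amount of footprints on an mRNA goes with its share of AAA codons. For each culture, the log2 footprint CPM (pseudocount 1) of 10004 genes with a known coding sequence were regressed on the percentage of AAA among all codons. The slope was 0.105 ± 0.041 log2 units per percentage point in Ctu1 iKO (SD, n = 5) and 0.108 ± 0.026 in control (SD, n = 6). The difference of -0.0026 was not larger than the spread between cultures (two-sided exact permutation test, p = 0.890). The sign of this difference was not stable, since it was 0.0075 among replicates 3 to 6 and -0.0173 without Ctu1 iKO replicate 4. Genes are not independent replicates, and the test therefore compared slopes of cultures.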

Loss of Ctu1 led to a strong increase in ribosomal A site occupancy at AAA codons and to a lesser extent at CAA/GAA codons (Fig. 3c). Ribosomal occupancy was also significantly increased at the arginine codon AGA, consistent with previous observations^18,20^. At other codons, ribosomal occupancy was not perturbed. Next, we examined how mRNA codon content corresponds to protein synthesis changes in cells lacking U_34_-enzymes. Increasing VAA codon content of mRNAs was correlated with decreasing abundance of the corresponding proteins in the newly synthesized proteome of Ctu1- or Elp3-deficient cells (Fig. 3d, e and Suppl. Fig. 4a). At the level of individual codons, this bias was evident in particular for AAA and GAA. The reverse trend was observed for proteins that were efficiently synthesized in Ctu1- or Elp3-deficient cells; their mRNAs were overall enriched in non-VAA codons, whose translation does not depend on U_34_-enzymes (Suppl. Fig. 4b). Thus, U_34_-enzymes are required for efficient synthesis of proteins from mRNAs that are rich in VAA codons, consistent with previous results^17–20^.

### tRNA wobble modification promotes ribosomal protein synthesis

To identify proteins whose synthesis is particularly dependent on U_34_-enzymes, we performed gene set enrichment analysis (GSEA) using the nascent proteomics datasets. Ribosomal proteins were the most decreased class of proteins (Fig. 4a). Indeed, loss of either Ctu1 or Elp3 led to a global, comparable decrease of ribosomal proteins in the newly synthesized proteome, without reducing their transcript levels (Fig. 4b, c; Suppl. Fig. 5a and Suppl. Datas 3 and 4). 

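In the RNA-seq libraries with DMSO, 2677 of 10128 genes had an adjusted p-value under 0.05 between Ctu1 iKO and control, 1458 of them higher and 1219 lower in Ctu1 iKO. The count was moved most by fitting replicates 1 and 2 alone, which gave 1547 genes, and this alternative was chosen after seeing the data. Among genes with non-overlapping groups (a share of 0.433% by chance) and at least 100 counts, the largest increases were those of Ifi207 (2.51 on the log2 scale), Dynap (2.47) and Ccng2 (2.42, or 0.24 among replicates 1 and 2). With a term for the replicate number, Ccng2 lost its call (log2 change 1.64, adjusted p = 0.106). Dynap had a standard error of 0.23 and an adjusted p of 7.99e-05. The largest decrease was that of Large2 (log2 change -1.30, standard error 0.18, adjusted p = 7.11e-04). The log2 change of Elp3 was 0.12 (adjusted p = 0.159). Transcript levels of ribosomal proteins were read from 73 of the 74 genes of the paper's cytosolic ribosome group. The mean log2 CPM of the list was 9.81 ± 0.19 in Ctu1 iKO (SD, n = 5) and 9.62 ± 0.04 in control (SD, n = 6), a difference of 0.19 (two-sided exact permutation test, p = 0.0303; adjusted p = 0.131 over 117 tests of gene lists). Ctu1 iKO was higher in 4 of the 5 replicate numbers. Its replicates 1 to 5 had 9.59, 9.66, 9.80, 10.05 and 9.97, whereas control replicates lay between 9.57 and 9.66. All 73 genes had a positive log2 change, the largest 0.45 for Rps26, and with scaling by library totals alone 71 of them did. Over all genes tested, 21 had an adjusted p-value under 0.05, and 22 did when adjusted over the list alone. RNA-seq libraries of replicates 1 and 2 had lower totals (129881946 to 158915842) than those of replicates 3 to 6 (214922186 to 325494304), counting the torin 1 libraries, and were therefore also analysed apart. Among replicates 1 and 2 the list difference was 0.030, with 43 genes higher and 30 lower, and 2 cultures against 2 can give no p below 0.333. Without the library labelled Ctu1 iKO DMSO replicate 4, the list difference was 0.13, with an exact permutation p of 0.103. In the log2 profiles of all genes, the libraries labelled Ctu1 iKO DMSO replicates 4 and 5 lay on the torin 1 side of the treatment effect of replicates 1 and 2, against their labels, and ribosomal protein transcripts were most abundant in these 2 libraries. The direction drawn from the 5 cultures rests on these labels. Of the 3 ribosomal protein genes that the paper later tests with codon variants, Rps25 (chromosome 9 from 44407139 to 44410427) was higher in Ctu1 iKO as labelled, with 905 ± 94 CPM (SD, n = 5) against 752 ± 61 (SD, n = 6) and a log2 change of 0.27 (adjusted p = 0.0263), a call lost in 4 of 11 fits without 1 library. In replicates 1 and 2 its log2 change was 0.14 (adjusted p = 0.215). Rpl29 (chromosome 9 from 106429454 to 106431568) had a log2 change of 0.15 (adjusted p = 0.117), and Rps3 (chromosome 7 from 99477896 to 99483738) one of 0.10 (adjusted p = 0.200). Among replicates 1 and 2 alone, the log2 change was -0.047 for both Rpl29 and Rps3. The paper gives n = 2 independent experiments for the transcript levels in Fig. 4b, whereas 6 control and 5 Ctu1 iKO cultures were used here. From the decrease in the newly synthesized proteome at transcript levels that were not reduced, the paper goes on to ask what in ribosomal protein mRNAs makes their synthesis depend on U34-enzymes.

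**Figure D1:**
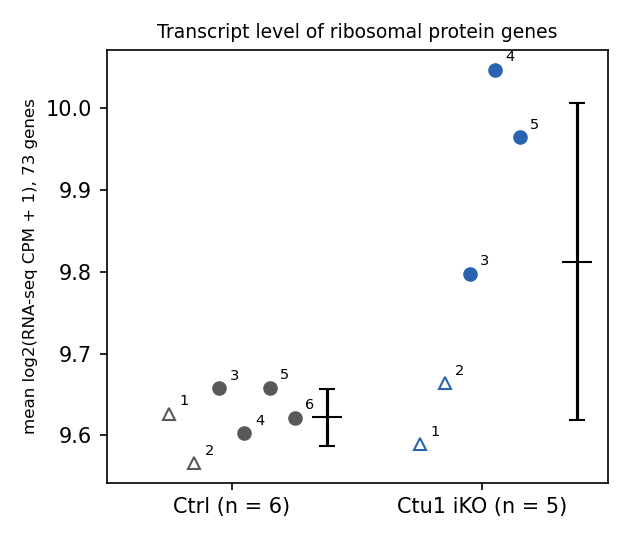
Mean log2 RNA-seq CPM of 73 ribosomal protein genes in each culture with DMSO, by genotype. Numbers give the replicate, open triangles mark replicates 1 and 2, filled circles replicates 3 to 6, and black dashes with bars the mean ± SD. Values of Ctu1 iKO replicates 1 and 2 (9.59 and 9.66) lie within or just above the control range, and the libraries labelled replicates 4 and 5 (10.05 and 9.97) lie above it.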

To understand why ribosomal proteins depend on U_34_-enzymes, we examined their mRNAs. In Ctu1-deficient cells, ribosomal protein mRNAs showed a pronounced increase in ribosomal occupancy at AAA codons and to a lesser extent at CAA/GAA codons (Fig. 4d). By contrast, the synonymous U_34_-enzyme-independent codons were normally translated. 

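Ribosomal occupancy per codon is again given as the paper's own values, here from the source data of Fig. 4d, which cover ribosomal protein mRNAs in 5 replicates. The paper's mean shift was 0.29 ± 0.17 for AAA (SD, n = 5), 0.23 ± 0.16 for CAA (SD, n = 5) and 0.12 ± 0.15 for GAA (SD, n = 5). AAA and CAA ranked 1 and 2 among 61 codons, GAA ranked 8, and all 5 replicates lay above 0 for each. For the synonymous codons, the paper's mean was -0.04 for AAG, -0.08 for GAG and 0.03 for CAG. How many footprints these mRNAs carried was taken from the gene counts. Over all mRNAs, 277 of 10397 genes differed in footprints between Ctu1 iKO and control with DMSO, 169 higher and 108 lower. Without control replicate 3 the count was 144, and the batch block (replicates 1 and 2 against replicates 3 to 6), added after seeing the data, gave 737. Ibtk, among the 5 largest increases, had a log2 change of 1.42 (standard error 0.12, adjusted p = 6.68e-05). Footprints on the ribosomal protein list were 9.56 ± 0.10 in Ctu1 iKO (mean log2 CPM, SD, n = 5) and 9.65 ± 0.12 in control (SD, n = 6). The difference of -0.09 was not larger than the spread between cultures (two-sided exact permutation test, p = 0.216), although Ctu1 iKO was lower in 5 of 5 replicate numbers. It was -0.12 among replicates 1 and 2. Log2 changes were below 0 for 61 of the 73 genes, or for 51 with library totals alone. No gene of the list passed an adjusted p of 0.05, over all genes or adjusted over the list alone, and 7 genes, all lower, had an unadjusted p under 0.05. Translational efficiency was the change in footprints relative to the change in RNA-seq counts, tested as the interaction of assay and genotype in 1 model of both kinds of libraries. It changed for 5 of 10128 genes, of which Ibtk rose (log2 change 1.21) and Acta2 (-1.68), Pabpc1 (-1.11), Ybx1 (-0.84) and Lpar1 (-0.61) fell. The batch block and DESeq2 in place of edgeR each gave a larger count. Without 1 library at a time the edgeR count lay between 3 and 5, and the 5 genes were named after their values were seen. In these 11 fits, Lpar1 lost its call in 10 and Ybx1 in 8, and Ibtk, Acta2 and Pabpc1 in 0. For the ribosomal protein list, the log2 ratio of footprints to RNA-seq counts was -0.25 ± 0.29 in Ctu1 iKO (SD, n = 5) and 0.03 ± 0.14 in control (SD, n = 6), a difference of -0.28 (two-sided exact permutation test, p = 0.0779). The list was lower in Ctu1 iKO in 5 of 5 replicate numbers, by -0.15 on average in replicates 1 and 2. Without 1 library at a time, it lay between -0.36 (without Ctu1 iKO replicate 1; exact permutation test, p = 0.0333) and -0.20 (without Ctu1 iKO replicate 4; p = 0.171), and p was under 0.05 in 2 of 11 such exact tests. All 73 genes had a log2 change below 0 (71 with library totals alone). None had an adjusted p-value under 0.05 over all genes (35 unadjusted), and 16 did when adjusted over the list alone. These ratios use the RNA-seq libraries labelled Ctu1 iKO DMSO replicates 4 and 5, whose profiles lie against their treatment label, and the footprint values do not. Rpl29 footprints were 151 ± 19 CPM in Ctu1 iKO (SD, n = 5) and 172 ± 26 in control (SD, n = 6; log2 change -0.18, adjusted p = 0.442). For Rps25 and Rps3 footprints, the log2 change was -0.06 (adjusted p = 0.783) and -0.14 (adjusted p = 0.390).

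**Figure D2:**
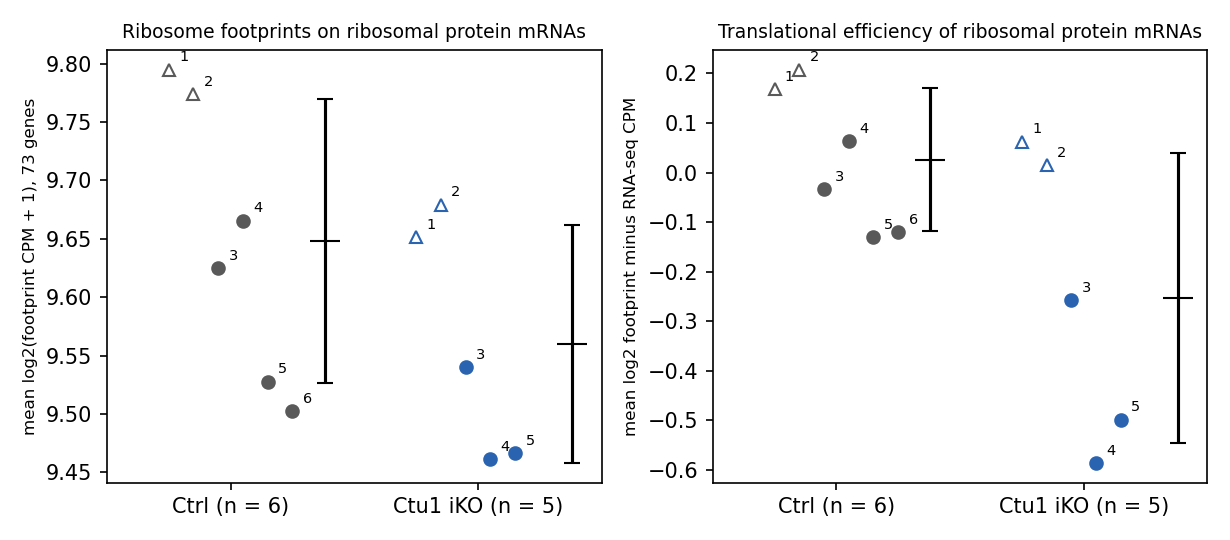
Mean log2 footprint CPM (left) and mean log2 ratio of footprint to RNA-seq CPM (right) of 73 ribosomal protein genes in each culture with DMSO, by genotype; symbols and numbers give the replicate (open triangles, replicates 1 and 2; filled circles, replicates 3 to 6) and black dashes with bars the mean ± SD. Footprint values of the genotypes overlap, and the lowest ratios are -0.59 and -0.50 in replicates 4 and 5 of Ctu1 iKO, whose RNA-seq libraries lie against their treatment label.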

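Codon content was counted in 1 coding sequence per gene of the mouse annotation (GENCODE M21 on GRCm38), the principal isoform and among several the longest. A coding sequence was matched to 98.8% of the 10464 symbols in the tables, of which 10190 matched by symbol and 146 through a synonym. For 73 cytosolic ribosomal protein genes, the median share of AAA was 3.45% of all codons, with quartiles of 2.41% and 4.72%. The median over 10004 genes was 2.16%, with quartiles of 1.23% and 3.35%, and 55 of the 73 ribosomal protein genes lay above it. AAG, the other lysine codon, made up 8.39% of codons in the median ribosomal protein gene and 3.43% in the median gene. Within the lysine codons, the median share of AAA was therefore lower in ribosomal protein genes (30.4%) than over all genes (37.8%). Rps25 has 7.2% AAA among 125 codons, Rpl29 has 5% among 160, and Rps3 has 2.06% among 243.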

Most ribosomal protein mRNAs are highly enriched in AAA, which encodes for lysine, a positively charged amino acid that participates in protein-RNA interactions within the ribosome (Suppl. Fig. 5b). Consistently, high mRNA AAA content and decreased synthesis of ribosomal proteins were correlated in Ctu1- or Elp3-deficient cells (Fig. 4e; Suppl. Fig. 5c and Suppl. Data 5). 

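Counted in the same coding sequences, VAA codons (AAA, CAA and GAA together) made up a median of 6.02% of the codons of ribosomal protein genes, with quartiles of 3.65% and 7.55%. Over all genes the median was 6.06%, with quartiles of 3.96% and 8.62%, and 36 of the 73 ribosomal protein genes lay above it. The median share of CAA was 0.339% in ribosomal protein genes and 1.03% over all genes, and that of GAA was 1.47% against 2.75%. These are properties of the annotated sequences and have no replicates. In the paper's own table for Ctu1 iKO (Suppl. Data 5), the median deviation in AAA usage was 1.58 for ribosomal proteins and 0.268 for all proteins, and that in VAA usage 0.498 and 0.555.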

Of note, ribosomal protein mRNAs are not overall enriched in VAA codons as their CAA/GAA codon content is comparably low (Fig. 4f and Suppl. Fig. 5b, c). This suggests that the efficient translation of ribosomal protein mRNAs depends on U_34_-enzymes due to their high AAA codon content.

**Fig. 4:**
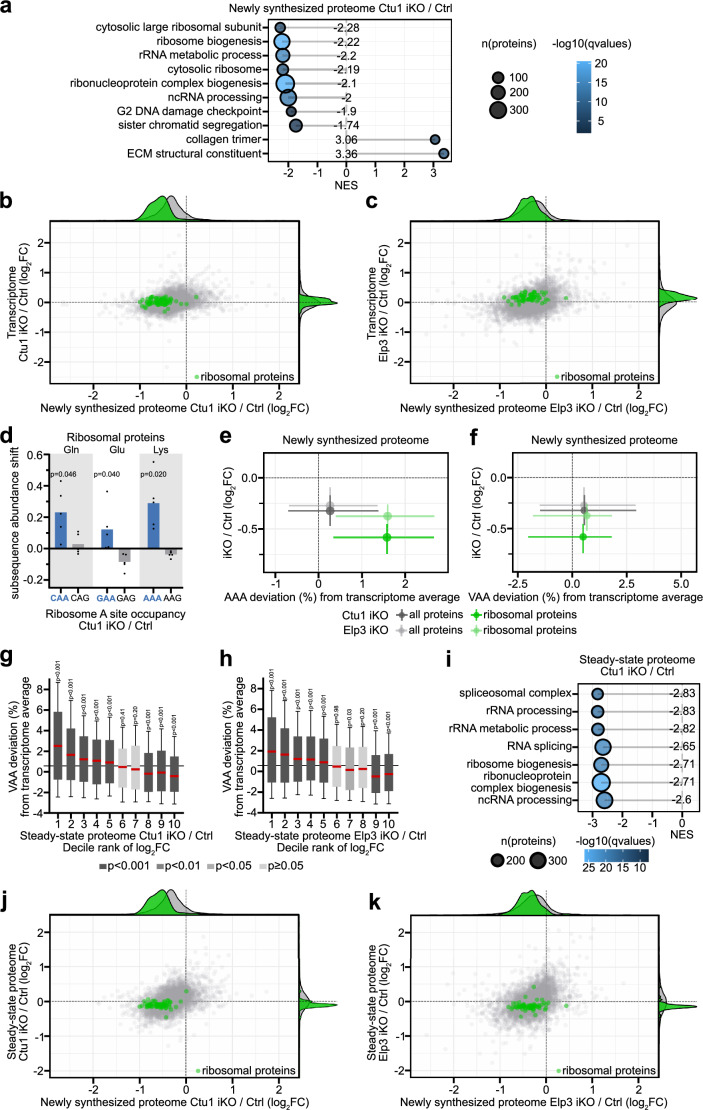
tRNA wobble modification promotes ribosomal protein synthesis. **a** GSEA showing highly depleted or enriched protein groups in the newly synthesize proteome of Ctu1 iKO EPP2 cells. NES, normalized enrichment score. **b**, **c** Scatter plot comparing changes in the newly synthesized proteome versus transcriptome of (**b**) Ctu1 iKO and (**c**) Elp3 iKO EPP2 cells. Transcript levels were quantified by RNA sequencing (*n* = 2 independent experiments). **d** Changes in ribosome A site occupancy of U_34_-wobble enzyme-dependent/independent VAA/VAG codons on ribosomal protein mRNAs in Ctu1 iKO EPP2 cells, analyzed by diricore. Data are represented as mean (*n* = 5 independent experiments); *p* values were calculated by out-of-frame analysis and are shown for significant increases. **e**, **f** Correlation of mRNA codon usage deviation for (**e**) AAA and (**f**) VAA with changes in the newly synthesized proteome of Ctu1 iKO and Elp3 iKO EPP2 cells. Data are represented as median and interquartile range. **g**, **h** Correlation of mRNA codon usage deviation and change in the steady-state proteome of (**g**) Ctu1 iKO and (**h**) Elp3 iKO EPP2 cells. Steady-state proteomes were quantified by label-free mass spectrometry (*n* = 5 independent experiments); proteome data are represented as decile ranks of log_2_FC (i.e., 1 = 10% most decreased proteins in iKO / Ctrl). In box plots, centre line represents median, upper and lower bounds of the box 75th and 25th percentiles, whiskers 10th to 90th percentiles; *p* values were calculated by two-tailed Wilcoxon rank test. Grey line represents median codon usage of all quantified proteins. **i** GSEA showing the top depleted protein groups in the steady-state proteome of Ctu1 iKO EPP2 cells. **j**, **k** Scatter plot comparing changes in the newly synthesized proteome versus steady-state proteome of ( **j**) Ctu1 iKO and (**k**) Elp3 iKO EPP2 cells. Source data are provided as a Source Data file.

In addition to ribosomal proteins, protein groups related to the biogenesis of ribosomes and other ribonucleoprotein complexes, non-coding RNA processing, the G2 DNA damage checkpoint and sister chromatid segregation were particularly depleted in the newly synthesized proteome of U_34_-enzyme-deficient cells (Fig. 4a). The decreased synthesis of the different protein groups correlated with an enrichment of mRNA VAA codons, specifically AAA and GAA (Suppl. Fig. 5c and Suppl. Data 5). Kinesins were also depleted, consistent with a previous study showing that their VAA codon-rich mRNAs depend on tRNA U_34_ modification^36^. In contrast to the majority of proteins, collagens and other extracellular matrix proteins were increased in the newly synthesized proteome of U_34_-enzyme-deficient cells (Fig. 4a). Extracellular matrix protein mRNAs are not enriched in VAA codons, which may explain why their translation is resistant to the loss of Ctu1 or Elp3 (Suppl. Fig. 5c). Taken together, these results identify protein groups whose efficient synthesis depends on tRNA U_34_-modifying enzymes, including most notably ribosomal proteins.

To determine how the perturbed protein synthesis in U_34_-enzyme-deficient cells affects steady-state protein levels, we analyzed their proteome using liquid chromatography–mass spectrometry and label-free quantification. Proteins that decreased in the proteome of Ctu1- or Elp3-deficient cells showed a progressive increase in mRNA VAA codon content (Fig. 4g, h). GSEA identified proteins related to RNA processing, RNA metabolism, biogenesis of ribosomes and other ribonucleoprotein complexes as the most significantly decreased protein groups (Fig. 4i). Consistently, the different U_34_-enzyme-dependent protein groups showed corresponding decreases in the newly synthesized and steady-state proteomes of Ctu1- or Elp3-deficient cells (Suppl. Fig. 6 and Suppl. Datas 3 and 6). However, despite the pronounced decrease of ribosomal proteins in the newly synthesized proteome, their steady-state levels were less affected (Fig. 4j, k and Suppl. Fig. 7). Thus, the translational defects resulting from loss of U_34_-enzymes only partially materialize at the proteome level.

### mTORC1 and tRNA wobble enzymes converge on promoting ribosomal protein synthesis

The above results establish a role for U_34_-enzymes in ribosomal protein synthesis. Intriguingly, increased production of ribosomal proteins is also a key translational program downstream of mTORC1^10,11^. To examine whether mTORC1 and U_34_-enzymes functionally interact in ribosomal protein synthesis, we first determined the relevance of mTORC1 for codon-specific translation. 

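For this experiment, 6 control and 6 Ctu1 iKO cultures were treated with 300 nM torin 1, an mTOR kinase inhibitor, for 2 h, and their footprints and transcripts were counted in the same way. The torin 1 tables hold 9936 entries. Of the gene symbols, 9868 stand in both the DMSO and the torin 1 tables, and Ctu1 stands only in the former. Footprint totals per library lay between 10148799 and 34715141 in control (median 13038327) and between 4602092 and 18880436 in Ctu1 iKO (median 10582524). RNA-seq totals lay between 142349148 and 321885326 in control and between 131423344 and 287209550 in Ctu1 iKO. Same-numbered cultures were taken as pairs in an alternative analysis. Between control cultures with and without torin 1, the deviations of same-numbered libraries from their group mean correlated over genes with r from 0.38 to 0.74 for RNA-seq and from 0.43 to 0.64 for footprints. Between Ctu1 iKO cultures with and without torin 1, these correlations ranged from -0.23 to 0.44 and from -0.03 to 0.42, and genes are not independent replicates. The labels of the libraries were checked against the data, a check chosen after the results were seen. Axes for genotype and for torin 1 were taken from the libraries of replicates 1 and 2 as the mean effect of each factor over 9634 genes. Every library of replicates 3 to 6 was then placed on these axes without using its own label, by regressing its deviation from the mean of those libraries on both axes. All 15 footprint libraries were placed on the side of their labels. Of the 15 RNA-seq libraries, 6 were placed against a label, 4 against the genotype and 4 against the treatment. The libraries labelled Ctu1 iKO DMSO replicates 4 and 5 had torin 1 scores of 0.57 and 0.46. For the libraries labelled control torin 1 replicates 5 and 6, the genotype scores were 0.43 and 0.41 and the torin 1 scores -0.42 and -0.44. The libraries labelled Ctu1 iKO torin 1 replicates 5 and 6 had genotype scores of -0.29 and -0.41, and torin 1 scores of 0.02 and 0.05, close to 0. With the footprint libraries of replicates 3 to 6 as axes, the number of RNA-seq libraries placed against a label was also 6 of 15, and it was 0 of 8 among replicates 1 and 2. In simulated libraries, 600 of 600 labels were recovered in each assay. These had the effects of replicates 1 and 2 and independent noise for each gene, so deviations shared over genes in replicates 3 to 6 were not tried. All comparisons keep the labels as given. Those that use RNA-seq libraries of replicates 4 to 6 depend on labels that the data contradict, and those of footprints alone do not.

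**Figure D3:**
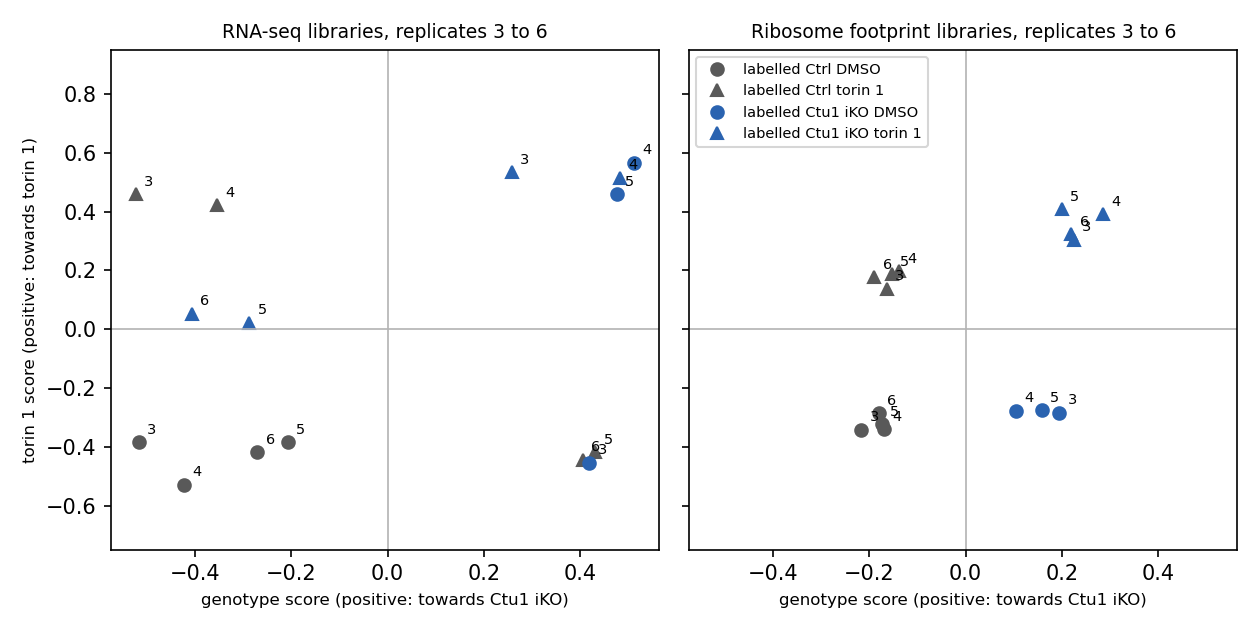
Genotype score (horizontal) and torin 1 score (vertical), both regression coefficients without unit, of each RNA-seq library (left) and each footprint library (right) of replicates 3 to 6, on axes taken from replicates 1 and 2 of the same assay. Grey symbols are labelled control and blue ones Ctu1 iKO, circles DMSO and triangles torin 1, and numbers give the replicate. The 15 footprint libraries lie in the quadrant of their labels, and 6 of the 15 RNA-seq libraries do not.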

Short treatment with mTORC1 inhibitors did not perturb ribosomal codon occupancy in control cells (Fig. 5a), affect the accumulation of ribosomes at VAA codons in Ctu1-deficient cells (Fig. 5b), or aggravate the overall decreased protein synthesis from VAA-rich mRNAs in Ctu1-deficient cells (Suppl. Fig. 8a, b). 

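Codon occupancy is given here as the paper's values from the source data of Fig. 5a, b, with 6 replicates each. In control cells, the paper's mean shift with torin 1 was -0.02 for AAA, -0.01 for CAA and -0.02 for GAA, while the means of the other 58 codons lay between -0.08 and 0.05. For Fig. 5b, which shows Ctu1 iKO cells, it was not settled here whether the values set torin 1 against DMSO or Ctu1 iKO against control. The 6 replicates argue against same-numbered cultures with torin 1 and DMSO, since 5 Ctu1 iKO cultures with DMSO have footprints. The values of Fig. 5b are not read as an effect of torin 1. The paper's mean there was 0.31 ± 0.27 for AAA (SD, n = 6), 0.17 for GAA, 0.14 for AGA and 0.10 for CAA, with 6 of 6 replicates above 0 for each of these codons. Gene counts were again set against AAA content, in the footprint libraries first. In control cells, the slope of log2 footprint counts on the percentage of AAA codons was 0.0845 ± 0.0379 with torin 1 (SD, n = 6) and 0.0906 ± 0.0261 with DMSO (SD, n = 6), over 9516 genes. This difference of -0.0061 was not larger than the spread between cultures (two-sided exact permutation test, p = 0.727). With GC content as a second term it was -0.0239 (two-sided exact permutation test, p = 0.0476). Between Ctu1 iKO and control cells with torin 1, the slopes differed by -0.0100 (two-sided exact permutation test, p = 0.645), over 9561 genes, or by -0.0194 with GC content as a second term and cultures as pairs (exact sign-flip p = 0.0312). For translational efficiency, the slope differed by -0.0150 between torin 1 and DMSO in control cells (two-sided exact permutation test, p = 0.329). All 6 same-numbered pairs had this direction, and with cultures as pairs the exact sign-flip p was 0.0312, the smallest that 6 pairs can give, so the result depends on pairing. The slope in translational efficiency differed by 0.0011 between Ctu1 iKO and control with torin 1 (two-sided exact permutation test, p = 0.942), which turned to -0.0086 with GC content as a second term. The latter 2 comparisons include RNA-seq libraries whose profiles lie against their labels. These slopes concern the amount of footprints per mRNA and not the position of ribosomes on codons. The paper reasons that short mTORC1 inhibition neither perturbs codon occupancy in control cells nor adds to the accumulation of ribosomes at VAA codons in Ctu1-deficient cells, while it depletes ribosomal proteins from the newly synthesized proteome. From these observations together, the paper concludes that ribosomal protein synthesis requires mTORC1 and that the efficient translation of VAA codons does not.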

Individually, rapamycin or a moderate dose of torin 1 also did not affect global protein synthesis (Fig. 5c, d) including the synthesis of most U_34_-enzyme-dependent protein groups (Fig. 5e, f and Suppl. Fig. 8c–e). However, ribosomal proteins were strongly depleted in the newly synthesized proteome upon mTORC1 inhibition (Fig. 5c–f and Suppl. Data 3). Thus, mTORC1 is required for ribosomal protein synthesis but not for the efficient translation of VAA codons.

**Fig. 5:**
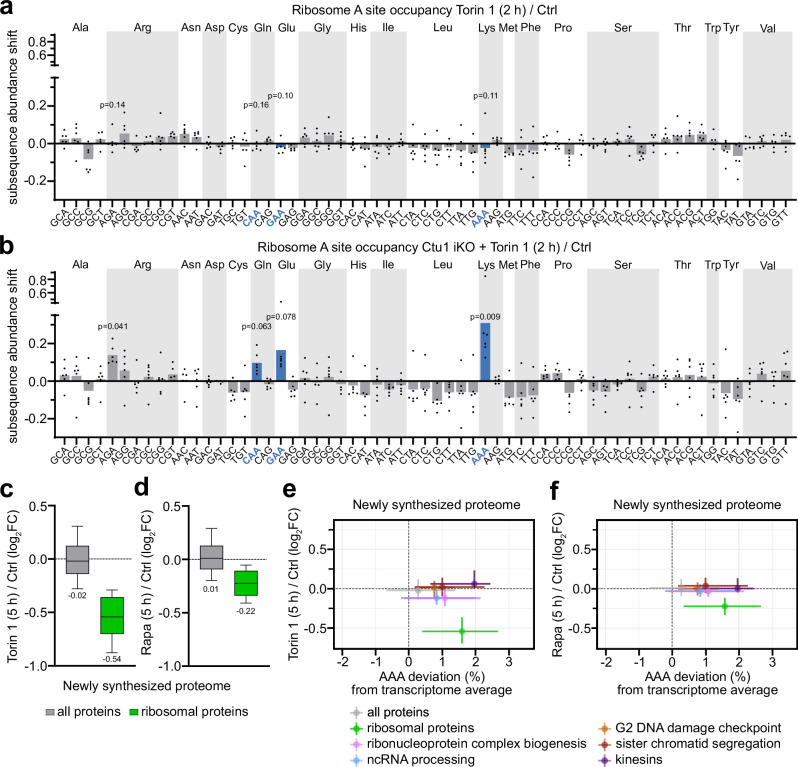
mTORC1 and tRNA wobble enzymes converge on sustaining ribosomal protein synthesis. **a**, **b** Codon-specific changes in ribosome A site occupancy in (**a**) control and (**b**) Ctu1 iKO EPP2 cells after 2 h ± torin 1 [300 nM], analyzed by diricore. VAA codons cognate for U_34_ wobble tRNAs are highlighted. Data are represented as mean (*n* = 6 independent experiments); *p* values were calculated by out-of-frame analysis and are shown for significant increases and for all U_34_-enzyme-dependent codons. **c**, **d** Changes in global and ribosomal protein abundance in the newly synthesized proteome of EPP2 cells after 5 h ± (**c**) torin 1 [50 nM] and (**d**) rapamycin [50 nM], quantified by the QuaNPA workflow (*n* = 3 experimental replicates). In box plots, centre line represents median, upper and lower bounds of the box 75th and 25th percentiles, whiskers 10th to 90th percentiles. **e**, **f** Correlation of mRNA AAA codon usage deviation with changes in the newly synthesized proteome of EPP2 cells after 5 h ± (**e**) torin 1 [50 nM] and (**f**) rapamycin [50 nM]. Shown are protein groups whose synthesis is particularly dependent on Ctu1. Data are represented as median and interquartile range. Source data are provided as a Source Data file.

Next, we investigated the functional interaction of mTORC1 and U_34_-enzymes. Nascent proteomics revealed a global decrease of protein synthesis in Ctu1-deficient cells treated with torin 1 or rapamycin as compared to the individual manipulations, with ribosomal proteins being particularly strongly decreased (Fig. 6a, b and Suppl. Fig. 8f, g). Thus mTORC1 and U_34_-enzymes converge on promoting the production of ribosomal proteins. To determine whether ribosomal proteins are direct targets of U_34_-enzymes, we generated several ribosomal protein variants in which mRNA VAA codons were replaced by synonymous, U_34_-enzyme-independent VAG codons. Expression constructs further contained a TOP motif for translational regulation by mTORC1 and an HA-tag for quantitative immunoblotting. We then examined expression of the ribosomal protein variants in Ctu1-deficient cells treated with rapamycin and, as excess ribosomal proteins are rapidly degraded by the proteasome^37^, with proteasome inhibitor. Loss of Ctu1 decreased the expression of wild-type Rpl29 and Rps25, consistent with their high mRNA VAA codon content (Fig. 6c–f). By contrast, the VAG mutant variants were efficiently expressed in Ctu1-deficient cells, at the same level as in control cells. Thus, Rpl29 and Rps25 require Ctu1 for codon-dependent mRNA translation. We also examined Rps3, whose mRNA has an unusually low VAA codon content for a ribosomal protein. Indeed, wild-type and VAG mutant Rps3 variants were expressed at comparable levels, independently of Ctu1 (Fig. 6g, h).

**Fig. 6:**
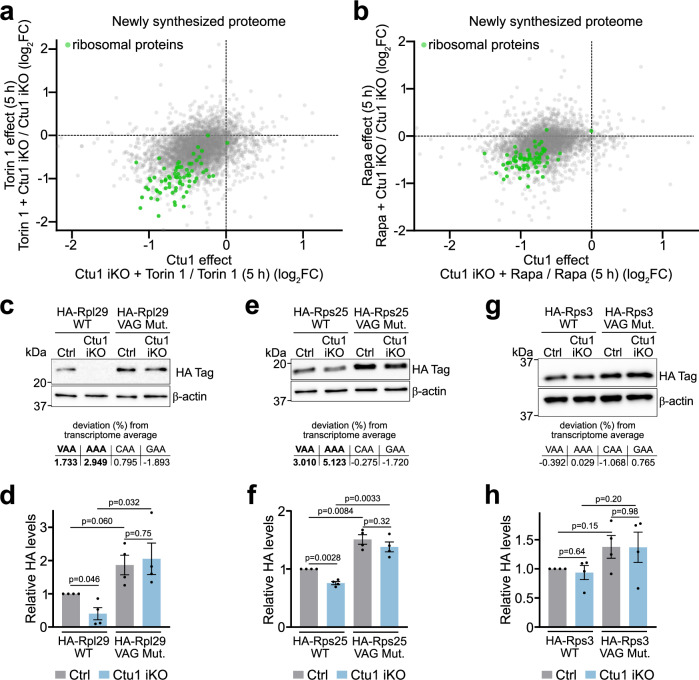
Ctu1 promotes efficient synthesis of ribosomal proteins in a codon-dependent manner. **a**, **b** Scatter plot comparing the newly synthesized proteome of EPP2 cells after 5 h mTORC1 inhibitor ± Ctu1 iKO (Ctu1 effect) or Ctu1 iKO ± 5 h mTORC1 inhibitor (inhibitor effect). mTORC1 inhibitors were a) torin 1 [50 nM] and (**b**) rapamycin [50 nM]. Newly synthesized proteomes were quantified using the QuaNPA workflow (*n* = 3 experimental replicates). **c**–**h** Expression of HA-tagged ribosomal proteins (**c**, **d**) Rpl29, (**e**, **f**) Rps25 and (**g**, **h**) Rps3 in Ctu1 iKO EPP2 cells. Expression of wild type (WT) and VAA-to-VAG mutant (VAG Mut.) ribosomal protein variants was analyzed after 40 h + rapamycin [50 nM], MG132 [200 nM] by quantitative immunoblotting. Codon usage deviation of wild type proteins is indicated. Data are normalized to WT sgRNA controls and represented as mean ± SEM (*n* = 4 independent experiments); *p* values were calculated by two-tailed one sample *t*-test with a hypothetical mean of 1. Source data are provided as a Source Data file.

To determine the collective impact of mTORC1 signaling and U_34_-enzymes on the steady-state levels of ribosomal proteins, we measured the proteome of Ctu1- or Elp3-deficient cells after long-term mTORC1 inhibition with rapamycin. Individually, loss of Ctu1 or Elp3 and rapamycin treatment only slightly decreased ribosomal protein levels (Fig. 7a, b and Suppl. Data 6). However, ribosomal proteins were strongly decreased by the combination of Ctu1 or Elp3 deficiency and rapamycin (Fig. 7c). Quantitative immunoblotting confirmed that ribosomal protein Rpl29 was depleted in Ctu1- or Elp3-deficient cells treated with mTORC1 inhibitors (Fig. 7d, e), which was rescued by ectopic expression of Ctu1 or Elp3 cDNA (Suppl. Fig. 9a, b). Similarly, co-suppression of Ctu1/Elp3 and mTORC1 strongly reduced Rpl29 levels in various human and mouse cell lines (Fig. 7f–m and Suppl. Fig. 9c, d). Interestingly, Rps3 was also decreased, although its mRNA is not enriched in VAA codons and does not require U_34_-enzymes for efficient translation (Fig. 6g, h), conceivably as a secondary consequence of the decreased synthesis of other ribosomal proteins. Besides suppressing protein synthesis, mTORC1 inhibition also increases autophagy, a catabolic process during which ribosomes and other cytosolic constituents are degraded in lysosomes^38^. However, basal autophagic flux was not affected in Ctu1- or Elp3-deficient cells (Suppl. Fig. 9e), and genetic ablation of autophagy did not prevent the decrease of ribosomal proteins upon rapamycin treatment (Suppl. Fig. 9f). Thus, mTORC1 inhibition does not deplete ribosomal proteins in U_34_-enzyme-deficient cells through induction of autophagy.

**Fig. 7:**
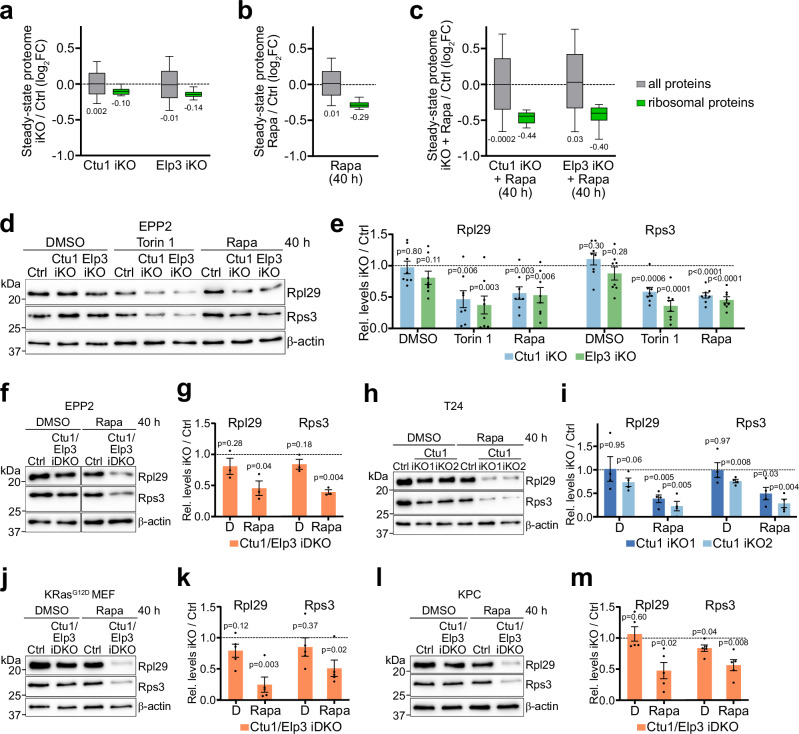
Concerted suppression of mTORC1 and tRNA wobble enzymes depletes cells of ribosomal proteins. **a**–**c** Changes in global and ribosomal protein abundance in the steady-state proteome of EPP2 cells. **a** Ctu1 iKO and Elp3 iKO; (**b**) control after 40 h ± rapamycin [50 nM]; (**c**) Ctu1 iKO and Elp3 iKO after ± 40 h rapamycin [50 nM]. Proteomes were quantified by label-free mass spectrometry (*n* = 5 independent experiments). In box plots, centre line represents median, upper and lower bounds of the box 75th and 25th percentiles, whiskers 10th to 90th percentiles. **d**, **e** Levels of ribosomal proteins Rpl29 or Rps3 in Ctu1 iKO and Elp3 iKO EPP2 cells after 40 h ± torin 1 [300 nM] or rapamycin [50 nM], analyzed by quantitative immunoblotting. **f**–**m** Changes in Rpl29 and Rps3 abundance in different U_34_ enzyme-deficient cell lines after 40 h ± rapamycin [50 nM], analyzed by quantitative immunoblotting. **f**, **g** Ctu1/Elp3 iDKO EPP2 cells; (**h**, **i**) Ctu1 KO T24 cells; (**j**, **k**) Ctu1/Elp3 iDKO KRas^G12D^ MEFs; (**l**, **m**) Ctu1/Elp3 iDKO KPC cells. **e**–**m** Data are normalized to sgRNA controls (dashed line) and represented as mean ± SEM (**e**) *n* = 8, (**g**) *n* = 3, (**i**) *n* = 4, k), **m** *n* = 5 independent experiments); *p* values were calculated by two-tailed one sample *t*-test with a hypothetical mean of 1. Source data are provided as a Source Data file.

### mTORC1 cooperates with tRNA wobble enzymes to sustain translational capacity

The above results demonstrate that mTORC1 and U_34_-enzymes converge on promoting the production of ribosomal proteins. To determine the impact on translational capacity, we subjected U_34_-enzyme-deficient cells to long-term treatment with mTORC1 inhibitors to deplete ribosomal proteins. We then measured puromycin incorporation into nascent polypeptides using quantitative immunoblotting as a proxy for global translational output. Loss of Ctu1 caused a slight decrease in puromycin incorporation (Fig. 8a, b and Suppl. Fig. 10a), consistent with the decreased protein synthesis that was observed by nascent proteomics (Fig. 3a). Long-term torin 1 treatment of control cells also led to a moderate decrease in puromycin incorporation. However, torin 1 combined with Ctu1 deletion led to a strong suppression of puromycin incorporation (Fig. 8a, b and Suppl. Fig. 10a). Similarly, puromycin incorporation was potently suppressed in Ctu1-deficient cells treated with rapamycin and inhibitors against PI3-kinase or Akt (Fig. 8c and Suppl. Fig. 10b), as well as in Elp3-deficient or Ctu1/Elp3 double-deficient cells treated with torin 1 (Fig. 8d–g and Suppl. Fig. 10c, d). Thus, long-term inhibition of mTORC1 or upstream growth factor signaling synergizes with genetic ablation of tRNA U_34_-modifying enzymes to suppress global protein synthesis.

**Fig. 8:**
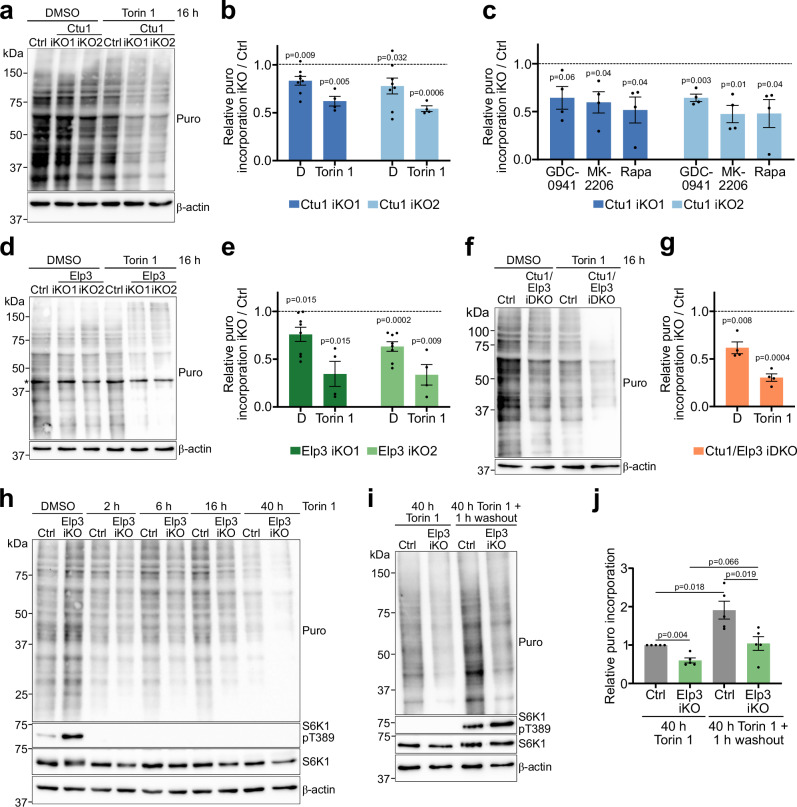
mTORC1 cooperates with tRNA wobble enzymes to sustain translational capacity. **a**–**g** Puromycin (puro) incorporation assay in U_34_-enzyme-deficient EPP2 cells after 16 h inhibitor treatment, analyzed by quantitative immunoblotting. Asterisk denotes an unspecific band. **a**, **b** Ctu1 iKO ± torin 1 [300 nM]; (**c**) Ctu1 iKO ± GDC-0941 [1 µM], MK-2206 [2 µM], rapamycin [12.5 nM]; (**d**, **e**) Elp3 iKO ± torin 1 [300 nM]; (**f**, **g**) Ctu1/Elp3 iDKO ± torin 1 [300 nM]. Data are normalized to sgRNA controls (dashed line) and represented as mean ± SEM (**b**, **e**) DMSO *n* = 8, torin 1 *n* = 4, (**c**, **g**) *n* = 4 independent experiments). *p* values were calculated by two-tailed one sample *t*-test with a hypothetical mean of 1. **h** Puromycin incorporation assay in Elp3 iKO EPP2 cells after torin 1 [300 nM] treatment for the indicated periods, analyzed by immunoblotting. **i**, **j** Puromycin incorporation assay in Elp3 iKO EPP2 cells after 40 h torin 1 [300 nM] followed by 1 h washout of torin 1, analyzed by quantitative immunoblotting. Data are normalized to sgRNA control + torin 1 and represented as mean ± SEM (*n* = 5 independent experiments); *p* values were calculated by two-tailed unpaired *t*-test with Welch correction. Source data are provided as a Source Data file.

Finally, we dissected contributions of translation-promoting signaling and ribosomal protein production in sustaining protein synthesis. First, we determined the time frame over which mTORC1 inhibition acts. Although short-term torin 1 treatment potently inhibited mTORC1 signaling in Elp3-deficient cells, puromycin incorporation was only moderately decreased (Fig. 8h). By contrast, persistent torin 1 treatment almost completely suppressed puromycin incorporation in Elp3-deficient cells. To uncouple the role of mTORC1 in translation-promoting signaling and in sustaining ribosomal biogenesis, we treated Elp3-deficient cells with torin 1 for 40 h and acutely reactivated mTORC1 by washout of torin 1. In control cells, removal of torin 1 led to a rapid activation of mTORC1 signaling and a concomitant increase in puromycin incorporation (Fig. 8i, j). However, although Elp3-deficient cells reactivated mTORC1 to a similar extent, they displayed a blunted increase in puromycin incorporation. This suggests that simultaneous suppression of mTORC1 and tRNA U_34_-modifying enzymes limits the translational capacity of cells by depleting the protein synthesis machinery.

## Discussion

The present study establishes a functional interaction between mTORC1 signaling and a tRNA modification pathway in protein synthesis. By systematically analyzing how mTORC1 and tRNA U_34_-enzymes shape the cellular proteome, we identify the synthesis of ribosomal proteins as a point of convergence of these translational regulators. Concerted suppression of mTORC1 and U_34_-enzymes depletes cells of ribosomal proteins, leading to the collapse of translational capacity and the inhibition of cell growth in vitro and in orthotopic tumors. Thus, mTORC1 cooperates with tRNA wobble uridine modification to tune the protein synthesis machinery for supporting the high translational demands of rapidly proliferating cells.

Ribosome profiling studies have established a critical function of wobble U_34_ modification at tRNA anticodons for the efficient translation of VAA codons in yeast, nematodes and mammalian cells^17–21^. In a complementary approach, measurements of the steady-state proteome in U_34_-enzyme-deficient cells have determined proteins whose abundance decreases in the absence of U_34_ modification. This led to the identification of several proteins that are encoded by VAA codon-rich mRNAs and depend on U_34_-enzymes for proper synthesis^19,23,27,28,36,39^. Loss of U_34_-enzymes also has more pleiotropic consequences, leading to the aggregation of metastable proteins and proteotoxic stress^18–20^. However, it has been noted that high VAA codon content of mRNAs is not sufficient to predict whether the levels of the corresponding protein are decreased in U_34_-enzyme-deficient cells^36^. Rather, the mild perturbation of the proteome in U_34_-enzyme-deficient cells suggested that the decrease in VAA codon translation rate is too small to affect global protein synthesis^21,40^. Thus, how U_34_ modification affects translational output for specific proteins and proteome subsets has remained an outstanding question.

By combining absolute quantification of proteome-wide changes in protein synthesis with steady-state proteomics and ribosome profiling, the present study provides a systematic characterization of tRNA U_34_-enzyme function in mammalian cells. Loss of U_34_-enzymes leads to ribosome accumulation predominantly at lysine AAA codons. Thus, the resulting decrease in protein synthesis correlates with a high mRNA content of AAA codons and to some extent GAA codons, but not with CAA codons. This suggests that specific codons serve as better predictors for the U_34_-enzyme-dependence of mRNA translation than overall VAA codon content. The synthesis of ribosomal proteins is particularly dependent on U_34_-enzymes, consistent with the high AAA codon content of their mRNAs. More generally, loss of U_34_-enzymes decreases the synthesis of proteins related to ribonucleoprotein complex biogenesis, RNA metabolism and sister chromatid segregation. This may reflect a requirement of these protein groups for lysine residues, whose positive charge mediates nucleic acid interactions. Thus, a substantial fraction of the proteome depends on tRNA U_34_ modification for proper synthesis. However, the global decrease of protein synthesis in U_34_-enzyme-deficient cells conceivably arises, in part, as a consequence of the perturbed production of ribosomes.

Although the synthesis of ribosomal proteins is substantially decreased upon loss of U_34_-enzymes, their steady-state levels are only mildly affected. U_34_-enzyme-deficient cells grow at a reduced rate, which might be an adaptation to largely maintain proteome homeostasis despite a decrease in protein synthesis. However, ribosomal proteins are highly abundant, constituting 4–6% of total cellular protein^3,4^. Thus, even slightly reduced production of ribosomal proteins represents a substantial decrease in biosynthetic output. The critical impact of U_34_-enzymes on the proteome materializes in the context of mTORC1 inhibition. Ribosomal protein mRNAs contain TOP motifs, which renders their translation highly dependent on mTORC1 signaling^8–11^. Consequently, simultaneous suppression of mTORC1 and U_34_-enzymes depletes cells of ribosomal proteins, strongly decreasing protein synthesis and inhibiting cell growth. In *S. cerevisiae*, tRNA U_34_ thiolation responds to cysteine and methionine levels, thereby connecting protein synthesis to sulfur availability^24^. In *S. pombe*, reciprocal regulation of TOR signaling and Elongator regulates sexual differentiation in response to nutrient starvation^41^. Whether U_34_ modification status in mammalian cells responds to nutrient supply remains unclear. Conceivably, co-regulation of mTORC1 activity and tRNA modification could be a mechanism to optimize translational output in response to changes in extracellular environment.

Yeast lacking U_34_-enzymes are more sensitive to environmental stresses such as elevated temperature, various chemical stresses and nutrient deprivation^20,21,23–25,42^. This increased stress sensitivity results from perturbed translation of several VAA codon-rich stress mRNAs and from proteotoxic stress due to protein aggregation. In this context, the sensitivity of U_34_-enzyme-deficient yeast to rapamycin, which induces a starvation-like state, was also interpreted as increased stress sensitivity^20,21^. However, the inactivation of mTORC1 is a protective cellular adaptation to starvation and various other stresses. By attenuating protein synthesis, mTORC1 inactivation conserves metabolic resources and prevents the accumulation of damaged or misfolded proteins^6,7,43^. mTORC1 inactivation also limits proteotoxic stress by promoting the clearance of protein aggregates through autophagy and lysosomal degradation^44^. Our work suggests an alternative explanation for the sensitivity of mammalian cells lacking U_34_-enzymes to mTORC1 inhibitors. By promoting the production of ribosomal proteins, U_34_-enzymes exert an anabolic role that becomes essential when mTORC1 is inactive. Thus, the potent inhibition of cell growth by concomitant suppression of mTORC1 and U_34_-enzymes stems from a collapse of biosynthetic capacity.

Cancer cells dysregulate translation to promote their growth^45,46^. Many of the most commonly mutated genes in cancer are components of the growth factor signaling pathways that control protein synthesis. mTORC1 is a key driver of altered translation downstream of oncogenic signaling, in particular due to activating mutations in PI3-kinase or loss of its antagonistic phosphatase, PTEN. By enhancing the translation of mRNAs encoding for proteins with important functions in protein synthesis and other anabolic processes, hyperactive mTORC1 promotes cancer cell growth and proliferation^10^. Increased expression of tRNA U_34_-enzymes has also been observed in various cancers^22^. U_34_-enzymes are required for efficient translation of several mRNAs encoding protumorigenic proteins that contribute to cancer cell survival, invasiveness and therapy resistance^19,27,28^. The present study suggests that by promoting ribosomal protein synthesis, U_34_-enzymes play an important role in supporting the enhanced translation that underlies the high growth rates of cancer cells. Targeting oncogenic alterations of the protein synthesis machinery is a promising approach in cancer therapy. However, although mTORC1 inhibitors potently suppress translation and growth in cultured cells, their efficacy in the treatment of human cancers has been limited^45^. The present study demonstrates that genetic ablation of U_34_-enzymes renders cancer cells highly sensitive to inhibitors targeting mTORC1 or upstream growth factor signaling. Even the partial mTORC1 inhibitor rapamycin, which has only poor efficacy in many cancers^47^, potently suppresses the growth of U_34_-enzyme-deficient cells in vitro and in tumors. This suggests that dysregulated translational programs that promote cancer cell growth can be targeted by combined inhibition of mTORC1 and U_34_-enzymes.

## Methods

### Reagents

Antibodies were from Cell Signaling (#2920 Akt (pan), #4060 Phospho-Akt (Ser473), #2217 S6 Ribosomal Protein, #2215 Phospho-S6 Ribosomal Protein (Ser240/244), #2708 p70 S6 Kinase, #9234 Phospho-p70 S6 Kinase (Thr389), #9452 4E-BP1, #5728 Elp3, #9538 Ribosomal Protein S3, #3724 HA-Tag), ProteinTech (15799-1-AP Ribosomal Protein L29), and Sigma Aldrich (A5441 β-actin, MABE343 Puromycin). The LC3 antibody was a kind gift from Tullia Lindsten. Secondary antibodies were from Sigma Aldrich (HRP anti-rabbit, HRP anti-mouse). Antibody for Flow Cytometry was from Invitrogen (17-0091-82 Cd9 Monoclonal Antibody KMC8, APC, eBioscience).

Inhibitors were from Tocris (4247 torin 1), Cayman Chemical (957054-30-7 GDC-0941, 1032350-13-2 MK-2206, 391210-10-9 PD 325901; 1211877-36-9 MG132; 88899-55-2 Bafilomycin A1), MedChem Express (HY-10219 rapamycin), Selleck Chemicals (S7101 SCH772984). Isotope-labelled amino acids were from Cambridge Isotope Laboratories (DLM-2640-1, DLM-570-PK) or Silantes (201204102, 201604102) and L-azidohomoalanine was from Jena Bioscience (CLK-AA005). E64, AEBSF, aprotinin, leupeptin, pepstatin (Serva) and benzaminidine (Sigma Aldrich) or EDTA-free protease inhibitor (Roche) were used as protease inhibitor cocktails. As phosphatase inhibitors, sodium orthovanadate, sodium fluoride, sodium pyrophosphate and sodium glycerophosphate (Sigma Aldrich) or Halt Protease and Phosphatase Inhibitor Mix (Thermo Fisher Scientific) were used. Geneticin and hygromycin B were from Gibco, puromycin and blasticidin were from Santa Cruz Biotechnology, and doxycycline was from Sigma Aldrich. Most other chemicals were from Sigma Aldrich.

### Cell culture

Mouse EPP2, KRPC, SV40 large T antigen-immortalized MEFs and KPC^48^, and human T24 (ATCC HTB-4) were cultured in DMEM/F-12 (Gibco 11320-074) supplemented with 10% FBS (Gibco 10270-106) and 2 mM glutamine (Gibco 25030-024). For viral production, HEK 293 T (ATCC CRL-3216) were cultured in DMEM (Gibco 41965-039) supplemented with 10% FBS and 2 mM glutamine. Cell lines were maintained at 37 °C and 5% CO_2_, regularly tested for mycoplasma (MycoAlert Mycoplasma Detection, Lonza) and authenticated by Single Nucleotide Polymorphism (SNP) typing by Multiplexion.

### Lentivirus production and transduction

Lentiviral vector, psPAX2 (Addgene 12260) and pCMV-VSV-G (Addgene 8454) were co-transfected into HEK 293 T cells using polyethylenimine (PEI, MW 25000, Polysciences). Viral supernatants were filtered through a 0.45 µm PES filter. Target cells were transduced at a multiplicity of infection (MOI) of 25–50% with viral supernatants containing 10 µg/ml polybrene.

### Generation of gene knockout cells

Doxycycline-inducible Cas9 (iCas9) cell lines were generated as previously described^29^. Briefly, EPP2, KRPC, KPC and MEFs were transduced with pRRL-SFFV-rtTA3-IRES-EcoR-PGK-HygroR, selected with hygromycin B, and transduced with pRRL-TRE3G-Cas9-P2A-BFP (EPP2, KRPC, MEF) or pRRL-TRE3G-Cas9-P2A-GFP-PGK-BlastR (KPC). To obtain single cell-derived clones, cells were sorted into 96-well plates using a FACSAria III cell sorter (BD Bioscience).

For the generation of inducible knockout (iKO), iCas9 cell lines were transduced with Dual-hU6-sgRNA-mU6-sgRNA-Ef1α-Thy1.1-P2A-NeoR or Dual-hU6-sgRNA-mU6-sgRNA-Ef1α-mCherry-P2A-PuroR harboring dual-sgRNAs (dsgRNAs) against a target gene. dsgRNA-positive cells were selected with geneticin or puromycin. For inducible double knockout (iDKO), two dsgRNA plasmids were sequentially transduced and selected with antibiotics. Cas9 expression was induced by treating the cells with 300 ng/ ml doxycycline for 3 and 4 days. For the generation of constitutive knockouts, cells were sequentially transduced pLenti-Cas9-BlastR (Addgene 52962) and Dual-hU6-sgRNA-mU6-sgRNA-Ef1a-Thy1.1-P2A-NeoR harboring dsgRNAs against the target gene.

Clonal Ctu1 knockout cells were generated by co-transfection of iCas9 EPP2 or iCas9 KRPC cells with a mixture of pSpCas9(BB)-2A-GFP (PX458, Addgene 48138) harboring either of the Ctu1 dsgRNA2 sequences or Rosa26 sgRNA sequences, as control (Suppl. Data 8). GFP-positive cells were sorted into 96-well plates using a FACSAria III cell sorter (BD Bioscience) to obtain single clones. Successful editing of the *Ctu1* was confirmed by genomic PCR.

Controls for CRISPR/Cas9 experiments were dsgRNAs targeting non-coding chromosome regions (Chr1.1, Chr1.3 or Rosa26) or cells without doxycycline treatment. sgRNA sequences are listed in Suppl. Data 8.

### Generation of Ctu1 and Elp3 overexpression constructs

A mouse Ctu1 ORF was obtained from Horizon Discovery; a human Elp3 ORF was obtained from the genomics core facility at the DKFZ. Ctu1 and Elp3 were cloned into pLV-Ef1a-C-Flag-IRES-NeoR (derived from Addgene 85139). Primers for ORF amplification were designed using the NEBuilder Assembly Tool, cloning was performed using the HiFi DNA Assembly Master Mix (NEB).

### Generation of tagged ribosomal protein constructs

For the generation of N-terminal HA-tagged ribosomal proteins, Rpl29 and Rps3 were amplified from an EPP2 cDNA library. Rps25 and all VAG mutant variants, in which mRNA VAA codons were replaced by synonymous VAG codons, were synthesized by Genewiz. The ribosomal protein variants were cloned into pLV-EF1a-N-HA-IRES-NeoR (derived from Addgene 85139) or pLV-UbC-IRES-BlastR (derived from Addgene 85113), followed by replacement of the EF1a or UbC promoter sequences by the respective endogenous 5′ UTR sequence (+ 500 bp upstream for Rpl29 and Rps3) containing a TOP motif. Primers for cDNA amplification and introduction of the N-HA tag for each ribosomal variant as well as for amplification of 5′ UTR sequences from genomic DNA of EPP2 cells were designed using the NEBuilder Assembly Tool, cloning was performed using the HiFi DNA Assembly Master Mix (NEB).

### PCR of genomic DNA

Genomic DNA was isolated either using the DNeasyBlood & Tissue Kit (Qiagen 69504) according to manufacturer instructions or as described in the following. Cells were resuspended in DNA lysis buffer (0.45% Tween 20, 0.45% Triton X-100, 2.5 mM MgCl_2_, 50 mM KCl, 10 mM Tris-HCl pH 8, 100 ug/mL Proteinase K). The solution was incubated for 1 h at 56 °C, followed by 10 min at 95 °C and stored at −20 °C. Successful editing was confirmed by PCR using genotyping primers that amplify the genomic *Ctu1* locus containing the cutting sites of the two sgRNA sequences (Ctu1_FWD AGACTCCCCAGATGACTCCC, Ctu1_REV CAGCCCACCCCACTATCTTG). PCR was performed using Taq DNA polymerase (Thermo Fisher Scientific 10342020) following standard protocols.

### Proliferation-based CRISPR-Cas9 screen

For the CRISPR-Cas9 screen, the Vienna genome-wide sgRNA library was packaged into lentiviral particles, and EPP2 iCas9 cells were transduced at a MOI of less than 0.15 with 500- to 1000-fold library representation. Selection of sgRNA-positive cells was started after one day with 200 µg/mL geneticin. Successful selection was confirmed by immunostaining and flow cytometry detection of Thy1 expression. Cas9 expression in selected EPP2 cells (>94% Thy1-positive) was induced by 300 ng/ml doxycycline two days before the onset of the screen. At Day 0, cells were plated in medium containing 300 nM torin 1 or DMSO; doxycycline was added for two more days. The CRISPR-Cas9 screen was performed with amino acid-free, glucose-free DMEM/F-12 (US Biological D9807-11), pH 7.3, which was supplemented with glucose and amino acids at standard DMEM/F-12 concentrations, 5% FBS and physiological albumin levels (2%; Sigma Aldrich A1470). Cells were cultured at a library representation of at least 600-fold. DMSO-treated cells were replated every second day with an additional media change after 1 day. Torin 1-treated cells were replated every 3 days with an additional media change after 1.5 days. The starting cell population was harvested in two replicates for sequencing (T0), final cell populations were harvested after 14 population doublings. Cells were washed with PBS, pelleted and stored at −80 °C until DNA extraction. At the time of harvest and for torin 1 at an intermediate time point, cells were additionally plated to harvest protein samples for western blot analysis.

### Production of NGS libraries

Next-generation sequencing (NGS) libraries of CRISPR-Cas9 screen samples were prepared as described previously^48,49^. Briefly, genomic DNA was isolated by lysing cells in 10 mM Tris-HCl, 150 mM NaCl, 10 mM EDTA, 0.1% SDS. This was followed by proteinase K treatment, DNAse-free RNAse digest, phenol extraction and DNA precipitation with 2-propanol (performed twice). After several freeze-thaw cycles, sgRNA cassettes were amplified by nested PCR. For each sample, barcoded NGS libraries were generated using a two-step PCR protocol. In the first PCR, 0.2 µl of AmpliTaq Gold (Thermo Fisher Scientific 4311820) was used in 50 µl reactions containing 1 µg of genomic DNA. The PCR product was pooled for each sample and purified using AMPure XP magnetic PCR purification beads (Beckman Coulter A63881). In the second PCR, purified products (10 ng DNA) were used to incorporate standard Illumina adapters. The final libraries were pooled and sequenced on a NovaSeq6000 platform (Illumina) according to the manufacturer’s protocol. Primers used for NGS library preparation were: PCR1 FWD1 GCATACGAGATAGCTAGCCACC, REV1 CTCTTTCCCTACACGACGCTCTTCCGATCTNNNNNNXXXXTTCCAGCATAGCTCTTAAAC (NNNNNN: random nucleotides, XXXX: sample specific barcode); PCR2 FWD2 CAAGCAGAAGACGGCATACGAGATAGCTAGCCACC, REV2 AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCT.

### Analysis of pooled CRISPR-Cas9 screens

For the quantification of raw sequencing reads, the crispr-process-nf Nextflow workflow available at https://github.com/ZuberLab/crispr-process-nf was used. As described previously^48,49^, all guides in the library were padded with Cs to equal length before creating an index for Bowtie 2 (v2.3.0). Random 6mer nucleotides were trimmed using the fastx_trimmer from the fastx-toolkit (v0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/) before demultiplexing by 4mer sample barcodes with fastx_barcode_splitter (–mismatches 1 –bol). Afterwards, barcodes and 20mer spacers were trimmed using fastx_trimmer. Reads were aligned with Bowtie 2 (-L 18 –score-min ‘C,0, − 1’ -N 0 –seed 42) and quantified with featureCounts (v1.6.1)^50^.

Gene-level enrichment or depletion of sgRNAs was calculated using MAGeCK (v0.5.9)^30^ and the crispr-mageck-nf Nextflow workflow, available at https://github.com/ZuberLab/crispr-mageck-nf. First, count tables were filtered to remove sgRNAs with less than 50 counts in samples at T0. Read counts were median normalized and average log_2_ fold changes, *p* values and false discovery rates (FDRs) were calculated. To determine enrichment or depletion of sgRNAs for each condition and time point, sgRNAs abundance was either compared to T0, or between the endpoint conditions (torin 1 versus DMSO).

### Cell proliferation assay

For proliferation assays, cells with the different genotypes and inhibitor treatments were counted using a CASY Cell Counter and Analyzer (OMNI Life Sciences). Cas9 expression was induced by treating cells with 300 ng/ml doxycycline for 3 and 4 days prior to the onset of the proliferation assay. Data are shown as fold change in cell number from day 0 to day 3. Screen hits were validated using competitive proliferation assays. iCas9 cells carrying either a dsgRNA-mCherry construct or no sgRNA (control) were treated with doxycycline (300 ng/ml) for 2 days. At the onset of the competitive proliferation assay, the two cell populations were mixed and co-cultured in 300 nM torin 1 or DMSO, 2% albumin. Doxycycline was also added for the first 2 days. The percentage of dsgRNA-mCherry-positive cells was assessed by a Guava easyCyte flow cytometer (Merck) on day 0 and at each passage.

### Animal experiments

For orthotopic tumor experiments, Ctu1 iKO and control EPP2 cells were injected into the pancreas of mice. Surgeries were performed under isoflurane anesthesia on a heated plate. In vivo experiments were performed with 16 and 24 week‐old (mixed between groups) female and male (mixed between groups) C57BL/6J Rag2^−/−^ mice. Animals were bred in-house (Research Institute of Molecular Pathology (IMP), Vienna BioCenter (VBC), Vienna, Austria) and housed under standard pathogen-free conditions at a temperature of 22 ± 1 °C, 55 ± 5% humidity and a photoperiod of 14 h light: 10 h dark with food and water given *ad libitum*. Animal experiments were performed in accordance with a protocol approved by the local ministry (Research Institute of Molecular Pathology (IMP), Vienna BioCenter (VBC), Vienna, Austria). A small incision on the upper left quadrant of the shaved abdomen was made and the spleen identified, followed by externalization of the pancreas. 5 × 10^5^ cells suspended in 10 μl PBS were injected into the pancreas using a Hamilton syringe. Organs were carefully re-situated, and the peritoneum closed with a resorbable 6-0 Vicryl suture, followed by skin closure with sterile wound clips. Animals received intraperitoneal injections with 5 mg/kg carprofen preemptively and every 12 h for 48 h after surgery. Health status of mice was monitored daily. Starting on day 4 post injections, the mice were randomly divided into treatment and vehicle cohorts. The treatment cohort received 5 mg/kg/day rapamycin (MedChemExpress HY-10219) in 50 µl i.p. for 9 days, the vehicle cohort received 50 µl vehicle (10% DMSO, 40% PEG300, 5% Tween-80 in PBS). Mice were sacrificed 14 days after orthotopic injection, and the tumor weight was measured.

### Immunoblotting

Cells were washed with ice-cold PBS and subsequently lysed using ice-cold lysis buffer (50 mM HEPES pH 7.4, 40 mM NaCl, 2 mM EDTA, 1 mM Na orthovanadate, 50 mM NaF, 10 mM Na pyrophosphate, 10 mM Na glycerophosphate, 1% Triton X-100, 1× Halt protease and phosphatase inhibitor cocktail) for 15 min. Soluble lysate fractions were prepared by centrifugation at 18,000 × *g* for 5 min. Protein concentrations were determined using the Pierce BCA Protein Assay (Thermo Fisher Scientific). Equal amounts of protein were subjected to analysis through SDS gel electrophoresis and immunoblotting on nitrocellulose membranes following standard protocols. When multiple antibodies were used on separate membranes, sample preparation, electrophoresis and immunoblotting were carried out in parallel under identical conditions. To remove antibodies, membranes were incubated for 20 min in stripping buffer (0.2 M glycine, 0.1% SDS, pH 2.2), washed three times for 10 min with TBST (20 mM Tris, 150 mM NaCl, 0.1% Tween-20, pH 7.5), and re-blocked. Blots were imaged with ECL substrates Clarity Max Western (BioRad) on a ChemiDoc Touch imaging system (BioRad). Western blots were quantified using Image Lab software (BioRad). For each sample, band intensities were determined using the adjusted total lane volume intensity normalized to the corresponding β-actin intensity. Uncropped blots are provided in the Source Data file.

### Puromycin incorporation assay

For puromycin incorporation assays, cells were treated with puromycin [83 µM] for 10 min. Preparation of cell lysates and immunoblotting was performed as described above. Puromycin incorporation was detected with anti-puromycin antibody. In parallel, western blotting of β-actin was performed under identical conditions and used as normalization control. For quantification, the total lane band intensity was quantified as above. Note that incubation with secondary antibody gave rise to an unspecific band at ~40 kDa, which was excluded from quantifications.

### mTORC1 re-activation assay

Cells were treated with torin 1 for 40 h. To acutely re-activate mTORC1, torin 1 was washed out by rinsing cells once with media containing 5 mg/mL fatty acid-poor BSA (Sigma Aldrich 126579), followed by 1 h incubation in fresh BSA-supplemented medium. To reduce BSA background, cells were washed three times with ice-cold PBS prior to lysis.

### Ribosome profiling library preparation

Cells were treated for 2 h with 300 nM torin 1 or DMSO. Experiments were performed in two biologically independent replicates on consecutive days. Samples were processed for ribosome profiling as previously described^35^. In brief, cells were washed with ice-cold PBS and 100 ug/ml cycloheximide. After scraping and pelleting, cells were lysed in 20 mM Tris-HCl pH 7.5, 10 mM MgCl_2_, 100 mM KCl, 1% Triton-X 100, 2 mM DTT, 100 ug/ml CHX and 1× protease inhibitor cocktail. After 10 min on ice, lysates were centrifuged at 6400 rpm for 5 min. The supernatant was digested with 2 U/µl RNase I (Ambion AM2294) for 45 min at room temperature. For RNA-seq, 10 µl of the supernatant was added to 1 mL Trizol (Thermo Fisher Scientific) and stored at −80 °C until further processing. For ribosome profiling, lysates were separated on a linear sucrose gradient ranging from 7% to 47% using a SW-41 Ti rotor (Beckman) for 2 h at 36,000 rpm. Fractions that contained high concentrations of monosomes were combined and treated with proteinase K, 1% SDS for 1 h at 45 °C. The released RNA fragments were purified using Trizol reagent and precipitated with the addition of glycogen.

The ribosome profiling library preparation was performed as previously described^35,51^. In brief, ribosome protected fragments (RPFs) were size-selected in range of 17 to 34 nt. Resulting fragments were dephosphorylated at the 3’end using T4 PNK (New England Biolabs M0201S) for 1 h at 37 °C. Pre-5’adenylated adaptors were ligated to the RPF 3′ends using T4 RNA Ligase 2 truncated KQ (New England Biolabs M0351L) for 3 h at 22 °C. Subsequently, samples were treated with 5′ yeast deadenylase and RecJ exonuxlease (each 10 U/µl, New England Biolabs M0331S, M0264S) for 45 min at 30 °C to eliminate unbound adaptors. Next, rRNA homologous, biotinylated RNA oligos were added to the samples and incubated for 1 min at 95 °C, followed by 15 min at 37 °C. Subsequently, MyOne Streptavidin magnetic beads (Invitrogen 65001) were added and incubated for 30 min at 37 °C. Following magnetic separation, the RNA was precipitated and subjected to reverse transcription using the SuperScript III First-Strand Synthesis Kit (Invitrogen 18080051). Samples were incubated for 50 min at 50 °C and then treated with 5 M NaOH for 3 min at 95 °C to eliminate RNA. Remaining cDNA was circularized with the CircLigase II Kit (LGC BioSearch CL9021K). The circular cDNA was subjected to PCR to introduce Illumina i7 indices using the Q5 High Fidelity 2× MasterMix (NEB M0492S) and was size-selected with an 8% non-denaturing PAGE gel. The extracted and precipitated DNA was resuspended in nuclease-free water and quantified with the Qubit (Invitrogen). DNA sample pools were adjusted to a library concentration of 2 nM and subjected to deep-sequencing on a NextSeq2000 platform (Illumina) at the DKFZ Sequencing Open Lab, associated with the DKFZ Genomics & Proteomics Core Facility.

### Ribosome profiling data analysis

The FASTQ raw data was provided by the DKFZ Genomics & Proteomics Core Facility and analyzed as follows: Adapters were trimmed using cutadapt (v3.4), followed by demultiplexing with barcode_splitter from FASTX-toolkit (v0.0.6). Fragments smaller than 27 nt were discarded. Unique Molecular Identifiers were extracted using umi_tools (v1.1.1). Subsequently, rRNA reads were detected and dropped from the processing using BLAST-Like Alignment Tool (BLAT) (v36x2). The rRNA index for RNA18S5, RNA28S5 and RNA5-8S5 was constructed manually from NCBI RefSeq annotation. The filtered reads were aligned using Spliced Transcripts Alignment to a Reference (STAR) (v2.5.3a) to GRCh37/hg19 with ‘–quantMode TranscriptomeSAM GeneCounts –outSAMmapqUnique 0’.

Differential ribosome codon reading (diricore) analysis^35^ using the diricore pipeline available at https://github.com/A-X-Smitt/B250_diricore was performed to determine ribosome occupancy in amino acid codons from filtered RPF reads. Using gene-level normalization, codon frequency biases were ruled out. Reads based on unambiguous gene IDs were quantified for reading frame counts in position 12 and 15 downstream of the 5′ end, representing ribosomal A- and P-site. Note that the ribosome P-site did not show any obvious changes upon loss of U_34_-enzymes or mTOR inhibition. Subsequences analysis of ribosomal transcripts was performed by extracting read information aligning to the respective transcripts from BAM files. Resulting subset BAM files were used as new subsequence analysis input.

### Out-of-frame analysis for diricore

To evaluate the significance of diricore signals, we generated a background distribution of values for each dataset by shifting nucleotides (−1/+1) from the analyzed codon. This distribution was then used to perform Z-tests of the diricore signal at the original position (+0). We confirmed that the background distribution followed an approximately normal distribution by visually inspecting q–q plots and performing the Anderson–Darling and Shapiro–Wilk tests.

### RNA isolation and RNA sequencing

Cell lysates supplemented with Trizol (from ribosome profiling experiments) were treated with chloroform. After centrifugation for 15 min at 14,000 rpm, RNA was precipitated with isopropanol. The pellet was washed twice with 70% ethanol. The RNA pellet was air-dried and resuspended in RNase-free water. RNA yield was quantified using a Qubit (Invitrogen). Library preparation and RNA sequencing was performed at the NGS Core Facility, German Cancer Research Center (DKFZ). Sequencing libraries were prepared using the TruSeq mRNA stranded Kit (Illumina) according to manufacturer instructions. In brief, mRNA was purified from 500 ng of total RNA using oligo(dT) beads. Then, poly(A) + RNA was fragmented to 150 bp and converted to cDNA. The cDNA fragments were then end-repaired, adenylated on the 3′ end, adapter ligated and amplified with 15 cycles of PCR. The final libraries were validated using Qubit (Invitrogen) and Tapestation (Agilent Technologies). 2 × 100 bp paired-end sequencing was performed on a NovaSeq 6000 platform (Illumina) according to the manufacturer’s protocol.

### RNA sequencing data analysis

The FASTQ raw data was provided by the DKFZ Genomics & Proteomics Core Facility as described (https://github.com/DKFZ-ODCF/RNAseqWorkflow). Differential gene expression analysis of the RNA sequencing results was performed using raw read counts (≥ 10 per gene) using DESeq2 (version 1.30.1) with default settings.

### Sample preparation for steady-state proteomics

For steady-state proteomics, cells were treated with rapamycin (50 nM) or DMSO for 40 h, with media change after 24 h. For protein extraction, cells were washed twice with ice-cold PBS and lysed using RIPA buffer (150 mM NaCl, 50 mM Tris-HCl pH 8, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, 5 mM MgCl_2_, 1× protease inhibitor cocktail). E64, AEBSF, aprotinin, leupeptin, pepstatin (Serva) and benzaminidine (Sigma Aldrich) were used as protease inhibitor cocktail. After adding Benzonase (250 U/mL), lysates were vortexed and incubated on ice for 15 min. Soluble lysate fractions were prepared by centrifugation at 18,000 × *g* for 15 min. 5 independent biological replicates were collected on consecutive days. Protein concentrations were determined with the Pierce BCA Protein Assay (Thermo Fisher Scientific). Equivalent protein amounts were subjected to MS in a block randomized manner.

### LC-MS/MS analysis for steady-state proteomics

10 µg proteins were digested with trypsin using a AssayMAP Bravo liquid handling system (Agilent technologies) running the autoSP3 protocol^52^. A 60 min LC-MS/MS analysis was carried out on an Ultimate 3000 UPLC system (Thermo Fisher Scientific) connected to an Orbitrap Exploris 480 mass spectrometer. Peptides were online desalted on a trapping cartridge (Acclaim PepMap300 C18, 5 µm, 300 Å wide pore; Thermo Fisher Scientific) for 3 min using 30 µl/min flow of 0.1% (v/v) trifluoroacetic acid in water. The analytical multistep gradient (300 nl/min) was carried out on a nanoEase MZ Peptide analytical column (300 Å, 1.7 µm, 75 µm × 200 mm; Waters) using solvent A (0.1% (v/v) formic acid in water) and solvent B (0.1% (v/v) formic acid in acetonitrile). After 4 min at 2% B, for the analytical separation the concentration of B was linearly ramped from 5% to 30% over 43 min. The end of the analysis included washing (78% B for 2 min) and equilibration (2% B for 10 min). Eluting peptides were analyzed in the mass spectrometer using data independent acquisition (DIA) mode. A full scan at 120k resolution (350–1400 m/z, 300% AGC target, 45 ms maxIT. profile mode) was followed by 20 windows of variable isolation width (400–1000 m/z, 1000% AGC target, 30k resolution, 54 ms maxIT, centroid, 1 Da overlap) for fragment spectra acquisition. Collision energy was set at 28%. After each sample, wash runs were performed to avoid sample carryover and regular QC runs ensured high and consistent MS performance.

### Steady-state proteomics data analysis

Analysis of DIA RAW files was performed with Spectronaut (Biognosys, version 17.1.221229.55965) in directDIA+ (deep) library-free mode. Default settings were applied with the following adaptions. Within the pulsar search in result filters the m/z max was set to 1800 and min to 300, relative intensity was set to 5%. Within DIA analysis under quantification, the protein LFQ method was set to MaxLFQ. The data were searched against the mouse proteome from Uniprot (mouse reference database with one protein sequence per gene, containing 21,957 unique entries from 03.05.2023) and the contaminants FASTA from MaxQuant (246 unique entries from 22.12.2022).

### Sample preparation for nascent proteomics

For nascent proteomics, cells were treated with SILAC medium (DMEM-F12 without methionine, lysine and arginine, 5% dialyzed FBS and 200 mg/l proline) in the presence or absence of 50 nM torin 1, 50 nM rapamycin or DMSO for 45 min. Afterwards, cells were labeled in SILAC medium supplemented with intermediate stable isotope-containing lysine and arginine (^13^C_6_-Arg, Lys-D4) or heavy stable isotope-containing lysine and arginine (^13^C_6_, ^15^N4-Arg, Lys-D9), L-azidohomoalanine (100 µM AHA) and the different mTORC1 inhibitors. For relative SILAC quantification, the two conditions that were compared were labeled with medium or heavy isotopes, respectively.

Sample preparation and enrichment was performed using the QuaNPA workflow^34^. Samples were collected in 3 experimental replicates. For protein extraction, cells were washed twice with ice-cold PBS and lysed in 300 mM HEPES (pH 8.0), 1% SDS and 1× protease inhibitor cocktail. E64, AEBSF, aprotinin, leupeptin, pepstatin (Serva) and benzaminidine (Sigma Aldrich) were used as protease inhibitor cocktail. Cell lysates were sonicated in AFA-tube TPX strips (Covaris), using a Covaris LE220R-Plus. Protein concentrations of the sonicated lysates were determined with the Pierce BCA Protein Assay (Thermo Fisher Scientific). A total of 200 µg (100 µg per condition) protein was used as input for the enrichments. The combined lysates of the two conditions that were compared (medium and heavy isotopes) were mixed and diluted to a total volume of 150 µl using lysis buffer. For the automated enrichment of newly synthesized proteins, a Bravo liquid handling system (Agilent technologies) was used. Samples were partially alkylated by adding 3.4 µl of 600 mM iodoacetamide (IAA) for 20 min at room temperature. Subsequently, 20 µl of magnetic alkyne agarose (MAA) beads in a 20% (v/v) suspension, diluted in lysis buffer, and the Copper(I)-catalyzed Azide Alkyne Cycloaddition (CuAAC) reaction mixture (21.62 mM CuSO_4_, 108.11 mM Tris-hydroxypropyltriazolylmethylamine (THPTA), 216.22 mM pimagedine hydrochloride, 216.22 mM sodium ascorbate) were added and incubated for 2 h at 40 °C. After coupling of AHA-containing newly synthesized proteins, beads were washed with 150 µl H_2_O. Bound proteins were reduced and alkylated by adding 150 µl of 10 mM Tris(2-carboxylethyl)phosphine (TCEP) and 40 mM 2-chloroacetaminde (CAA), dissolved in 100 mM Tris-HCl (pH 8.0), containing 200 mM NaCl, 0.8 mM EDTA, 0.8% SDS and incubated for 20 min at 70 °C, followed by 15 min at 20 °C. Beads were subsequently washed, and resuspended in 50 µl 100 mM ammonium bicarbonate (pH 8.0). Proteins were digested off the beads with 0.5 µg trypsin and peptides subsequently purified running a modified version of the autoSP3 protocol^52^. Peptide-containing supernatants were frozen at −80 °C and subsequently lyophilized using a UNIVAPO-150H vacuum concentrator, coupled to a UNICRYO MC2 cooling trap and UNITHERM 4/14 D closed circuit cooler (UNIEQUIP). Magnetic carboxylate Sera-Mag Speed Beads (Fischer Scientific) were diluted to 100 µg/µl in 10% formic acid and 5 µl were added to each lyophilized sample. Aggregation of the peptides onto beads was induced via addition of 195 µl acetonitrile and incubating for 18 min, while shaking at 100 rpm on the orbital shaker. Next, the supernatant was removed, the beads were washed twice with 180 µl acetonitrile and subsequently dried. Finally, the beads were resuspended in 20 µl 0.1% formic acid in water and sonicated in an Ultrasonic Cleaner USC-T (VWR) for 10 min. The purified peptides were dissolved in 0.1% formic acid and used for LC-MS/MS analysis.

For normalization of the newly synthesized proteome, non-enriched pulsed SILAC and AHA-labelled proteins cell lysates were processed. 50 µg of isotope-AHA-labelled cell lysate was collected by pooling equal parts of the cell lysates of the two conditions that were compared. The manual SP3 protein protocol^53^ was used for the preparation of proteomics samples. Aggregation of proteins on the magnetic beads was induced by addition of acetonitrile to a final concentration of 50% (v/v) and incubating at room temperature for 18 min. The beads were subsequently washed twice with 80% (v/v) ethanol and acetonitrile. On bead digestion of proteins (trypsin) in the samples was carried out in 100 mM ammonium bicarbonate (pH 8.0) for 16 h at 37 °C. Following the tryptic digestion, the supernatant was removed from the beads using a magnetic rack and trifluoroacetic acid (TFA) was added to a final concentration of 1% (v/v).

### LC-MS/MS analysis for nascent proteomics

LC-MS/MS was carried out on an EASY-nLC 1200 system (Thermo Fischer Scientific) connected to a QExactive HF mass spectrometer (Thermo Fischer Scientific). Peptides were online desalted on a trapping column (Acclaim PepMap C18, 20 mm × 100 μm, 5 μm C18 particles, 100 Å wide pore, Thermo Fischer Scientific) with constant flow of solvent A (0.1% formic acid) at a maximum pressure of 800 bar. The analytical multistep gradient (300 nL/min) was carried out on a nanoEase m/z peptide BEH C18 analytical column (250 mm × 75 μm 1/PK, 130 Å, 1.7 μm, Waters) using solvent A (0.1% formic acid) and solvent B (80% acetonitrile) as mobile phases. The analytical column was equilibrated with 2 μL A at a maximum pressure of 600 bar and heated to 55 °C using a HotSleeve+ column oven (Analytical Sales & Services). Concentration of B was gradually increased during the elution of the peptides. The gradient used for the analysis of the newly synthesized proteome and input samples started with 4% B and was increased to 6% in the first 1 min, increased to 27% at 51 min and further increased to 44% at 70 min. After 70 min the percentage of B was raised to 95%. After 80 min the system was re-equilibrated (5% B for 10 min). After each sample, wash runs were performed to avoid sample carryover and regular QC runs ensured high and consistent MS performance.

Eluting peptides were analyzed in the mass spectrometer using data independent (DIA) mode. The full scan at 60000 FWHM resolution (400–1000 m/z, 3e6 AGC target, 20 ms maxIT) was followed by 26 windows of equal size (30000 FWHM, 1e6 AGC target, 40 ms maxIT, 1 Th overlap) with a width of 23.3 m/z, covering the scan range from 402 to 982.8 m/z. Collision energy was set to 27 and a fixed first mass of 200 m/z was set for the acquisition of the MSMS spectra.

### Nascent proteomics data analysis

Raw files from newly synthesized proteome measurements were analysed using DIA-NN (version 1.8.1)^54^. A murine proteome FASTA file, retrieved from the SwissProt database (version from 12.02.21with 17,056 entries) was used for processing of the raw data. Additionally, a FASTA file containing common protein contaminants was added for the spectral library prediction. A predicted spectral library was generated from the FASTA files. Default settings were used for the spectral library prediction, with the addition of methionine oxidation as variable modification. For the processing of the raw files, the default settings of DIA-NN were used with additional functions from the plexDIA module enabled. Three SILAC channels with mass shifts corresponding to Lys, Lys4 (+4.025107 Da), Lys9 (+9.056356 Da), Arg, Arg6 (+6.020129 Da), Arg10 (+10.008269 Da) and an additional decoy channel with lysine ( + 12.0033 Da) and arginine (+13.9964 Da) were registered. Translation of retention times between peptides within the same elution group was enabled. The first ^13^C-isotopic peak and monoisotopic peak was included for the quantification and the MS1 deconvolution level was set to 2. Peptide length range was set from 7 to 30, precursor charge rate was set from 1 to 4, mass of charge (m/z) range of the precursors was set from 300 to 1800 and fragment ion m/z range was set from 200 to 1800. Precursor FDR was set to 1%. Precursor matrix output tables were filtered for FDR < 0.01 and additionally for channel *q*-value < 0.01 and translated *q*-value < 0.01. The MBR function in DIA-NN was enabled. The “report.pr_matrix_channels_translated.tsv” and “report.pr_matrix_channels_ms1_translated.tsv” output tables were processed in the R software environment (version 4.0.3) using custom scripts. Identified contaminants were removed and protein abundance was calculated using the MaxLFQ algorithm, applied to the individual SILAC channels, using the iq (version 1.9.6) *R* package function “process_long_format()”. For MS1- and MS2-based quantification, the “Ms1.translated” and “precursor.translated” quantity was used for the MaxLFQ calculation, respectively. Protein-group SILAC ratios were calculated for each sample using the LFQ values. For differential expression analysis, only unique protein groups (single Uniprot identifier) with a minimum of 2 SILAC ratios values in 3 replicates were used. Average SILAC ratios for commonly identified newly synthesized proteins were determined in the pooled non-enriched samples, via MS1-based quantification and were used to determine the average rate of protein synthesis in the respective condition. This average ratio between the respective conditions was used to center the distribution of SILAC ratios in the newly synthesized proteome data.

### Statistical analysis of proteomics

Differential expression tests were carried out using Limma (version 3.46.0)^55^ and DEqMS (version 1.8.0)^56^ R/Bioconductor packages, by fitting the data onto a linear model and performing an empirical Bayes moderated *t*-test. For the newly synthesized proteome data, the number of identified precursors, with consideration of modified peptide sequences and charge but not SILAC channels, of each protein group was included as a factor for the variance estimation in DEqMS. Gene set enrichment analysis was carried out using the sorted log2 fold change values of all quantified protein groups, using the “GSEA” and “gseGO” function of the clusterProfiler (version 3.18.0)^57^ R/Bioconductor package. Gene lists of the Molecular Signatures Database were retrieved and analyzed using the msigdbr (version 7.5.1) *R* package of the CRAN software repository. Protein coding mRNA sequences and codons were derived from the mm10 reference transcript coding sequences with canonical annotation of the Ensembl database. For ribosomal proteins not annotated in these packages, Ensembl transcripts were added. Codon frequencies were calculated for each transcript and averaged across the genome to serve as a reference for the subsets of differentially expressed proteins. The codon usage % deviation from transcriptome average was calculated by subtraction of the reference codon frequency from the codon frequency of an individual transcript. “All proteins” represent all transcript coding sequences (with canonical annotation of the Ensembl database) detected in the newly synthesized or steady-state proteome, respectively. Codon frequencies were calculated individually for AAA, CAA, GAA and the sum of all three codons (VAA). As a control, all codons except the three VAA codons (non-VAA) was used (Suppl. Data 7).

### Statistics & reproducibility

Each experiment was independently repeated at least twice, and statistical analysis was performed using biologically independent replicates. Statistical analyses for proteomics data was carried out using the *R* software environment (version 4.0.3) with software packages specified in the method details section. Samples for LC-MS analysis were acquired in a randomized manner. In other experiments, *p* values were calculated using a two-tailed unpaired *t*-test with Welch correction, two-tailed one sample *t*-test with a hypothetical mean of 1 or two-tailed Wilcoxon rank test, as indicated in the corresponding figure legends. The number of experimental and biologically independent replicates as well as statistical parameters are indicated in the corresponding figure legends. Western blots were quantified using BioRad Image Lab (v6.0.0.25). Analysis of flow cytometry experiments was performed using BD FACSDiva software (v8.0) and FlowJo (v10.6.1). Statistical analyses were performed with the *R* software environment (version 4.0.3) and GraphPad Prism (v10.1.0 (316)).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The mass spectrometry data generated in this study have been deposited at ProteomeXchange via the PRIDE partner repository with identifiers PXD047316, PXD047935, the RiboSeq and RNA sequencing data at GEO via identifier GSE250593. Source data are provided with this paper.

## References

[1] Buttgereit, F. & Brand, M. D. A hierarchy of ATP-consuming processes in mammalian cells. *Biochem. J.***312**, 163–167 (1995).7492307 10.1042/bj3120163PMC1136240

[2] Palm, W. & Thompson, C. B. Nutrient acquisition strategies of mammalian cells. *Nature***546**, 234–242 (2017).28593971 10.1038/nature22379PMC5541675

[3] Nagaraj, N. et al. Deep proteome and transcriptome mapping of a human cancer cell line. *Mol. Syst. Biol.***7**, 548 (2011).22068331 10.1038/msb.2011.81PMC3261714

[4] Wiśniewski, J. R., Hein, M. Y., Cox, J. & Mann, M. A “proteomic ruler” for protein copy number and concentration estimation without spike-in standards. *Mol. Cell Proteom.***13**, 3497–3506 (2014).10.1074/mcp.M113.037309PMC425650025225357

[5] An, H. & Harper, J. W. Ribosome abundance control via the ubiquitin-proteasome system and autophagy. *J. Mol. Biol.***432**, 170–184 (2020).31195016 10.1016/j.jmb.2019.06.001PMC6904543

[6] Ben-Sahra, I. & Manning, B. D. mTORC1 signaling and the metabolic control of cell growth. *Curr. Opin. Cell Biol.***45**, 72–82 (2017).28411448 10.1016/j.ceb.2017.02.012PMC5545101

[7] Saxton, R. A. & Sabatini, D. M. mTOR signaling in growth, metabolism, and disease. *Cell***169**, 361–371 (2017).28388417 10.1016/j.cell.2017.03.035

[8] Jefferies, H. B., Reinhard, C., Kozma, S. C. & Thomas, G. Rapamycin selectively represses translation of the “polypyrimidine tract” mRNA family. *Proc. Natl. Acad. Sci. USA***91**, 4441–4445 (1994).8183928 10.1073/pnas.91.10.4441PMC43801

[9] Terada, N. et al. Rapamycin selectively inhibits translation of mRNAs encoding elongation factors and ribosomal proteins. *Proc. Natl. Acad. Sci. USA***91**, 11477–11481 (1994).7972087 10.1073/pnas.91.24.11477PMC45254

[10] Hsieh, A. C. et al. The translational landscape of mTOR signalling steers cancer initiation and metastasis. *Nature***485**, 55–61 (2012).22367541 10.1038/nature10912PMC3663483

[11] Thoreen, C. C. et al. A unifying model for mTORC1-mediated regulation of mRNA translation. *Nature***485**, 109–113 (2012).22552098 10.1038/nature11083PMC3347774

[12] Agris, P. F. Decoding the genome: a modified view. *Nucleic Acids Res.***32**, 223–238 (2004).14715921 10.1093/nar/gkh185PMC384350

[13] Delaunay, S., Helm, M. & Frye, M. RNA modifications in physiology and disease: towards clinical applications. *Nat. Rev. Genet.***25**, 104–122 (2023).37714958 10.1038/s41576-023-00645-2

[14] Huang, B., Johansson, M. J. & Byström, A. S. An early step in wobble uridine tRNA modification requires the Elongator complex. *Rna***11**, 424–436 (2005).15769872 10.1261/rna.7247705PMC1370732

[15] Dewez, M. et al. The conserved Wobble uridine tRNA thiolase Ctu1-Ctu2 is required to maintain genome integrity. *Proc. Natl. Acad. Sci. USA***105**, 5459–5464 (2008).18391219 10.1073/pnas.0709404105PMC2291126

[16] Schaffrath, R. & Leidel, S. A. Wobble uridine modifications-a reason to live, a reason to die?! *RNA Biol.***14**, 1209–1222 (2017).28277930 10.1080/15476286.2017.1295204PMC5699542

[17] Karlsborn, T. et al. Elongator, a conserved complex required for wobble uridine modifications in eukaryotes. *RNA Biol.***11**, 1519–1528 (2014).25607684 10.4161/15476286.2014.992276PMC4615193

[18] Laguesse, S. et al. A dynamic unfolded protein response contributes to the control of cortical neurogenesis. *Dev. Cell***35**, 553–567 (2015).26651292 10.1016/j.devcel.2015.11.005

[19] Rapino, F. et al. Codon-specific translation reprogramming promotes resistance to targeted therapy. *Nature***558**, 605–609 (2018).29925953 10.1038/s41586-018-0243-7

[20] Nedialkova, D. D. & Leidel, S. A. Optimization of codon translation rates via tRNA modifications maintains proteome integrity. *Cell***161**, 1606–1618 (2015).26052047 10.1016/j.cell.2015.05.022PMC4503807

[21] Zinshteyn, B. & Gilbert, W. V. Loss of a conserved tRNA anticodon modification perturbs cellular signaling. *PLoS Genet.***9**, e1003675 (2013).23935536 10.1371/journal.pgen.1003675PMC3731203

[22] Suzuki, T. The expanding world of tRNA modifications and their disease relevance. *Nat. Rev. Mol. Cell Biol.***22**, 375–392 (2021).33658722 10.1038/s41580-021-00342-0

[23] Fernández-Vázquez, J. et al. Modification of tRNA(Lys) UUU by elongator is essential for efficient translation of stress mRNAs. *PLoS Genet.***9**, e1003647 (2013).23874237 10.1371/journal.pgen.1003647PMC3715433

[24] Laxman, S. et al. Sulfur amino acids regulate translational capacity and metabolic homeostasis through modulation of tRNA thiolation. *Cell***154**, 416–429 (2013).23870129 10.1016/j.cell.2013.06.043PMC3757545

[25] Bauer, F. et al. Translational control of cell division by Elongator. *Cell Rep.***1**, 424–433 (2012).22768388 10.1016/j.celrep.2012.04.001PMC3388810

[26] Hawer, H. et al. Roles of elongator dependent tRNA modification pathways in neurodegeneration and cancer. *Genes (Basel)***10**, 19 (2018).30597914 10.3390/genes10010019PMC6356722

[27] Delaunay, S. et al. Elp3 links tRNA modification to IRES-dependent translation of LEF1 to sustain metastasis in breast cancer. *J. Exp. Med.***213**, 2503–2523 (2016).27811057 10.1084/jem.20160397PMC5068235

[28] Ladang, A. et al. Elp3 drives Wnt-dependent tumor initiation and regeneration in the intestine. *J. Exp. Med.***212**, 2057–2075 (2015).26527802 10.1084/jem.20142288PMC4647259

[29] Michlits, G. et al. Multilayered VBC score predicts sgRNAs that efficiently generate loss-of-function alleles. *Nat. Methods***17**, 708–716 (2020).32514112 10.1038/s41592-020-0850-8

[30] Li, W. et al. MAGeCK enables robust identification of essential genes from genome-scale CRISPR/Cas9 knockout screens. *Genome Biol.***15**, 554 (2014).25476604 10.1186/s13059-014-0554-4PMC4290824

[31] Mehlgarten, C., Jablonowski, D., Breunig, K. D., Stark, M. J. & Schaffrath, R. Elongator function depends on antagonistic regulation by casein kinase Hrr25 and protein phosphatase Sit4. *Mol. Microbiol.***73**, 869–881 (2009).19656297 10.1111/j.1365-2958.2009.06811.x

[32] Schlieker, C. D., Van der Veen, A. G., Damon, J. R., Spooner, E. & Ploegh, H. L. A functional proteomics approach links the ubiquitin-related modifier Urm1 to a tRNA modification pathway. *Proc. Natl. Acad. Sci. USA***105**, 18255–18260 (2008).19017811 10.1073/pnas.0808756105PMC2584574

[33] Thoreen, C. C. et al. An ATP-competitive mammalian target of rapamycin inhibitor reveals rapamycin-resistant functions of mTORC1. *J. Biol. Chem.***284**, 8023–8032 (2009).19150980 10.1074/jbc.M900301200PMC2658096

[34] Borteçen, T., Müller, T. & Krijgsveld, J. An integrated workflow for quantitative analysis of the newly synthesized proteome. *Nat. Commun.***14**, 8237 (2023).38086798 10.1038/s41467-023-43919-3PMC10716174

[35] Loayza-Puch, F. et al. Tumour-specific proline vulnerability uncovered by differential ribosome codon reading. *Nature***530**, 490–494 (2016).26878238 10.1038/nature16982

[36] Rapino, F. et al. Wobble tRNA modification and hydrophilic amino acid patterns dictate protein fate. *Nat. Commun.***12**, 2170 (2021).33859181 10.1038/s41467-021-22254-5PMC8050329

[37] Lam, Y. W., Lamond, A. I., Mann, M. & Andersen, J. S. Analysis of nucleolar protein dynamics reveals the nuclear degradation of ribosomal proteins. *Curr. Biol.***17**, 749–760 (2007).17446074 10.1016/j.cub.2007.03.064PMC1885954

[38] An, H. & Harper, J. W. Systematic analysis of ribophagy in human cells reveals bystander flux during selective autophagy. *Nat. Cell Biol.***20**, 135–143 (2018).29230017 10.1038/s41556-017-0007-xPMC5786475

[39] Xu, S. et al. Genome-wide CRISPR screen identifies ELP5 as a determinant of gemcitabine sensitivity in gallbladder cancer. *Nat. Commun.***10**, 5492 (2019).31792210 10.1038/s41467-019-13420-xPMC6889377

[40] Rezgui, V. A. et al. tRNA tKUUU, tQUUG, and tEUUC wobble position modifications fine-tune protein translation by promoting ribosome A-site binding. *Proc. Natl. Acad. Sci. USA***110**, 12289–12294 (2013).23836657 10.1073/pnas.1300781110PMC3725067

[41] Candiracci, J. et al. Reciprocal regulation of TORC signaling and tRNA modifications by Elongator enforces nutrient-dependent cell fate. *Sci. Adv.***5**, eaav0184 (2019).31223645 10.1126/sciadv.aav0184PMC6584457

[42] Leidel, S. et al. Ubiquitin-related modifier Urm1 acts as a sulphur carrier in thiolation of eukaryotic transfer RNA. *Nature***458**, 228–232 (2009).19145231 10.1038/nature07643

[43] Advani, V. M. & Ivanov, P. Translational control under stress: reshaping the translatome. *Bioessays***41**, e1900009 (2019).31026340 10.1002/bies.201900009PMC6541386

[44] Heras-Sandoval, D., Pérez-Rojas, J. M., Hernández-Damián, J. & Pedraza-Chaverri, J. The role of PI3K/AKT/mTOR pathway in the modulation of autophagy and the clearance of protein aggregates in neurodegeneration. *Cell Signal***26**, 2694–2701 (2014).25173700 10.1016/j.cellsig.2014.08.019

[45] Bhat, M. et al. Targeting the translation machinery in cancer. *Nat. Rev. Drug Discov.***14**, 261–278 (2015).25743081 10.1038/nrd4505

[46] Truitt, M. L. & Ruggero, D. New frontiers in translational control of the cancer genome. *Nat. Rev. Cancer***16**, 288–304 (2016).27112207 10.1038/nrc.2016.27PMC5491099

[47] Benjamin, D., Colombi, M., Moroni, C. & Hall, M. N. Rapamycin passes the torch: a new generation of mTOR inhibitors. *Nat. Rev. Drug Discov.***10**, 868–880 (2011).22037041 10.1038/nrd3531

[48] Pechincha, C. et al. Lysosomal enzyme trafficking factor LYSET enables nutritional usage of extracellular proteins. *Science***378**, eabn5637 (2022).36074822 10.1126/science.abn5637

[49] de Almeida, M. et al. AKIRIN2 controls the nuclear import of proteasomes in vertebrates. *Nature***599**, 491–496 (2021).34711951 10.1038/s41586-021-04035-8

[50] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[51] Ingolia, N. T., Brar, G. A., Rouskin, S., McGeachy, A. M. & Weissman, J. S. The ribosome profiling strategy for monitoring translation in vivo by deep sequencing of ribosome-protected mRNA fragments. *Nat. Protoc.***7**, 1534–1550 (2012).22836135 10.1038/nprot.2012.086PMC3535016

[52] Müller, T. et al. Automated sample preparation with SP3 for low-input clinical proteomics. *Mol. Syst. Biol.***16**, e9111 (2020).32129943 10.15252/msb.20199111PMC6966100

[53] Hughes, C. S. et al. Ultrasensitive proteome analysis using paramagnetic bead technology. *Mol. Syst. Biol.***10**, 757 (2014).25358341 10.15252/msb.20145625PMC4299378

[54] Demichev, V., Messner, C. B., Vernardis, S. I., Lilley, K. S. & Ralser, M. DIA-NN: neural networks and interference correction enable deep proteome coverage in high throughput. *Nat. Methods***17**, 41–44 (2020).31768060 10.1038/s41592-019-0638-xPMC6949130

[55] Ritchie, M. E. et al. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.***43**, e47 (2015).25605792 10.1093/nar/gkv007PMC4402510

[56] Zhu, Y. et al. DEqMS: a method for accurate variance estimation in differential protein expression analysis. *Mol. Cell Proteom.***19**, 1047–1057 (2020).10.1074/mcp.TIR119.001646PMC726181932205417

[57] Wu, T. et al. clusterProfiler 4.0: a universal enrichment tool for interpreting omics data. *Innovation (Camb.)***2**, 100141 (2021).34557778 10.1016/j.xinn.2021.100141PMC8454663

# Supplementary material for: mTORC1 cooperates with tRNA wobble modification to sustain the protein synthesis machinery
**Source:** Nat Commun. 2025 May 6;16:4201. doi: 10.1038/s41467-025-59185-4
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information:**

**mTORC1 cooperates with tRNA wobble modification  
to sustain the protein synthesis machinery**

Julia Hermann<sup>1,2</sup>, Toman Borteçen<sup>2,3</sup>, Robert Kalis<sup>4,5</sup>, Alexander Kowar<sup>2,6</sup>,  
Catarina Pechincha<sup>1,2</sup>, Vivien Vogt<sup>4,5</sup>, Martin Schneider<sup>7</sup>, Dominic Helm<sup>7</sup>,  
Jeroen Krijgsveld<sup>3</sup>, Fabricio Loayza-Puch<sup>6</sup>, Johannes Zuber<sup>4,8</sup>, Wilhelm Palm<sup>1\*</sup>

DKFZ-ZMBH Alliance, Heidelberg, Germany

Heidelberg, Germany

Heidelberg, Germany

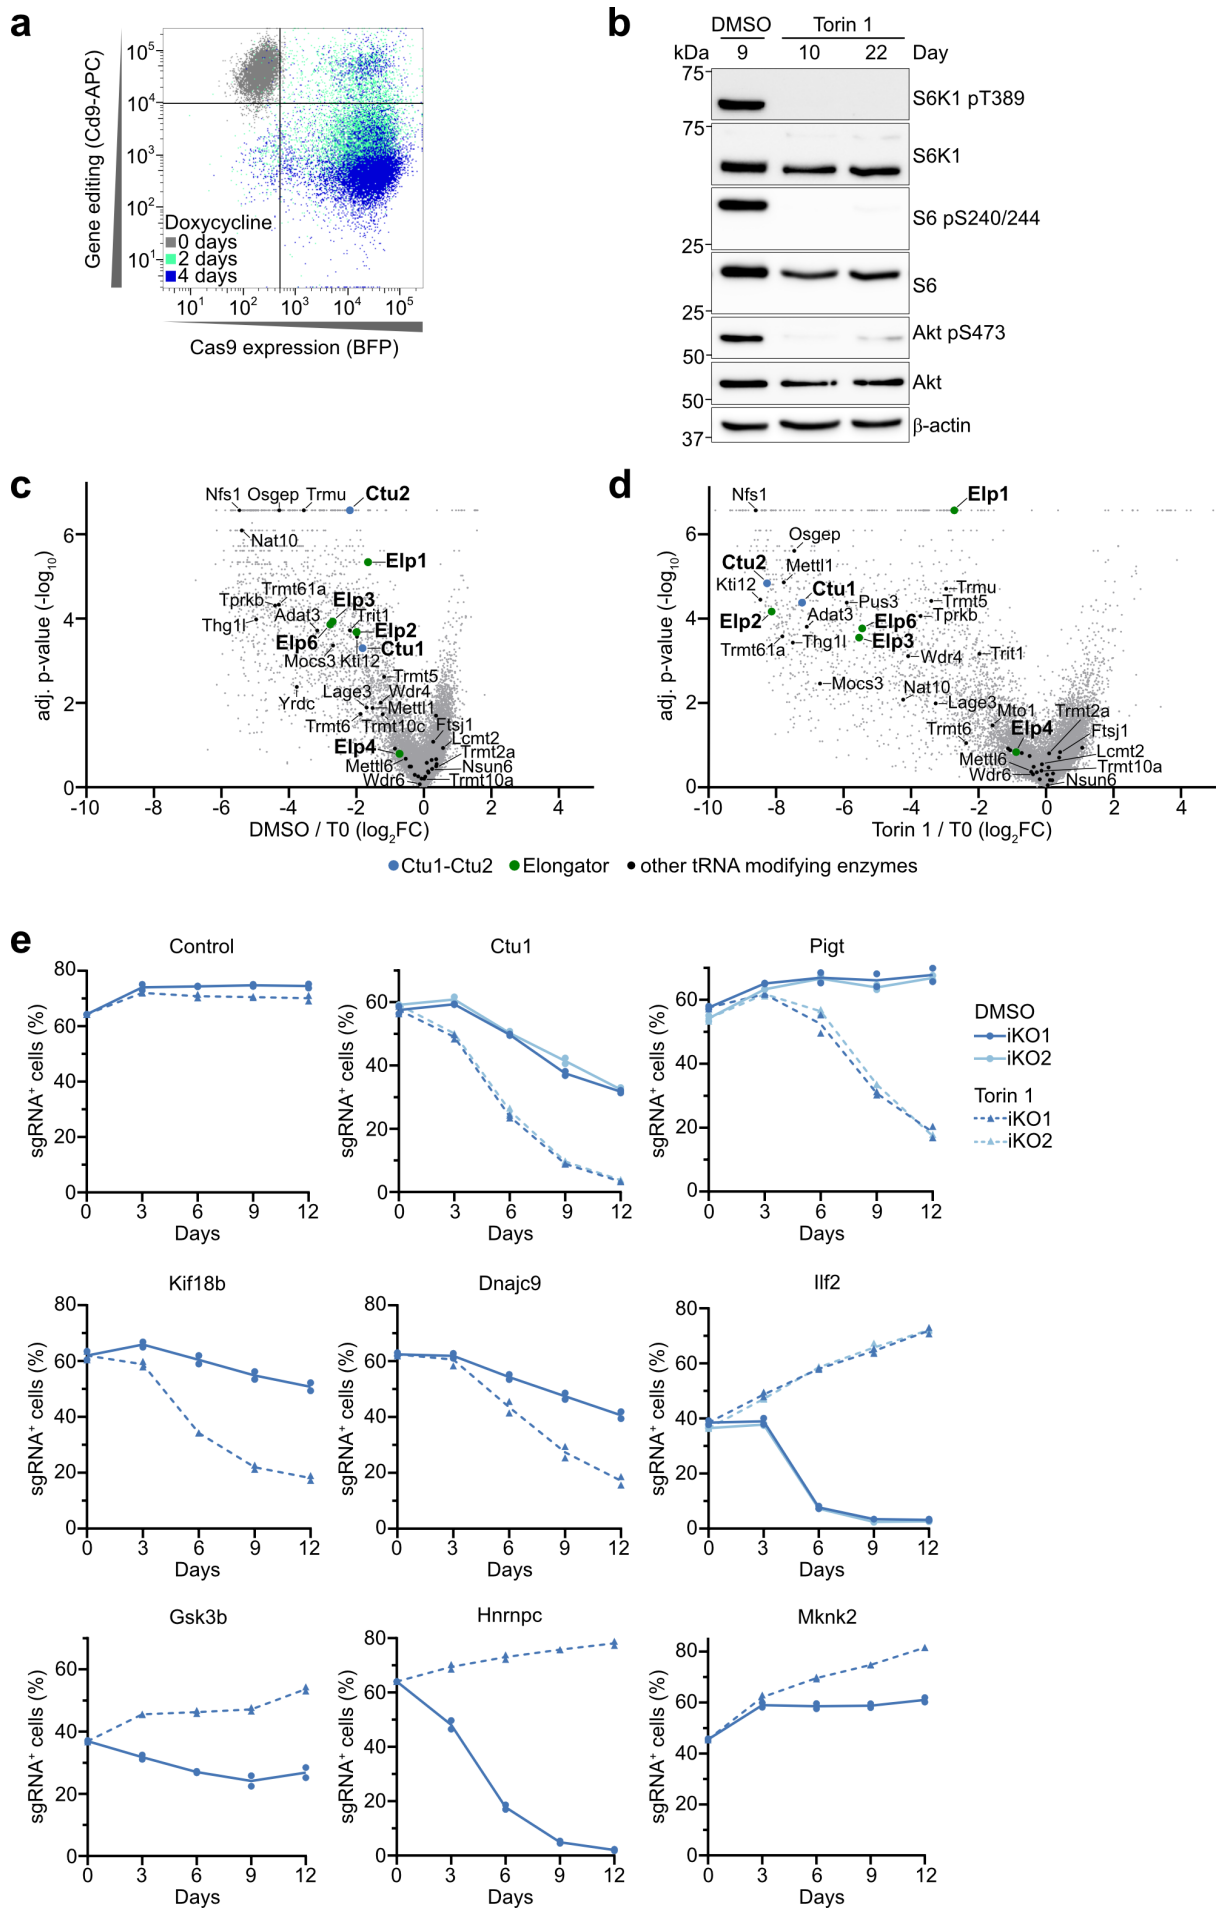

### **Supplementary Figure 1      Cell proliferation-based CRISPR screen during mTOR inhibition**

**a)** Analysis of Cas9-BFP expression and sgRNA-mediated gene editing of the surface protein Cd9 in EPP2 iCas9 (inducible Cas9) cells after addition of doxycycline [300 ng/ml] for the indicated periods, analyzed by flow cytometry (10,000 cells per condition). **b)** mTOR pathway activity in EPP2 iCas9 cells harvested at indicated time points during the CRISPR screen, analyzed by immunoblotting for phosphorylation targets of mTORC1 (S6K1 T389 and downstream S6 S240/244) and mTORC2 (Akt S473). **c), d)** Gene-level enrichment or depletion of sgRNAs in the final cell populations of the CRISPR screen in c) DMSO and d) torin 1 [300 nM] compared to the starting population (T0). Selected hits are highlighted. **e)** Competitive proliferation assays of EPP2 iCas9 cells that express sgRNAs targeting indicated genes (iKO1/2) against non-sgRNA-expressing control cells  $\pm$  torin 1 [300 nM]. The fraction of iKO cells (% sgRNA<sup>+</sup>) is represented as mean (n = 2 technical replicates). Source data are provided as a Source Data file.

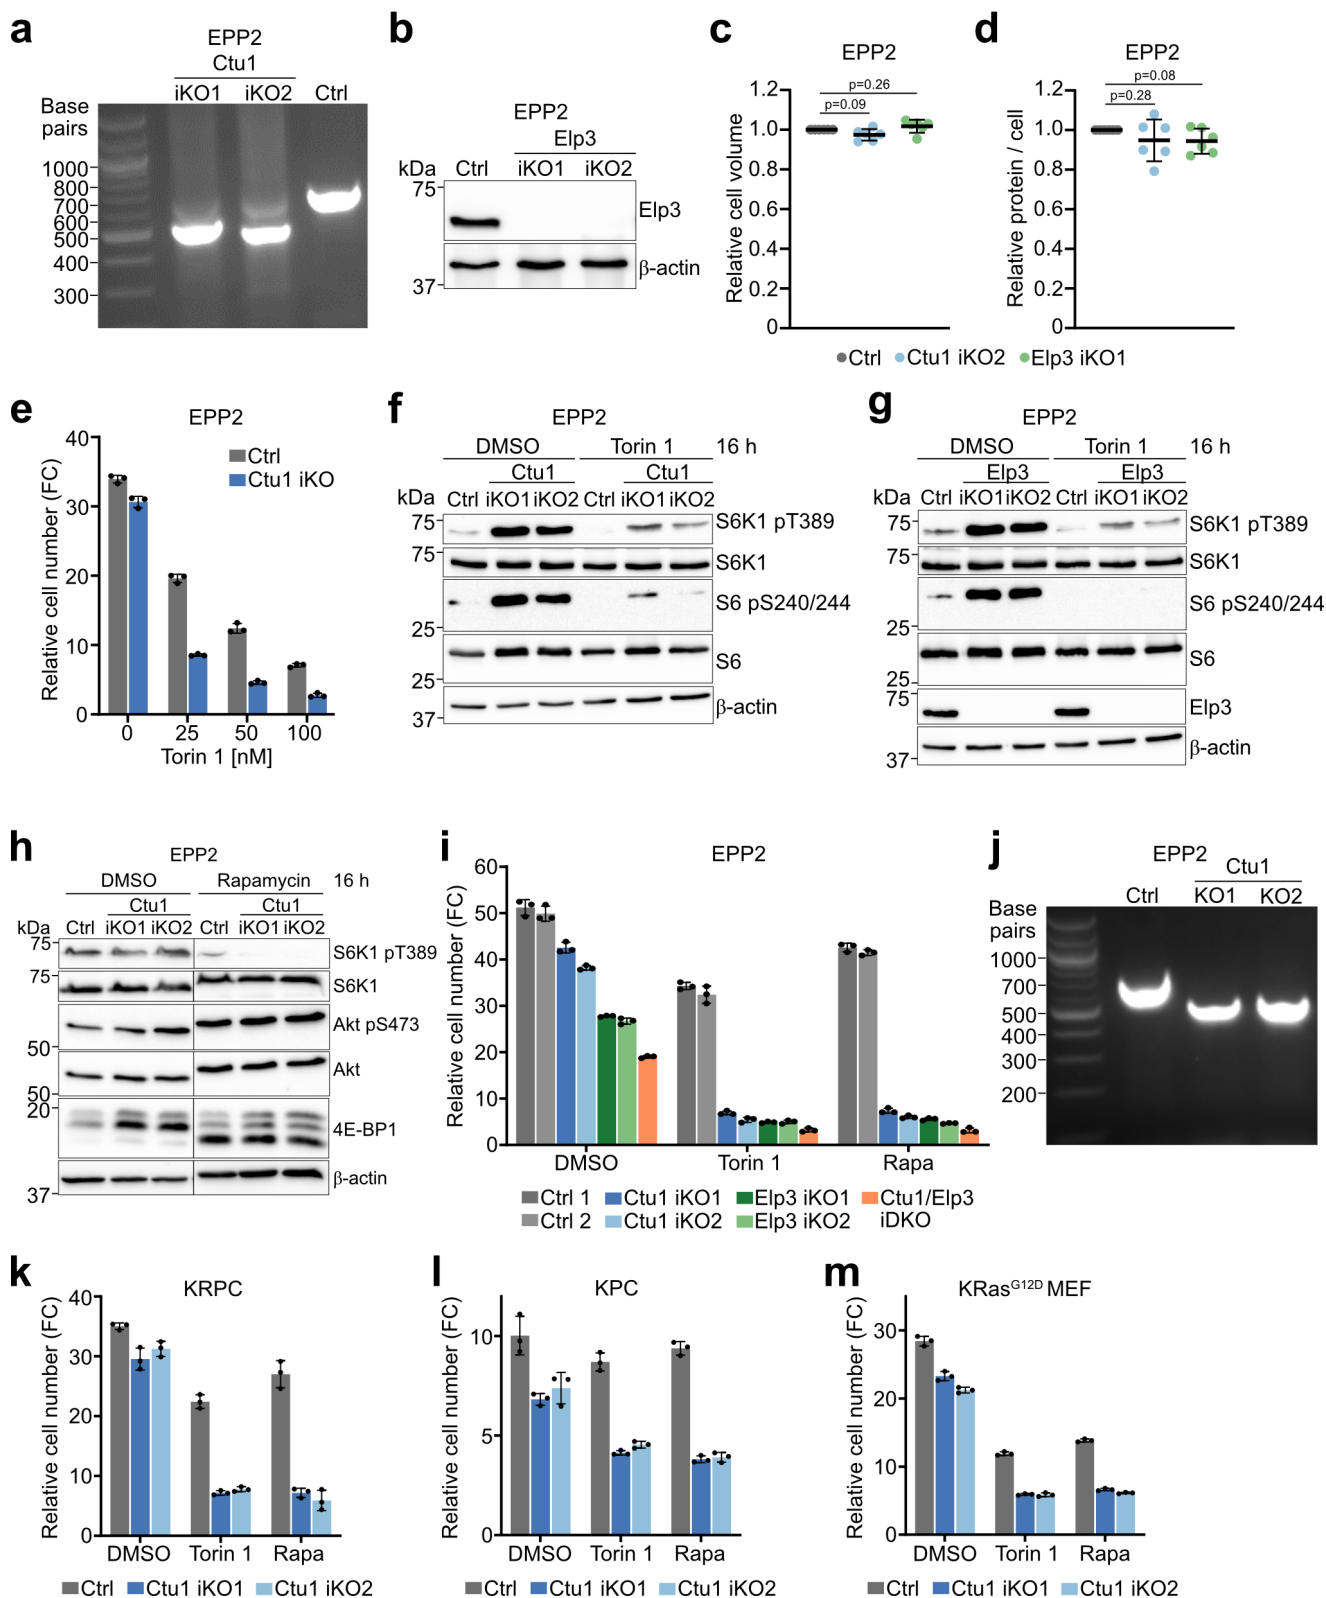

## Supplementary Figure 2     **Ctu1 is required for cell proliferation during mTORC1 inhibition**

**a)** Editing of *Ctu1* in Ctu1 iKO EPP2 cells after Cas9 induction for 4 days with doxycycline [300 ng/ml]. Successful editing was confirmed by PCR using primers that amplify the genomic *Ctu1* locus spanning the two sgRNA cutting sites. **b)** Loss of Elp3 in Elp3 iKO EPP2 cells after Cas9 induction for 4 days with doxycycline [300 ng/ml], analyzed by immunoblotting. **c)** Cell volume and **d)** protein/cell in Ctu1 iKO and Elp3 iKO EPP2 cells. Data are represented as replicate mean  $\pm$  SD ( $n = 6$  independent experiments with 3 technical replicates); p values were calculated by unpaired two-tailed *t*-test with Welch correction. **e)** Fold change (FC) in cell number of Ctu1 iKO EPP2 cells after 3 days in culture + torin 1 [0 – 100 nM]. Data are represented as mean  $\pm$  SD ( $n = 3$  technical replicates). **f), g)** mTOR pathway activity in f) Ctu1 iKO and g) Elp3 iKO EPP2 cells after 16 h  $\pm$  torin 1 [25 nM], analyzed by immunoblotting. **h)** mTOR pathway activity in Ctu1 iKO EPP2 cells after 16 h  $\pm$  rapamycin [12.5 nM], analyzed by immunoblotting. **i)** Fold change in cell number of Ctu1 iKO, Elp3 iKO and Ctu1/Elp3 iDKO EPP2 cells after 3 days in culture  $\pm$  torin 1 [25 nM] or rapamycin [12.5 nM]. Data are represented as mean  $\pm$  SD ( $n = 3$  technical replicates). **j)** Editing of *Ctu1* in single cell-derived Ctu1 KO EPP2 cell lines, analyzed by PCR of the genomic *Ctu1* locus. PCR primers were as in a). **k) – m)** Fold change in cell number of Ctu1 iKO k) KRPC cells, l) KPC cells and m) KRas<sup>G12D</sup> MEFs after 3 days in culture  $\pm$  torin 1 [25 nM] or rapamycin [12.5 nM]. Data are represented as mean  $\pm$  SD ( $n = 3$  technical replicates). Source data are provided as a Source Data file.

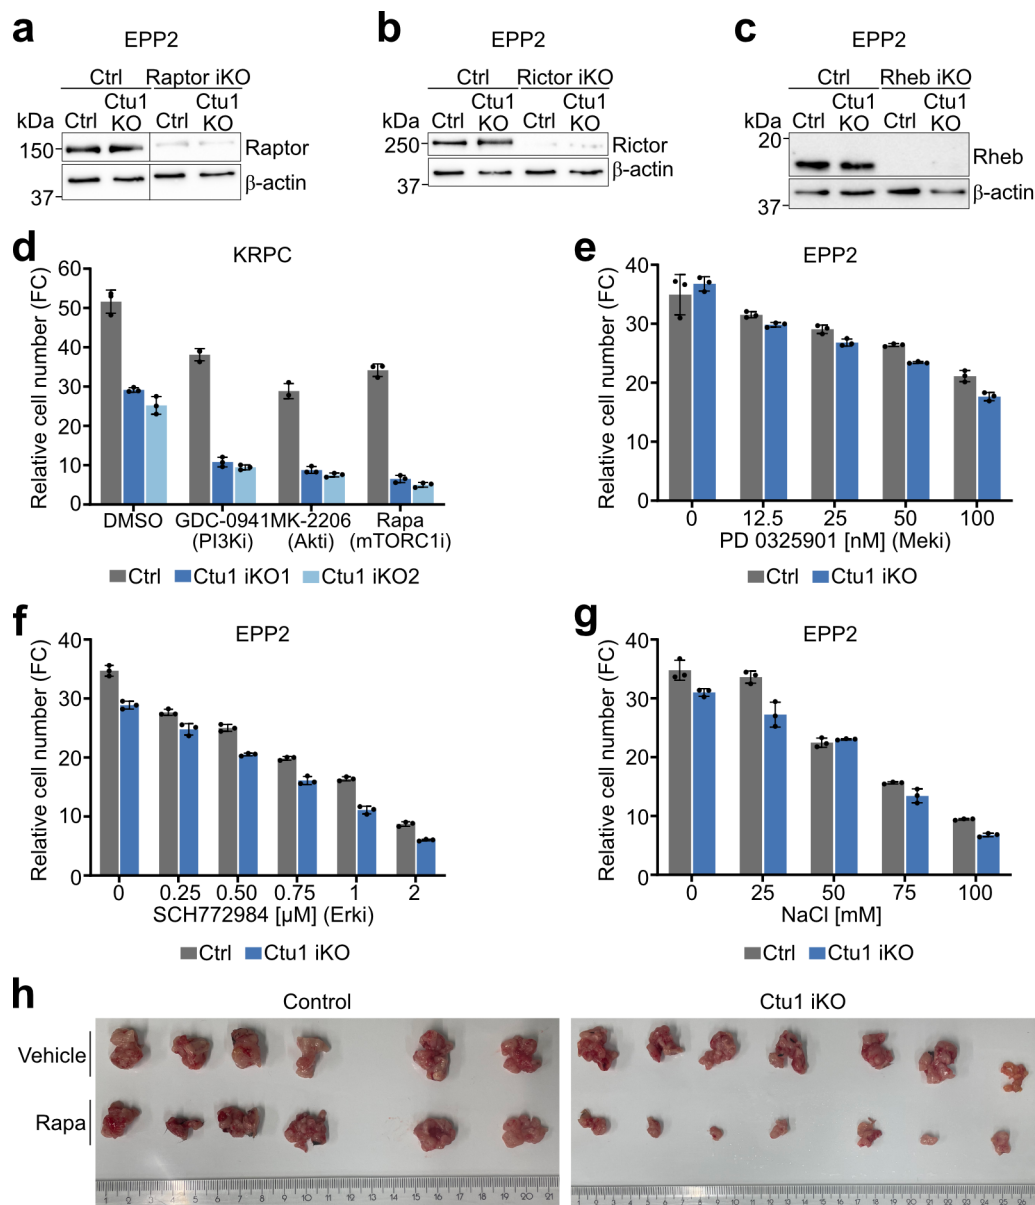

### Supplementary Figure 3 Ctut1-deficient cells are hypersensitive to inhibition of the PI3-kinase-Akt-mTORC1 signaling pathway but not to general growth perturbations

**a) – c)** Loss of a) Raptor, b) Rictor and c) Rheb in Ctut1 KO and control EPP2 cells expressing sgRNAs against the respective gene after Cas9 induction for 4 days with doxycycline [300 ng/ml], analyzed by immunoblotting. **d)** Fold change in cell number of Ctut1 iKO KRPC cells after 3 days in culture  $\pm$  GDC-0941 [1  $\mu$ M], MK-2206 [2  $\mu$ M] or rapamycin [12.5 nM]. Data are represented as mean  $\pm$  SD (n = 3 technical replicates). **e) – g)** Fold change in cell number of Ctut1 iKO EPP2 cells after 3 days in culture + e) PD0325901 [0 – 100 nM], f) SCH772984 [0 – 2  $\mu$ M] or g) NaCl [0 – 100 mM]. Data are represented as mean  $\pm$  SD (n = 3 technical replicates). **h)** Images of orthotopic pancreatic tumors from Ctut1 iKO and control EPP2 cells in C57BL/6J Rag2<sup>-/-</sup> mice after 9 days treatment with rapamycin [5 mg/kg/day] or vehicle. Source data are provided as a Source Data file.

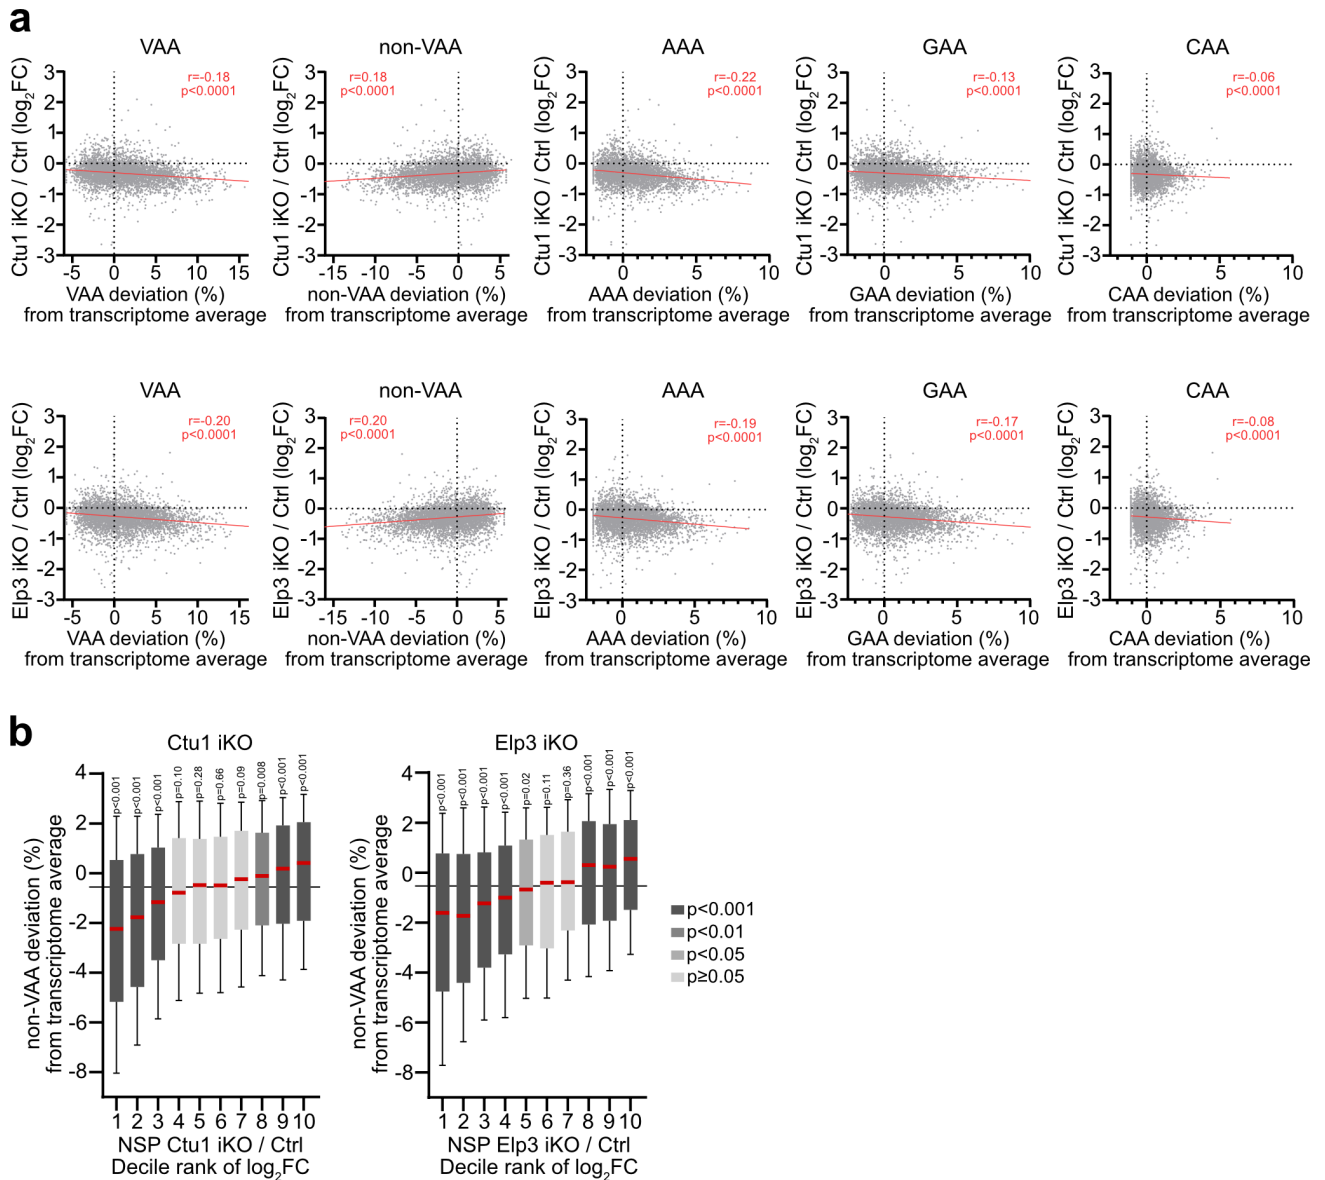

**Supplementary Figure 4 Decreased protein synthesis and mRNA wobble codon content correlate in cells lacking tRNA wobble enzymes**

**a)** Correlation plots comparing change of individual proteins in the newly synthesized proteome of Ctu1 iKO or Elp3 iKO EPP2 cells with their mRNA codon usage deviation ( $n = 3$  experimental replicates). Shown are U<sub>34</sub> wobble tRNA codons AAA, CAA, GAA (VAA codons) and non-VAA codons with Pearson correlation coefficient and two-tailed p value. **b)** Correlation of mRNA codon usage deviation and change in the newly synthesized proteome (NSP) of Ctu1 iKO or Elp3 iKO EPP2 cells for non-VAA codons ( $n = 3$  experimental replicates). Newly synthesized proteome data are represented as decile ranks of log<sub>2</sub>FC (i.e. 1 = 10 % most decreased proteins in iKO / Ctrl). In box plots, centre line represents median, upper and lower bounds of the box 75<sup>th</sup> and 25<sup>th</sup> percentiles, whiskers 10<sup>th</sup> to 90<sup>th</sup> percentiles; p values were calculated by two-tailed Wilcoxon rank test. Grey line represents median codon usage of all quantified proteins. Source data are provided as a Source Data file.

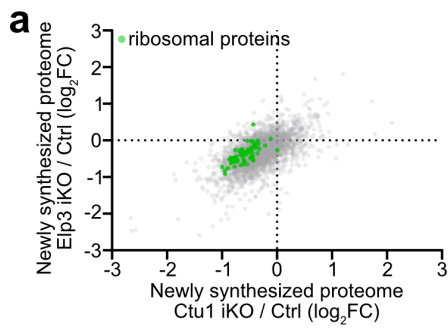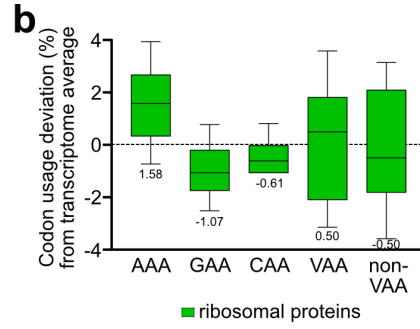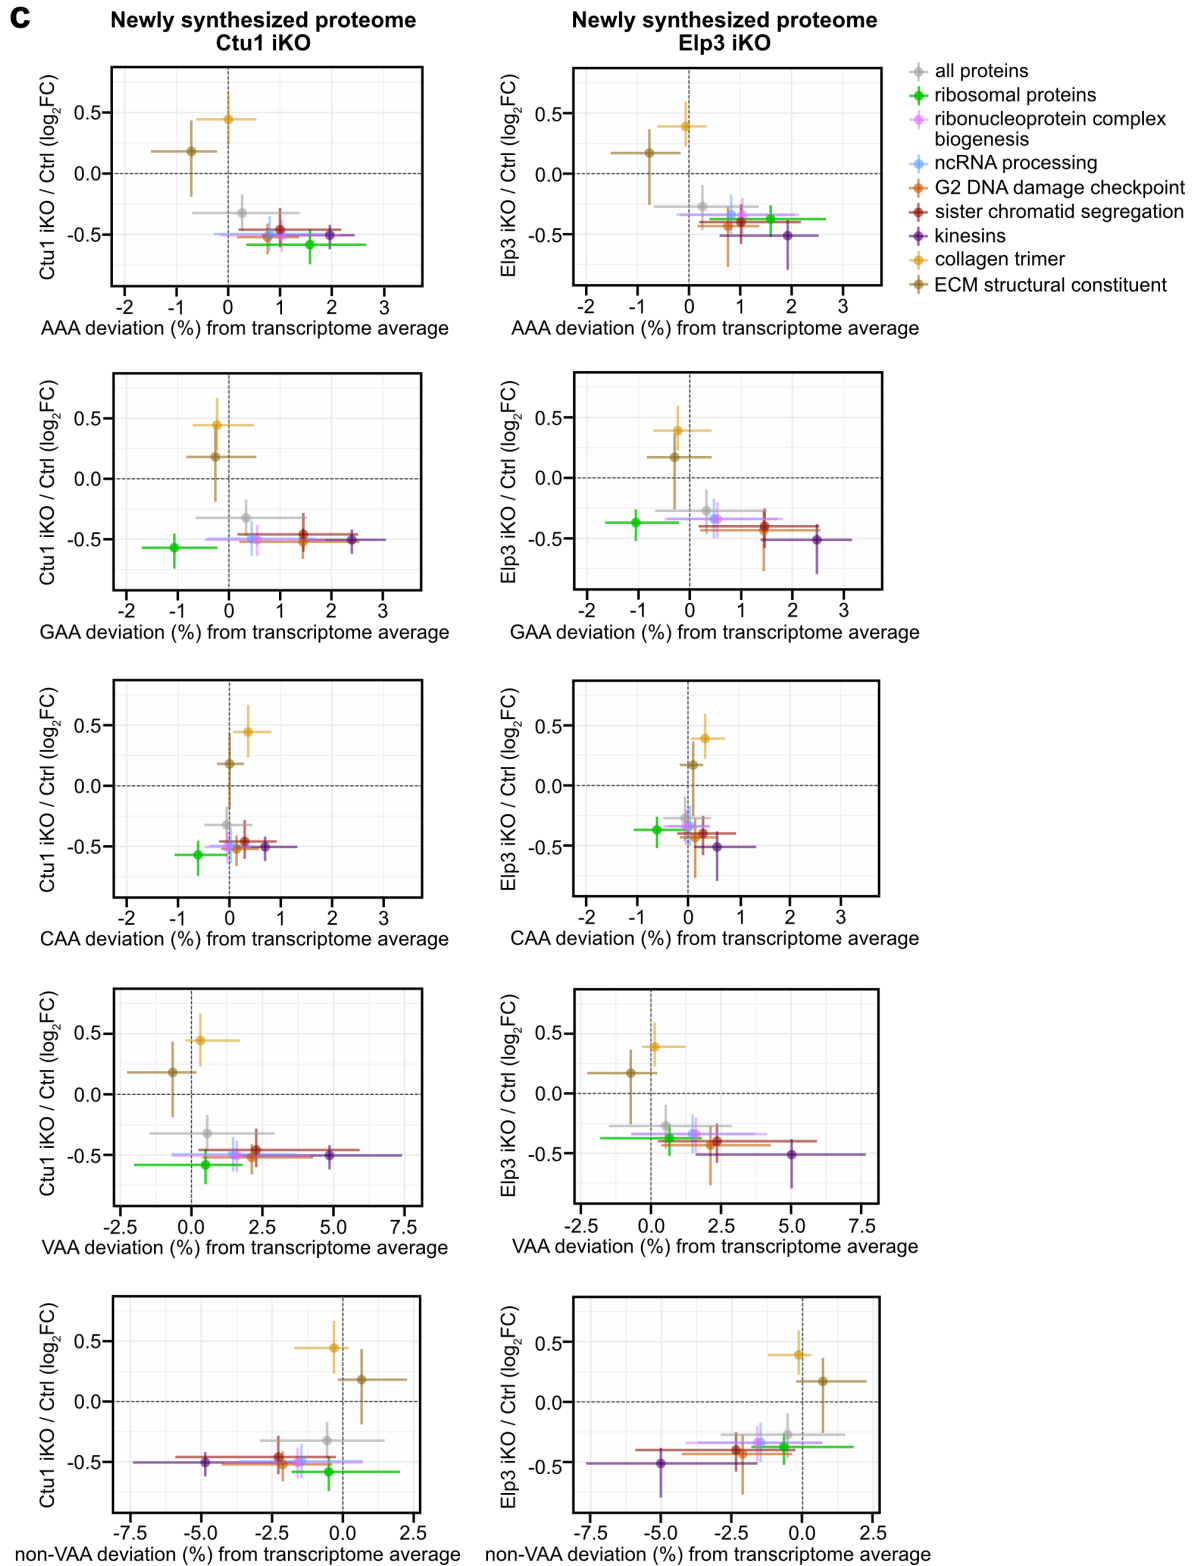

**Supplementary Figure 5    Correlation between changes in protein synthesis and mRNA wobble codon content in cells deficient for Ctu1 or Elp3**

**a)** Scatter plot comparing changes in the newly synthesized proteome of Ctu1 iKO and Elp3 iKO EPP2 cells. Ribosomal proteins are highlighted (n = 3 experimental replicates). **b)** mRNA codon usage deviation of ribosomal proteins that were quantified in the newly synthesized proteome of Ctu1 iKO EPP2 cells. In box plots, centre line represents median, upper and lower bounds of the box 75<sup>th</sup> and 25<sup>th</sup> percentiles, whiskers 10<sup>th</sup> to 90<sup>th</sup> percentiles. **c)** Correlation plots comparing changes in the newly synthesized proteome of Ctu1 iKO or Elp3 iKO EPP2 cells with mRNA codon usage deviation (n = 3 experimental replicates). Shown are protein groups whose synthesis is particularly decreased or increased in Ctu1-deficient cells. Data are represented as median and interquartile range. In b), c), analyzed are U<sub>34</sub> wobble tRNA codons AAA, CAA, GAA (VAA codons) and non-VAA codons. Source data are provided as a Source Data file.

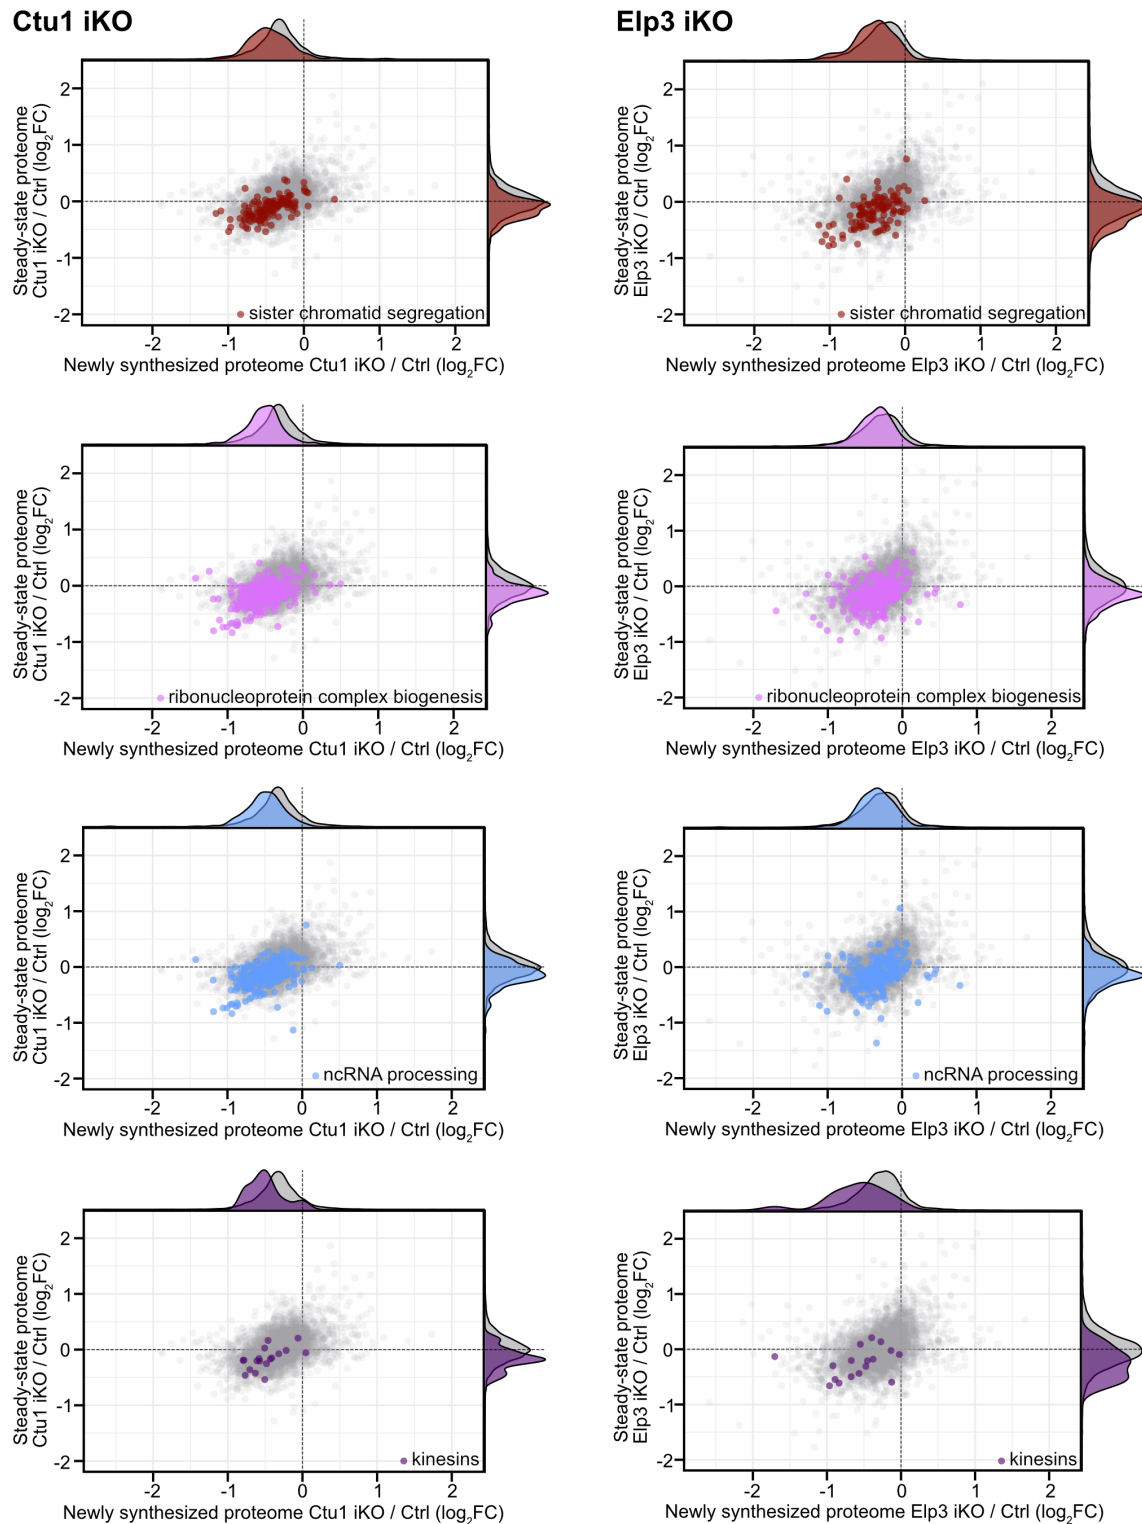

**Supplementary Figure 6 Correlation between protein synthesis and protein abundance in cells deficient for Ctu1 or Elp3**

Scatter plots comparing changes in the steady-state proteome ( $n = 5$  independent experiments) versus newly synthesized proteome ( $n = 3$  experimental replicates) of Ctu1 iKO or Elp3 iKO EPP2 cells. Selected protein groups whose synthesis is particularly dependent on U<sub>34</sub>-enzymes are highlighted.

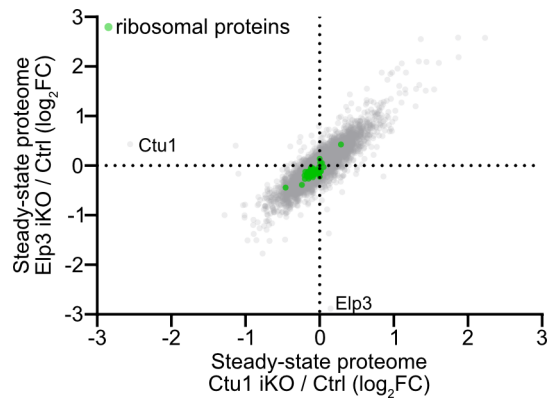

### Supplementary Figure 7    Loss of Ctu1 or Elp3 leads to similar proteome changes

Scatter plot comparing changes in the steady-state proteome of Ctu1 iKO and Elp3 iKO EPP2 cells (n = 5 independent experiments). Source data are provided as a Source Data file.

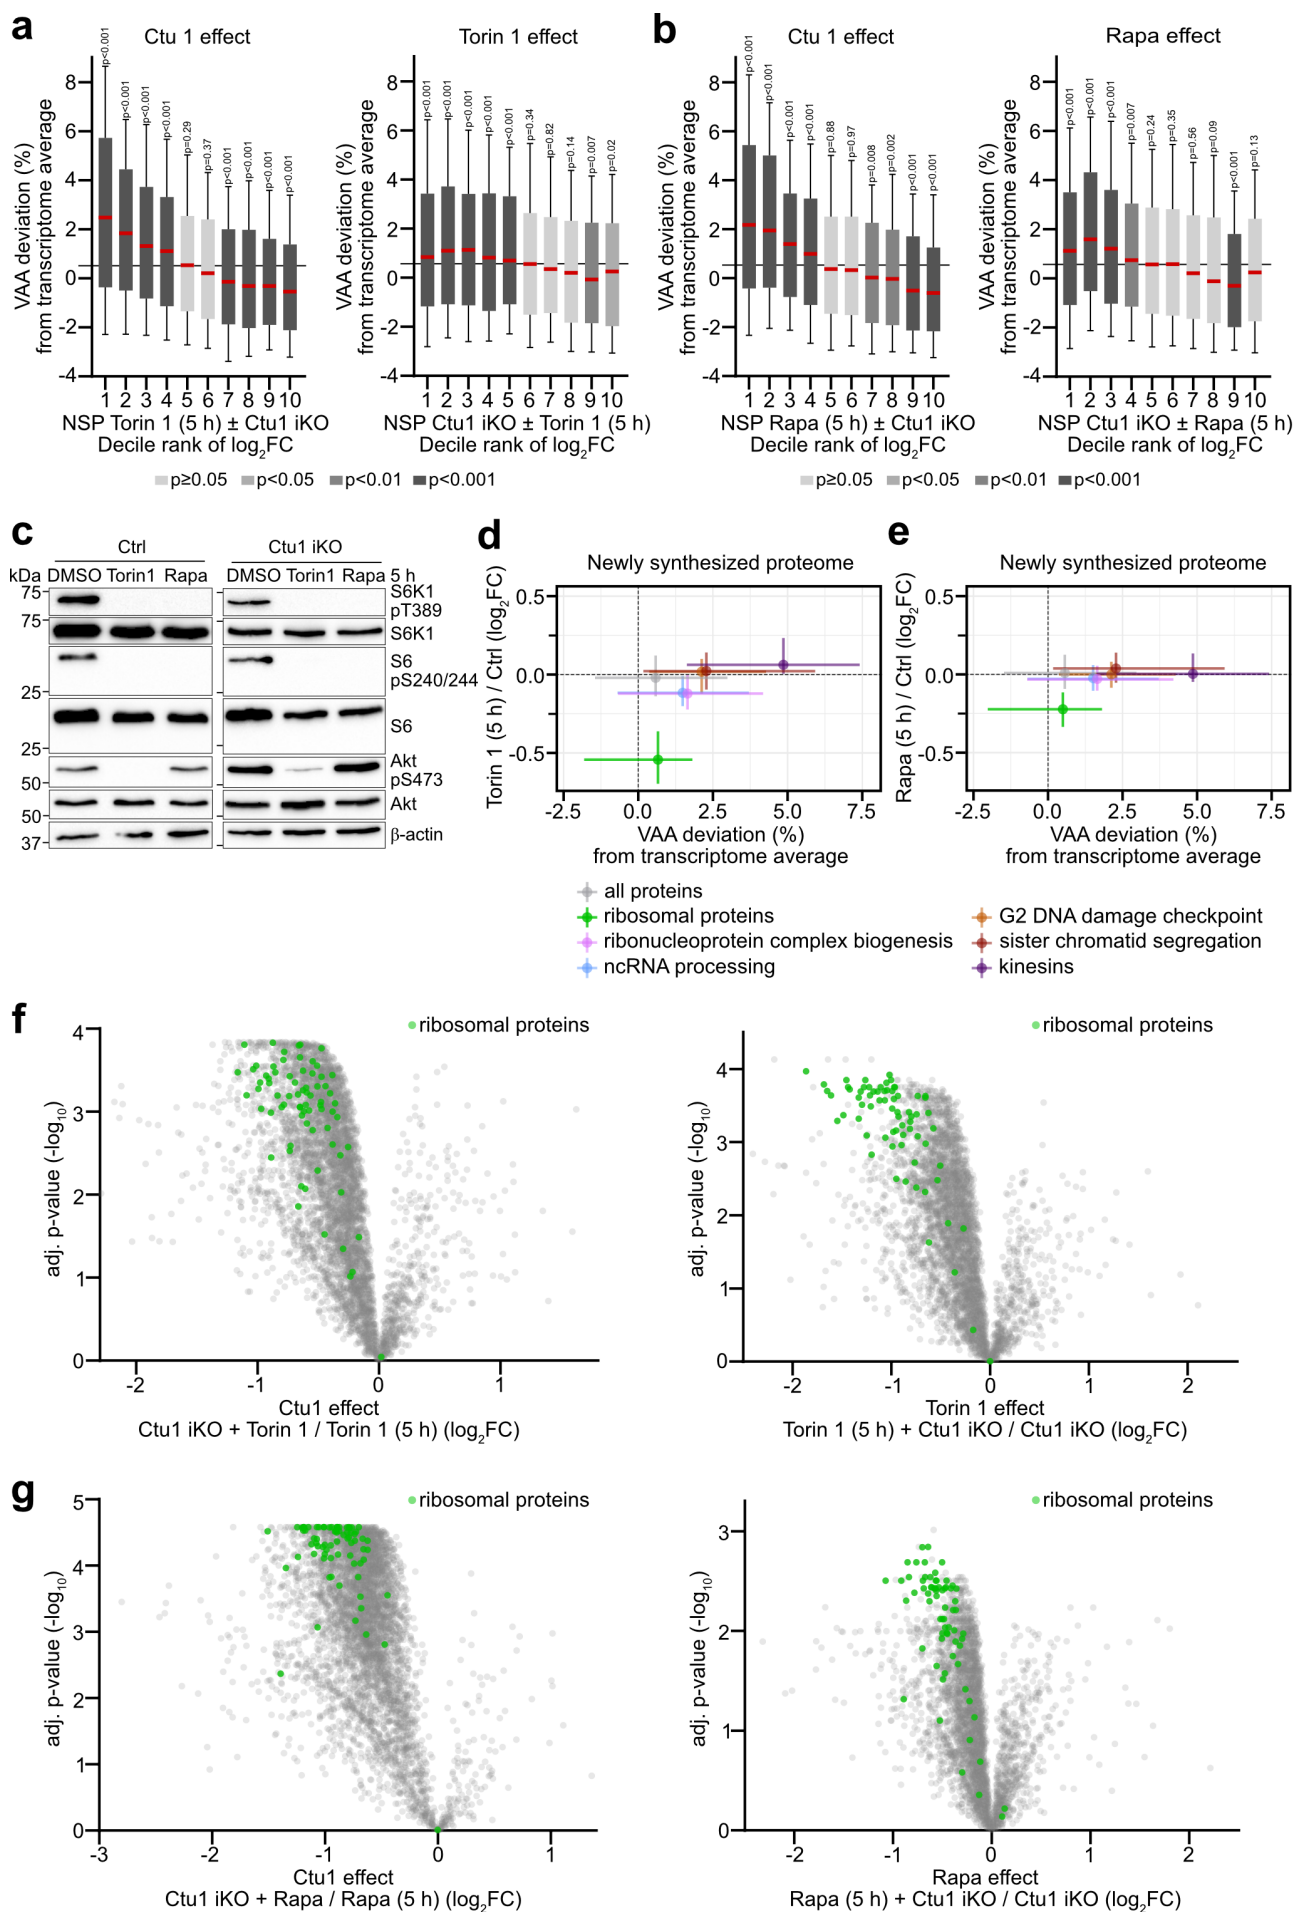

### **Supplementary Figure 8    Ribosomal protein synthesis is highly sensitive to concerted suppression of mTORC1 and Ctu1**

**a), b)** Correlation of mRNA codon usage deviation and change in the newly synthesized proteome (NSP) of EPP2 cells after 5 h mTORC1 inhibitor  $\pm$  Ctu1 iKO (Ctu1 effect) or Ctu1 iKO  $\pm$  5 h mTORC1 inhibitor (inhibitor effect). mTORC1 inhibitors were a) torin 1 [50 nM] and b) rapamycin [50 nM]. Newly synthesized proteome data are represented as decile ranks of log<sub>2</sub>FC (i.e. 1 = 10 % most decreased proteins in iKO / Ctrl). In box plots, centre line represents median, upper and lower bounds of the box 75<sup>th</sup> and 25<sup>th</sup> percentiles, whiskers 10<sup>th</sup> to 90<sup>th</sup> percentiles; p values were calculated by two-tailed Wilcoxon rank test. Grey line represents median codon usage of all quantified proteins.

**c)** mTOR pathway activity in Ctu1 iKO EPP2 cells after 5 h treatment  $\pm$  torin 1 [50 nM] or rapamycin [50 nM], analyzed by immunoblotting. Cells were treated with SILAC-AHA medium and inhibitors as for the nascent proteomics experiments.

**d), e)** Correlation plot comparing mRNA VAA codon deviation versus change in the newly synthesized proteome of EPP2 cells after 5 h  $\pm$  d) torin 1 [50 nM] or e) rapamycin [50 nM]. Shown are protein groups whose synthesis is particularly dependent on Ctu1. Data are represented as median and interquartile range.

**f), g)** Changes in the newly synthesized proteome of EPP2 cells showing Ctu1 iKO and mTORC1 inhibitor effects. mTORC1 inhibitors were f) torin 1 [50 nM] and g) rapamycin [50 nM]. Newly synthesized proteome n = 3 experimental replicates. Source data are provided as a Source Data file.

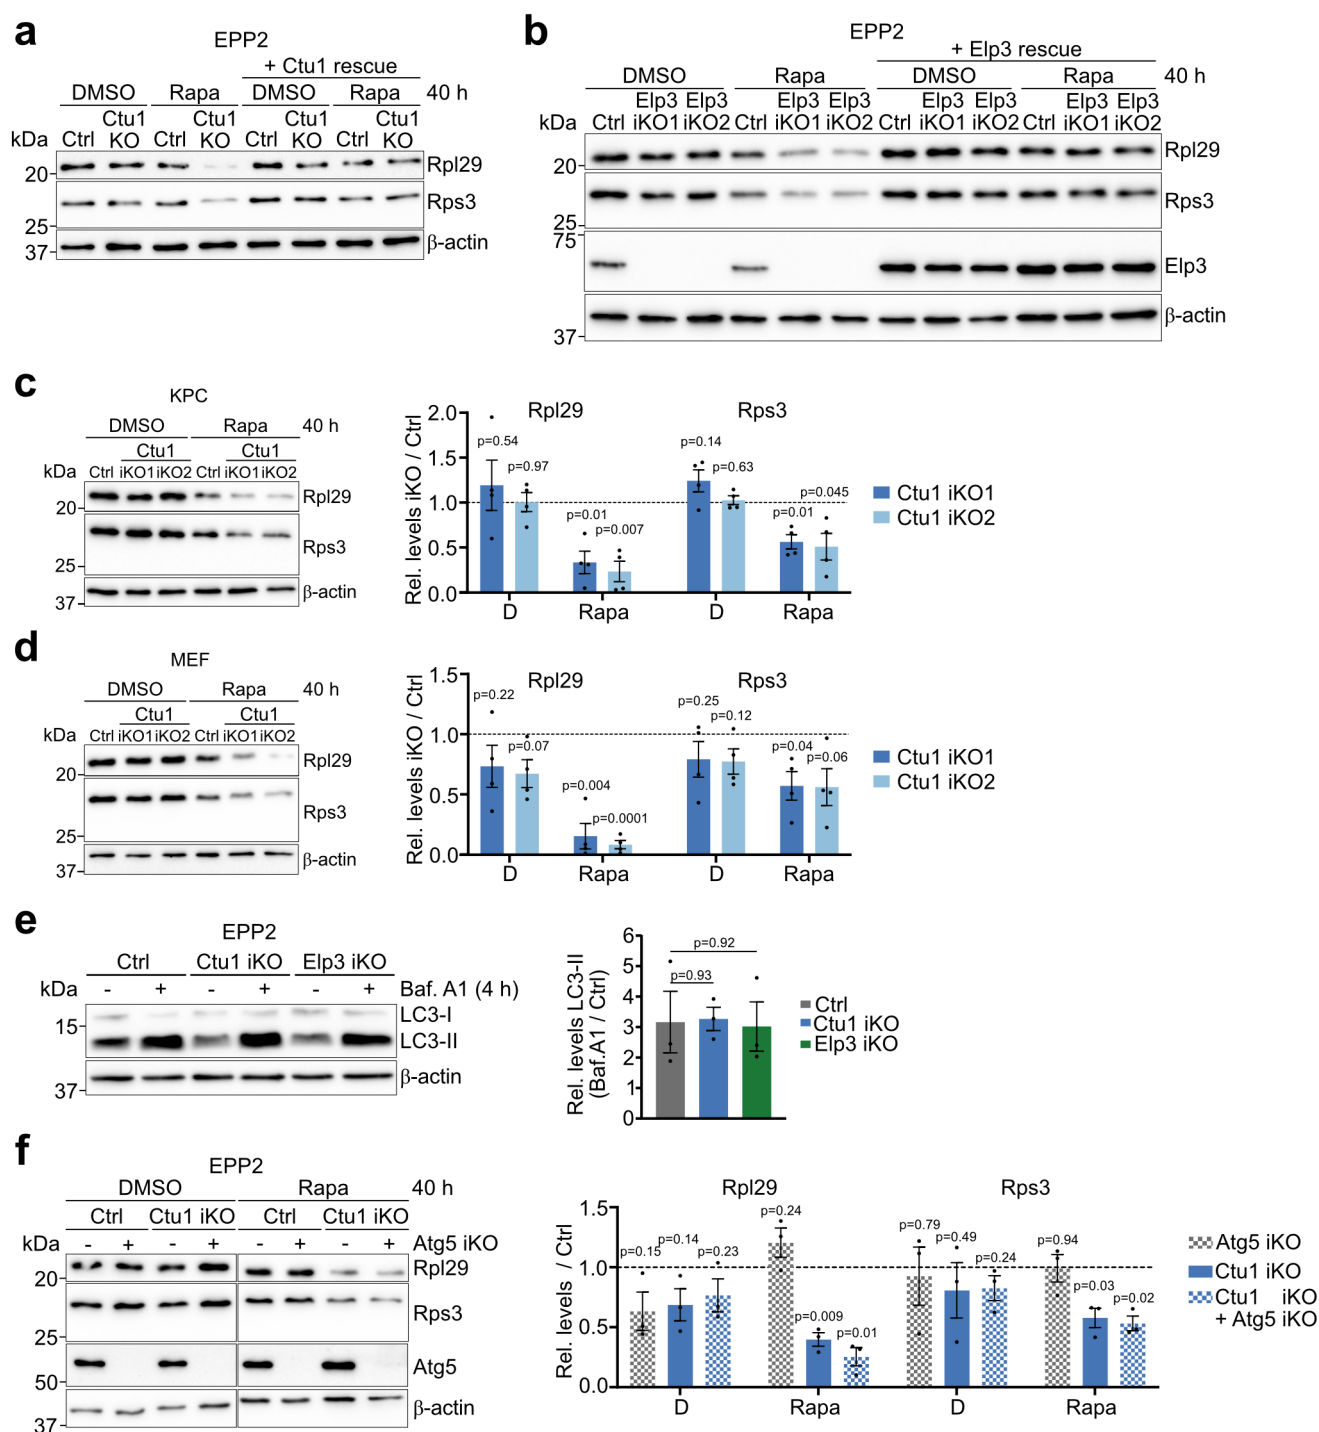

**Supplementary Figure 9 mTORC1 and Ctu1 sustain the ribosomal protein levels independently of autophagy**

**a), b)** Abundance of ribosomal proteins Rpl29 and Rps3 in a) Ctu1 KO and b) Elp3 iKO EPP2 cells with ectopic expression of Ctu1 / Elp3 cDNA after 40 h  $\pm$  rapamycin [50 nM], analyzed by immunoblotting. **c), d)** Changes in Rpl29 and Rps3 abundance in Ctu1 iKO c) KPC cells and d) MEFs after 40 h  $\pm$  rapamycin [50 nM], analyzed by quantitative immunoblotting. Data are normalized to sgRNA controls (dashed line) and represented as mean  $\pm$  SEM (n = 4 independent experiments); p values were calculated by two-tailed one sample *t*-test with a hypothetical mean of 1. **e)** LC3-II flux

in Ctu1 iKO and Elp3 iKO EPP2 cells, analyzed by quantitative immunoblotting. Bafilomycin A1 treatment was 100 nM for 4 h. Data are normalized to DMSO control and represented as mean  $\pm$  SEM (n = 3 independent experiments); p values were calculated by unpaired two-tailed *t*-test with Welch correction. **f**) Changes in Rpl29 and Rps3 abundance in Ctu1 / Atg5 iDKO EPP2 cells after 40 h  $\pm$  rapamycin [50 nM], analyzed by quantitative immunoblotting. Data are normalized to sgRNA controls (dashed line) and represented as mean  $\pm$  SEM (n = 3 independent experiments); p values were calculated by two-tailed one sample *t*-test with a hypothetical mean of 1. Source data are provided as a Source Data file.

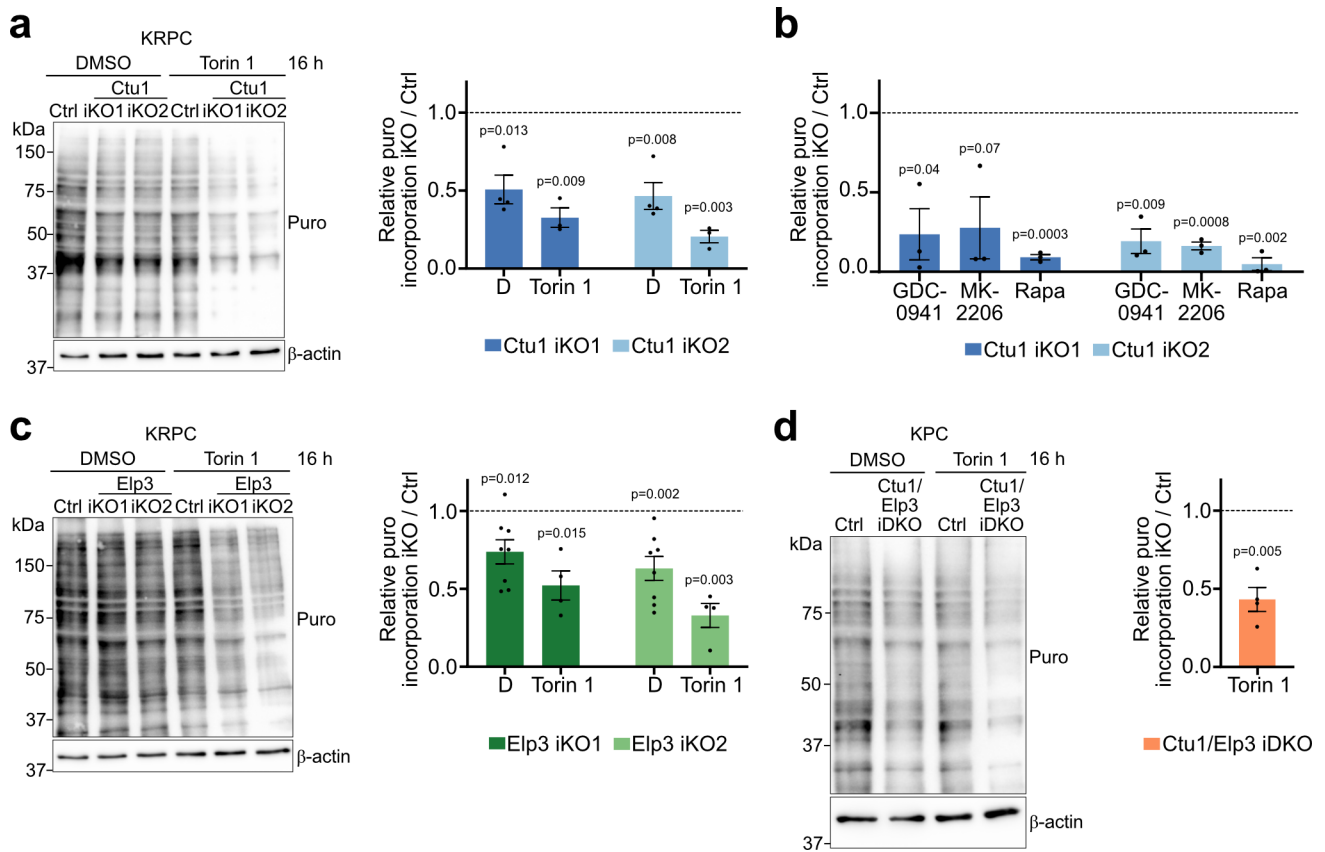

### Supplementary Figure 10 Concerted suppression of mTORC1 and tRNA wobble enzymes inhibits protein synthesis

**a) – d)** Puromycin (puro) incorporation assay in U<sub>34</sub>-enzyme-deficient cells after 16 h inhibitor treatment, analyzed by quantitative immunoblotting. **a)** Ctu1 iKO KRPC cells  $\pm$  torin 1 [300 nM]; **b)** Ctu1 iKO KRPC cells  $\pm$  GDC-0941 [1  $\mu$ M], MK-2206 [2  $\mu$ M], rapamycin [12.5 nM]; **c)** Elp3 iKO KRPC cells  $\pm$  torin 1 [300 nM]; **d)** Ctu1/Elp3 iDKO KPC cells  $\pm$  torin 1 [300 nM]. Data are normalized to sgRNA controls (dashed line) and represented as mean  $\pm$  SEM ( **a**) DMSO  $n = 4$ , torin 1  $n = 3$ , **b**)  $n = 3$ , **c**) DMSO  $n = 8$ , torin 1  $n = 4$ , **d**)  $n = 4$  independent experiments);  $p$  values were calculated by two-tailed one sample  $t$ -test with a hypothetical mean of 1. Source data are provided as a Source Data file.

# Supplementary material for: mTORC1 cooperates with tRNA wobble modification to sustain the protein synthesis machinery
**Source:** Nat Commun. 2025 May 6;16:4201. doi: 10.1038/s41467-025-59185-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: *sgRNA counts from CRISPR screens*. Raw sgRNA counts from CRISPR screens in EPP2 cells to identify genes that become essential during mTOR inhibition. For each screening condition, raw sequencing reads of individual sgRNA sequences are provided. Non-targeting genes indicate control sgRNAs. Column names describe condition\_replicate (for T0) or the respective condition (DMSO, torin 1 [300 nM]).

File Name: Supplementary Data 2

Description: *MAGeCK analysis of CRISPR screens*. MAGeCK analysis of CRISPR screens in EPP2 cells. The table shows datasets for each condition (DMSO, torin 1 [300 nM]) compared to T0 and for endpoint comparison (torin 1 versus DMSO). Mediannormalized log2 fold-changes, p-values and FDRs were calculated by MAGeCK v0.5.9.

File Name: Supplementary Data 3

Description: *Nascent proteomics datasets for Ctu1 iKO, Elp3 iKO and mTORC1 inhibitors*. Nascent proteomics datasets for SILAC-AHA-enriched proteins from EPP2 cells. Samples were generated in 3 experimental replicates. Log2 fold-changes and spectral count (adjusted) p values (p value of DEqMS considering the number of detected peptides) for Ctu1 iKO versus control, Elp3 iKO versus control, mTORC1 inhibitor versus DMSO, Ctu1 iKO + mTORC1 inhibitor versus Ctu1 iKO + DMSO (inhibitor effect), and Ctu1 iKO + mTORC1 inhibitor versus mTORC1 inhibitor (Ctu1 effect) are provided. mTORC1 inhibitors were 5 h torin 1 [50 nM] or rapamycin [50 nM]. n = 3 experimental replicates.

File Name: Supplementary Data 4

Description: *RNA sequencing datasets for Ctu1 iKO*. and Elp3 iKO RNA sequencing of total RNA from EPP2 cells. Samples were generated in 2 biological replicates. Log2 fold-changes and (adjusted) p-values for Ctu1 iKO versus control and Elp3 iKO versus control are provided. n = 2 independent experiments.

File Name: Supplementary Data 5

Description: *Codon usage and nascent proteomics data of U34- enzyme-dependent transcripts*. Murine mRNA codon usage (% deviation from transcriptome average) for AAA, GAA, CAA, VAA and non-VAA codons and nascent proteomics data (log2 foldchange, adjusted p-value) for nascent proteomics datasets of Ctu1 iKO versus control and Elp3 iKO versus control (as in Suppl. Data 3); shown are the U34-enzymedependent protein groups as in Suppl. Fig. 5c.

File Name: Supplementary Data 6

Description: *Steady-state proteomics datasets for Ctu1 iKO, Elp3 iKO and rapamycin*. Steady-state proteomics of whole-cell lysates from EPP2 cells. Samples were generated in 5 biological replicates. Log2 fold-changes and (adjusted) p-values for Ctu1 iKO versus control, Elp3 iKO versus control, rapamycin versus DMSO, Ctu1 iKO + rapamycin versus control + DMSO or Elp3 iKO + rapamycin versus control + DMSO are provided. 40 h rapamycin [50 nM]; n = 5 independent experiments.

File Name: Supplementary Data 7

Description: *Transcriptome-wide usage of U34-enzyme-dependent codons*. Murine mRNA codon usage (% deviation from transcriptome average) for transcripts identified in nascent proteomics experiments are provided for AAA, GAA, CAA, VAA and non-VAA codons.

File Name: Supplementary Data 8

Description: sgRNA sequences used in this paper.

# Supplementary material for: mTORC1 cooperates with tRNA wobble modification to sustain the protein synthesis machinery
**Source:** Nat Commun. 2025 May 6;16:4201. doi: 10.1038/s41467-025-59185-4
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FACS: cells were sorted using BD FACSDiva software (v8.0, FACSARIAIII); immunoblotting: ChemiDoc Touch imaging system (BioRad); proteomics: Orbitrap Tune (2.11 QF2 Build 30007) and XCalibur (4.4) software from Thermo Fischer Scientific.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | Image Lab software (BioRad v6.0.0.25), GraphPad Prism (v10.1.0(316)), Bowtie 2 (v2.3.0), fastx-toolkit (v0.0.14), featureCounts (v1.6.1), MAGeCK (v0.5.9), Spectronaut (Biognosys, version 17.1.221229.55965), DIA-NN (version 1.8.1), R software environment (version 4.0.3), Limma (version 3.46.0), DEqMS (version 1.8.0), clusterProfiler (version 3.18.0), cutadapt (v3.4), FASTX-toolkit (v0.0.6), umi_tools (v1.1.1), STAR (v2.5.3a), DESeq2 (version 1.30.1). Custom scripts have been deposited as described in the methods section at <a href="https://github.com/ZuberLab/crispr-process-nf">https://github.com/ZuberLab/crispr-process-nf</a> , <a href="https://github.com/ZuberLab/crispr-mageck-nf">https://github.com/ZuberLab/crispr-mageck-nf</a> , <a href="https://github.com/DKFZ-ODCF/RNAseqWorkflow">https://github.com/DKFZ-ODCF/RNAseqWorkflow</a> , <a href="https://github.com/A-X-Smitt/B250_diricore">https://github.com/A-X-Smitt/B250_diricore</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

CRISPR Screen, Proteomics and RNA Seq data are included in the Supplementary information files of the manuscript. The mass spectrometry data generated in this study have been deposited at ProteomeXchange via the PRIDE partner repository with identifiers PXD047316, PXD047935, the RiboSeq and RNA sequencing data at GEO via identifier GSE250593.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to estimate sample sizes. Sample sizes were chosen in accordance with standard practices. For animal experiments, sample size was determined based on previous studies conducted using similar setups, without the need for additional statistical estimations. |
| Data exclusions | For puromycin incorporation western blots, an unspecific band at around 42 kDa was excluded from quantification as this band appears only after long secondary antibody incubation, including in samples not treated with puromycin. For other experiments, no data were excluded.               |
| Replication     | The number of replicates in each experiment is specified in the figure legends. All results were successfully replicated in independent experiments at least twice, with comparable results.                                                                                                     |
| Randomization   | Samples for LC-MS analysis were acquired in a randomized manner. For other experiments, randomization was not relevant.                                                                                                                                                                          |
| Blinding        | The investigators were not blinded during data allocation and analysis.                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies were from Cell Signaling (#2920 Akt(pan), #4060 Phospho-Akt (Ser473), #2217 S6 Ribosomal Protein, #2215 Phospho-S6 Ribosomal Protein (Ser240/244), #2708 p70 S6 Kinase, #9234 Phospho-p70 S6 Kinase (Thr389), #5728 Elp3, #9538 Ribosomal Protein S3), ProteinTech (15799-1-AP Ribosomal Protein L29) and Sigma Aldrich (A5441 $\beta$ -actin, MABE343 Puromycin). Secondary antibodies were from Sigma Aldrich (HRP anti-rabbit, HRP anti-mouse). Antibody for Flow Cytometry was from Invitrogen (17-0091-82 Cd9 Monoclonal Antibody KMC8, APC, eBioscience).                                                                                                                                                    |
| Validation      | The Elp3 antibody (Cell Signaling 5728) was validated by CRISPR-mediated knockout followed by western blotting. The Cd9 antibody for Flow Cytometry (Invitrogen (17-0091-82 Cd9 Monoclonal Antibody KMC8, APC, eBioscience) was validated by CRISPR mediated knockout followed by flow cytometry analysis. Remaining antibodies (Cell Signaling (#2920 Akt(pan), #4060 Phospho-Akt (Ser473), #2217 S6 Ribosomal Protein, #2215 Phospho-S6 Ribosomal Protein (Ser240/244), #2708 p70 S6 Kinase, #9234 Phospho-p70 S6 Kinase (Thr389), #9538 Ribosomal Protein S3), ProteinTech (15799-1-AP Ribosomal Protein L29) and Sigma Aldrich (A5441 $\beta$ -actin, MABE343 Puromycin)) were validated by the respective manufacturers. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                         |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | EPP2, KRPC, SV40 large T antigen-immortalized MEFs and KPC (Pechincha et al., Science 2023), T24 (ATCC HTB-4), HEK 293T (ATCC CRL-3216) |
| Authentication                                                    | Human cell lines were authenticated by Single Nucleotide Polymorphism (SNP) typing by Multiplexion.                                     |
| Mycoplasma contamination                                          | All used cell lines were routinely tested and confirmed negative for mycoplasma contamination.                                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                         |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 16 and 24 week-old (mixed between groups) female and male (mixed between groups) C57BL/6J Rag2 <sup>-/-</sup> mice                                                                         |
| Wild animals            | n/a                                                                                                                                                                                        |
| Reporting on sex        | female and male (mixed between groups)                                                                                                                                                     |
| Field-collected samples | n/a                                                                                                                                                                                        |
| Ethics oversight        | Animal experiments were performed in accordance with a protocol approved by the local Ministry (Research Institute of Molecular Pathology (IMP), Vienna BioCenter (VBC), Vienna, Austria). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Resuspend cell pellet, incubate in blocking buffer (3 % BSA in PBS with 5 % FBS) for 30 min on ice protected from light. Spin down (100 g, 4 °C, 5 min), aspirate supernatant, resuspend cell pellet in 100 µl antibody solution (5 ug / mL in blocking buffer), incubate for 30 min on ice protected from light. Spin down (100 g, 4 °C, 5 min), aspirate supernatant, resuspend cell pellet in 500 µL washing buffer (PBS with 5 % FBS). Pass samples through cell strainer before measurement. |
| Instrument                | BD FACS Cantoll Flow Cytometry System                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Software                  | BD FACSDiva software (v8.0) and FlowJo (v10.6.1)                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | 10,000 cells were measured for each experimental group.                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Gating strategy           | FSC-A vs SSC-A to select viable cells; SSC-A vs SSC-H to select single cells from viable cells; VL-450/50-A vs RL-670/14-A to determine Cas9 expression (VL450/50) and editing of Cd9 (RL-670/14); adjust PMT voltages with non-antibody treated sample.                                                                                                                                                                                                                                          |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

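Ribosome footprints and poly(A) RNA were sequenced from 23 cultures of murine EPP2 cells, which gave 46 libraries. Of the control cultures, 6 received DMSO and 6 received 300 nM torin 1 for 2 h, and of the Ctu1 iKO cultures, 5 received DMSO and 6 received torin 1. Conditions and replicate numbers were taken from the sample labels and were never changed. Replicate numbers were treated as independent cultures. The paper's methods name 2 biologically independent replicates on consecutive days for ribosome profiling, while its legends give n = 5 and n = 6 independent experiments, and exact p-values would be too small if some of the cultures were not independent.

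The footprint counts were made by the authors as follows before the data were deposited: adapters and short fragments were removed, molecular identifiers were extracted, rRNA reads were removed, and the remaining reads were aligned and counted per gene with STAR. The paper's methods name a human genome for this alignment, while the gene symbols in the tables are those of mouse. The RNA-seq counts come, per the authors' methods, from paired-end poly(A) libraries and a workflow of the sequencing facility. Both are raw counts per gene as deposited, with no normalization applied, and counts were checked to be whole numbers. In the DMSO and torin 1 tables, the lowest maximum footprint count of an entry was 100, so a filter on footprints preceded the listing, and genes below it could not be tested. All RNA-seq counts were even. Between DMSO and torin 1 tables, 9857 symbols that stand on 1 entry each were shared.

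Genes with a mean of at least 10 counts over the libraries of a comparison were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test), and adjusted p-values are Benjamini-Hochberg values from edgeR unless another tool is named. A gene was called at an adjusted p-value under 0.05. Translational efficiency was tested as the interaction of assay and group in 1 edgeR model that holds footprint and RNA-seq libraries, with TMM factors computed within each assay. The difference between the torin 1 effects in Ctu1 iKO and in control was tested as an interaction in the same way. No replicate term was used in these models because the paper's methods use none.

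Gene lists were compared by culture. The mean log2 counts per 1e+06 counts (CPM, pseudocount 1) over the genes of a list was computed for each culture, or for translational efficiency its footprint value minus its RNA-seq value, and cultures were compared with two-sided exact permutation tests of the mean difference. The smallest p that such a test can give is 0.00216 for 6 cultures against 5 or 6, 0.0286 for 4 against 4 and 0.333 for 2 against 2. Differences between torin 1 effects were tested by exchanging genotypes within each treatment. There were 13 lists. These were the paper's groups of cytosolic ribosomal proteins, ncRNA processing, ribonucleoprotein complex biogenesis, G2 DNA damage checkpoint, sister chromatid segregation, kinesins, collagen trimer and extracellular matrix structural constituent, and lists written by hand of TOP mRNAs other than ribosomal proteins, integrated stress response, unfolded protein response, p53 targets and mitochondrial ribosomal proteins. Together they made a family of 117 tests. A second family of 52 tests in footprints with torin 1 was added after the labels had been checked. Codon content was counted in 1 coding sequence per gene (GENCODE M21), and slopes of log2 CPM on codon content were fitted over genes for each culture with numpy 2.4.6, then compared between cultures with the same exact tests in scipy 1.17.1 and Python 3.11.15. Tables were handled with pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

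The comparisons, tests, lists, alternatives and the rule for naming genes were chosen before the data were examined, apart from those named as later. Named genes were Ctu1, the U34-enzyme genes, Rpl29, Rps25 and Rps3, and for each comparison the 5 genes with the largest change in each direction among those with an adjusted p-value under 0.05, a mean of at least 100 counts and non-overlapping groups. Mocs3 is not listed in the tables. Alternatives were DESeq2 1.42.0 in place of edgeR, library totals alone in place of TMM, other count filters (10 counts in every library, filterByExpr of edgeR, none), a term for the replicate number, a term for the culture in translational efficiency, and for lists a pseudocount of 0.1, the median, DESeq2's size factors and members outside the ribosomal protein list. Slopes were refitted with GC content or AAG as a second term, with VAA in place of AAA, and outside the ribosomal protein list. Each library was left out in turn in comparisons that include the 5 Ctu1 iKO cultures with DMSO. For lists and slopes, the term for the replicate number was a two-sided exact sign-flip test of same-numbered differences, which can give no p below 0.0312 with 6 pairs or 0.0625 with 5. A batch term for replicates 1 and 2 against replicates 3 to 6, separate fits of the batches, halved RNA-seq counts, and all footprint comparisons with torin 1 were chosen after seeing the data.

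The tests of genes were tried on simulated data drawn with the spread of these libraries. With 200 genes changed by a log2 change near 1, edgeR recovered 96.5% of them in RNA-seq, 76.5% in footprints and 75% in translational efficiency with DMSO, and 54.5% in translational efficiency with torin 1. Unchanged genes made up 3.98%, 4.38%, 6.83% and 2.68% of these calls. DESeq2 recovered 96%, 82.5%, 84% and 68.5%, with 13.9%, 13.6%, 10.2% and 10.5% unchanged genes among its calls. For lists and slopes, simulated values had a fixed spread that was not taken from these libraries, and were drawn independently for each gene and culture. A shift of 0.13 put into the ribosomal protein list was recovered as 0.15, and a slope of -0.1 as -0.0987. This checks the calculation and not how small a change could be found at the spread between the real cultures.

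Depth differed between libraries. Footprint totals lay between 4602092 and 52907878 counts and RNA-seq totals between 129881946 and 325494304. Same-numbered Ctu1 iKO and control cultures with DMSO deviated from their group means with correlations over genes from -0.31 to 0.51 in RNA-seq and from -0.10 to 0.47 in footprints, and with torin 1 from 0.19 to 0.72 and from 0.31 to 0.55. Footprint and RNA-seq libraries of the same culture gave -0.11 to 0.44. A library's log2 profile was checked against its labels on axes from other libraries. The data contradict the labels of 6 RNA-seq libraries (Ctu1 iKO DMSO replicates 4 and 5, control torin 1 replicates 5 and 6, and Ctu1 iKO torin 1 replicates 5 and 6), which were kept as labelled in every comparison. Comparisons that use these libraries, in transcripts or in translational efficiency, carry this limit, and those of footprints alone do not. Codon occupancy of the ribosome needs read positions and was not analysed here, and Elp3-deficient cells were not analysed here.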

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

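The tests of footprint comparisons with torin 1, of library labels, AAA content, scaling, batches and TOP mRNAs (mRNAs with a 5′ terminal oligopyrimidine motif) were chosen only after the result was seen.

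The footprint library of control DMSO replicate 5 held 52907878 counts, far from the others of its group, with a gap of 0.680 of the group's range. It was the only such value among 56 groups of libraries or cultures, of which 5% would show one by chance. No biological explanation was tested for it. Depth did not account for the larger fall of ribosomal protein footprints with torin 1 in Ctu1 iKO than in control described below, because thinning all footprint libraries to 4584436 counts left this difference of the torin 1 effects at -0.64 (permutation p = 0.00454).

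The paper reports codon occupancy from the footprint libraries with torin 1 but not the amount of footprints per gene. In control cells, 714 of 9856 genes differed in footprints between torin 1 and DMSO, 287 of them higher. In Ctu1 iKO cells the count was 788 of 9855 genes (343 higher), and between Ctu1 iKO and control with torin 1 it was 479 of 9913 genes (221 higher). With library totals in place of TMM, the median of all genes shifted by 0.10 in control and 0.11 in Ctu1 iKO between torin 1 and DMSO. Footprints on the ribosomal protein list were 8.70 ± 0.11 with torin 1 and 9.68 ± 0.12 with DMSO in control (SD, n = 6 each), a difference of -0.97. They were 8.02 ± 0.09 (SD, n = 6) and 9.64 ± 0.11 (SD, n = 5) in Ctu1 iKO, a difference of -1.62. With torin 1, Ctu1 iKO lay at 8.04 ± 0.09 and control at 8.77 ± 0.10 (SD, n = 6 each), a difference of -0.73. Each of these had a two-sided exact permutation p of 0.00216, the smallest these cultures can give, and was shown by all same-numbered cultures (6 of 6, 5 of 5 and 6 of 6). With library totals alone the differences were -0.88, -1.52 and -0.69. In the same order, they were -1.02, -1.70 and -0.79 in replicates 1 and 2, and -0.95, -1.56 and -0.70 in replicates 3 to 6. All 73 genes fell in each comparison. Of these, 72, 73 and 68 had an adjusted p-value under 0.05 over all genes, and 73, 73 and 72 when adjusted over the list alone. Of 100 splits of the same libraries for each comparison, 1 gave as many genes, the real one, and the highest count of another split was 17, 224 and 7. Among the 32 splits that part all same-numbered cultures, 1 did so in control cells and 1 between the genotypes with torin 1. By gene, the largest footprint changes with torin 1 in control were those of Ccng2 (log2 change 2.76) and Pabpc1 (-1.97), and between the genotypes with torin 1 those of Dynap (2.20) and Eef1a1 (-1.53).

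Footprints of 63 of 9857 genes responded to torin 1 differently in Ctu1 iKO than in control, all 63 with a larger fall or smaller rise in Ctu1 iKO. Eef1a1 was among them (log2 difference -1.22, adjusted p = 1.07e-08). For the ribosomal protein list, the torin 1 effects differed by -0.64 (permutation p = 0.00462, adjusted p = 0.0160 over 52 tests; 5 of 5 same-numbered cultures), with 37 of its 73 genes at an adjusted p-value under 0.05, or 68 when adjusted over the list alone. Of 100 splits, 1 gave as many genes, and the highest other gave 60. Several technical explanations are argued against. With library totals alone the list difference was -0.64, among replicates 3 to 6 it was -0.61 (-0.67 in replicates 1 and 2), and for the 67 genes without a listed near-identical copy it was -0.63 (permutation p = 0.00507). The transcript levels did not give it, as their difference in replicates 1 and 2, in which no label is contradicted, was 0.026. AAA content as the whole cause of this footprint difference is argued against. Relative to 2213 genes outside the ribosomal protein and TOP lists, the list still differed by -0.64 (permutation p = 0.0113). These genes had at least the AAA share of the median ribosomal protein gene. A footprint count does not separate the number of ribosomes that start from the time they spend on codons. It therefore does not show how AAA content affects protein output. A smaller part of AAA content is not excluded, as the footprint slope on AAA between the genotypes with torin 1 was -0.0194 per percentage point with GC content as a second term and same-numbered cultures as pairs (exact sign-flip p = 0.0312). A stronger effect of torin 1 on TOP mRNAs in Ctu1 iKO cells remains a candidate explanation. The 19 TOP mRNAs other than ribosomal proteins differed by -0.49 (permutation p = 0.0293, adjusted p = 0.0801; 5 of 5), which is in line with it but fails the correction. The difference may therefore be biological, as a hypothesis found and tested on the same data. The paper reports that Ctu1-deficient cells kept higher mTORC1 activity than control cells, at a lower torin 1 dose and longer time. That does not favour stronger inhibition of mTORC1 in them. In its newly synthesized proteome, ribosomal proteins fell particularly strongly when Ctu1 loss was combined with an mTORC1 inhibitor. Those values are of proteins and not of footprints, also at a lower dose and longer time.

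Transcript levels and translational efficiency with torin 1, which the paper does not report, use RNA-seq libraries whose profiles lie against their labels. As labelled, 916 of 9630 genes differed in transcript level between torin 1 and DMSO in control cells. Translational efficiency changed for 166 of 9630 genes in control (8 higher), 257 of 9633 in Ctu1 iKO (32 higher) and 113 of 9675 between Ctu1 iKO and control with torin 1 (6 higher). With library totals, the median of all genes shifted by 0.13 in control and 0.14 in Ctu1 iKO. The ribosomal protein list differed by -1.15, -1.68 and -0.81 in these comparisons of translational efficiency (two-sided exact permutation p = 0.00216, the smallest these cultures can give; adjusted p = 0.0158; 6 of 6, 5 of 5 and 6 of 6 same-numbered cultures), and by -1.17, -1.88 and -0.83 in replicates 1 and 2. All 73 genes were lower in each, with 72, 73 and 60 at an adjusted p-value under 0.05 over all genes and 73 in each when adjusted over the list alone. Of 100 splits for each of the 4 comparisons, 1 gave as many genes. The highest other count was 210 for transcripts and 6, 106 and 3 for translational efficiency. Among the 32 splits that part same-numbered cultures, 1 gave as many genes in each of the 3 comparisons with 6 cultures per group.

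For the lower translational efficiency of ribosomal protein mRNAs in Ctu1 iKO than in control with torin 1, depth is argued against by thinned footprint libraries (-0.82), scaling by library totals alone (-0.74), batch by replicates 3 to 6 (-0.81; affected by the labels), shared reads by the 67 genes without a listed copy (-0.80), and AAA content as the whole cause by a list difference of -0.82 relative to 2220 AAA-rich genes outside the lists (exact permutation p = 0.00216). For AAA content, this concerns the amount of footprints and not protein output. RNA-seq libraries that carry labels of other cultures are not the whole cause, since footprints alone gave -0.73. Whether torin 1 acted more on TOP mRNAs in Ctu1 iKO could not be decided from translational efficiency. The difference of the torin 1 effects on the 19 other TOP mRNAs was -0.45 (permutation p = 0.115), in a comparison that uses RNA-seq libraries whose labels the data contradict.

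The difference between the torin 1 effects on translational efficiency was past the threshold for 3 of 9634 genes, Eef1a1 (-1.13, adjusted p = 0.00406), Eef1b2 (-0.77, adjusted p = 0.0354) and Rpl14 (-0.75, adjusted p = 0.0448), named after their values were seen. Of 100 splits, 3 gave as many genes, and the highest other gave 20. Without 1 library at a time, the count lay between 1 and 5, and in these 23 fits Eef1b2 lost its call in 16, Rpl14 in 18 and Eef1a1 in 0. Rpl14 also lost it with halved RNA-seq counts (adjusted p = 0.0658). For the ribosomal protein list the difference was -0.55 (permutation p = 0.0663; 5 of 5 same-numbered cultures). Among the 13 lists, 3 others had an adjusted p-value under 0.05, ncRNA processing with -0.13 (permutation p = 0.00744, adjusted p = 0.0458), ribonucleoprotein complex biogenesis with -0.16 (p = 0.00106, adjusted p = 0.0158) and the unfolded protein response with -0.15 (p = 0.00582, adjusted p = 0.0400). They were shown by 5, 5 and 4 of 5 same-numbered cultures and were -0.07, -0.10 and -0.15 in replicates 1 and 2. Members outside the ribosomal protein list gave -0.09 for ncRNA processing and -0.11 for ribonucleoprotein complex biogenesis, with adjusted p-values of 0.305 and 0.190. In footprints alone the differences were -0.04 (permutation p = 0.722), -0.07 (p = 0.476) and -0.11 (p = 0.499). These results rest on RNA-seq libraries whose labels the data contradict, and no biological explanation was tested for them.

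Lists other than that of ribosomal proteins also changed between Ctu1 iKO and control. The integrated stress response list (22 genes with DMSO, 20 with torin 1) was higher in Ctu1 iKO with DMSO by 0.48 in transcripts and by 0.58 in footprints, and with torin 1 by 0.40 in footprints. Shown by 5 of 5, 5 of 5 and 6 of 6 same-numbered cultures, each had an exact permutation p of 0.00216, the smallest possible here, with adjusted p-values of 0.0158, 0.0158 and 0.00804. In replicates 1 and 2 they were 0.57, 0.57 and 0.42. With torin 1, the transcript difference as labelled was 0.12 (exact permutation p = 0.463, adjusted p = 0.686, 4 of 6), so no increase in transcripts was called there. With the median over the list in place of the mean, the transcript difference with DMSO was 0.22 (adjusted p = 0.470). TOP mRNAs other than ribosomal proteins were lower in Ctu1 iKO in translational efficiency by -0.35 with DMSO (adjusted p = 0.0158, 5 of 5) and by -0.78 with torin 1 (adjusted p = 0.0158, 6 of 6), and in footprints with torin 1 by -0.69 (adjusted p = 0.00804, 6 of 6). In replicates 1 and 2 these were -0.22, -0.73 and -0.70. Of the 19 genes, 1, 15 and 15 had an adjusted p-value under 0.05 over all genes, and 12, 17 and 17 when adjusted over the list alone. Transcript and translational efficiency values use the contradicted labels, footprint values do not. The lists were written by hand, and no further explanation of these differences was tested.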

How the results depend on the processing

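The fits of replicates 1 and 2 alone, of replicates 3 to 6 alone, the batch block and all footprint comparisons with torin 1 were tests chosen only after the result was seen. Unless said otherwise, the cause of a change was not tested.

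Of 36 main results, 6 kept their call under every alternative that was run, where for lists in replicates 1 and 2 alone only direction and size were compared, since 2 cultures against 2 can give no p below 0.333. They were the ribosomal protein list in footprints between the genotypes with DMSO (not past the threshold) and with torin 1 and between torin 1 and DMSO in control, the list in translational efficiency in the latter 2 comparisons, and the RNA-seq difference of the torin 1 effects (0 genes, 358 at an unadjusted p under 0.05; also 0 in each of 23 fits without 1 library). For the other 30, and the named genes, values that moved follow.

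DESeq2 gave 1439 genes for transcripts with torin 1 against DMSO in control (916 with edgeR). It gave 700 (277) for footprints and 29 (5) for translational efficiency between the genotypes with DMSO, 842 (479) for footprints between the genotypes with torin 1, and for the difference of the torin 1 effects 33 (3) in translational efficiency and 109 (63) in footprints. In simulated data DESeq2 called more unchanged genes than edgeR.

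With a replicate block, the counts were 2486 for transcripts, 449 for translational efficiency and 2019 for footprints with torin 1 against DMSO in control, 294 and 1425 for translational efficiency and footprints between the genotypes with torin 1, and 55 and 139 for the difference of the torin 1 effects on translational efficiency and footprints. The batch block gave, in the same order, 1719, 260, 1218, 185, 914, 20 and 121. It gave 737 for footprints and 28 for translational efficiency between the genotypes with DMSO, and 1368 for footprints with torin 1 against DMSO in Ctu1 iKO.

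Replicates 3 to 6 alone gave 217 genes for transcripts with torin 1 against DMSO in control, 184 for footprints and 8 for translational efficiency between the genotypes with DMSO, and 0 for the difference of the torin 1 effects on translational efficiency (722 at an unadjusted p under 0.05). From replicates 1 and 2 alone, fewer samples gave 1547 and 12 genes for transcripts between the genotypes with DMSO and torin 1, and 1511 with torin 1 against DMSO in control. For footprints they gave 0 (1067 unadjusted) between the genotypes with DMSO, 0 (846 unadjusted) with torin 1, 134 and 144 with torin 1 against DMSO in control and Ctu1 iKO, and 1 for the difference of the torin 1 effects. For translational efficiency they gave 0 (657 unadjusted) and 2 between the genotypes with DMSO and torin 1, 156 with torin 1 against DMSO in Ctu1 iKO, and 1 for the difference of the torin 1 effects. The latter count was 6 with library totals alone and 1 with no count filter.

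For the ribosomal protein list, transcripts between the genotypes with DMSO differed by 0.19 with a replicate block (exact sign-flip p = 0.125) and by 0.030 in replicates 1 and 2. With torin 1, they differed by 0.083 with a replicate block (exact sign-flip p = 0.0312, the smallest possible; main p = 0.335). Transcripts with torin 1 against DMSO in control differed by 0.18 in replicates 3 to 6 (exact permutation p = 0.0857; 0.17 and p = 0.00649 in all cultures). Translational efficiency between the genotypes with DMSO differed by -0.39 in replicates 3 to 6 (exact permutation p = 0.0286, the smallest possible). With library totals, the difference of the torin 1 effects on translational efficiency was -0.54 (permutation p = 0.0377). With a replicate block, no p under 0.0625 was possible for -1.72 in translational efficiency and -1.62 in footprints with torin 1 against DMSO in Ctu1 iKO, or -0.63 for the difference of the torin 1 effects on footprints. Of 117 list tests, 19 passed the correction. Members outside the ribosomal protein list gave 12, which shows that part of the calls rested on shared genes, and the replicate block 0, since it allows no smaller p than 0.0312 (20 unadjusted).

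AAA slopes between the genotypes with DMSO were -0.0174 (exact permutation p = 0.0563) in transcripts, which became -0.0194 (p = 0.0390) with AAG as a second term and -0.0099 (p = 0.0346) for VAA. In footprints the slope of -0.0026 turned to 0.0012 with a replicate block and 0.0075 in replicates 3 to 6. In translational efficiency the slope of 0.0148 (exact permutation p = 0.563) turned to -0.00088 with GC content and a replicate block. With torin 1, the slope of 0.0011 between the genotypes in translational efficiency turned to -0.0086 with GC content, also with a replicate block, and to -0.0037 in replicates 3 to 6, and that of -0.0100 in footprints became -0.0194 with GC content and a replicate block (exact sign-flip p = 0.0312, the smallest possible). With torin 1 against DMSO in control, translational efficiency gave -0.0150 with a replicate block and -0.0221 with GC content as well (both exact sign-flip p = 0.0312), and footprints gave -0.0239 with GC content (exact permutation p = 0.0476), -0.0239 with a replicate block as well (exact sign-flip p = 0.0312) and 0.0012 for VAA.

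Leaving out 1 library at a time, counts between the genotypes with DMSO ranged from 1789 (without Ctu1 iKO replicate 4) to 2969 in transcripts, from 144 (without control replicate 3) to 285 in footprints and from 3 to 5 in translational efficiency over 11 fits each. For torin 1 against DMSO in Ctu1 iKO they ranged from 189 to 268 in translational efficiency and from 527 to 921 in footprints, and for the difference of the torin 1 effects from 1 to 5 and from 48 to 64 over 23 fits each. The ribosomal protein list ranged from 0.13 to 0.25 in transcripts (9 of 11 fits no longer past the threshold, exact permutation p from 0.00476 to 0.103), and from -0.36 to -0.20 in translational efficiency with DMSO (2 past it, p from 0.0333 to 0.171). For the difference of the torin 1 effects on translational efficiency it ranged from -0.63 to -0.47 (3 past it, p from 0.0269 to 0.129). Slopes ranged from -0.0210 to -0.0129 in transcripts (4 past it), from -0.0173 (without Ctu1 iKO replicate 4) to 0.0061 in footprints (5 reversed) and from -0.0044 (without Ctu1 iKO replicate 4) to 0.0262 in translational efficiency (1 reversed).

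Directions of named genes that reversed were, for transcripts between the genotypes with DMSO in replicates 1 and 2, Rpl29 (-0.047), Rps3 (-0.047), Elp2 (0.0057), Elp5 (0.14) and Elp6 (-0.026). Elp4 and Elp6 gave -0.015 and -0.014 with library totals. Elp5 and Elp6 gave 0.015 and -0.015 with a replicate block, and Elp5 0.0082 with the batch block. Without 1 library, Elp2 ranged from -0.071 to 0.013, Elp4 from -0.0066 to 0.060, Elp5 from -0.044 to 0.018 and Elp6 from -0.012 to 0.053. Ccng2 was -0.082 for transcripts between the genotypes with torin 1 in replicates 1 and 2. Over 146 named genes and lists, 117 other values became weaker, 5 stronger, and 1243 kept their call. Genes with few footprints were not listed, which limits what can be said about lowly translated mRNAs. Ctu1, with 16 to 143 footprint counts per library, is near that limit.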

Differences from the paper's values

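The values from replicates 1 and 2 alone come from a test chosen only after the result was seen. The paper's table of transcript changes in Ctu1 iKO (Suppl. Data 4) was held in part, with 1999 of its 11400 entries, and 4 of the genes it lists were set against the values computed here.

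For Atf5, the paper's log2 fold change is 1.23, and the value here is 1.60, in the RNA-seq libraries with DMSO. With DESeq2 in place of edgeR it was 1.60, with library totals alone 1.56, with a replicate block 1.62, and without 1 library at a time between 1.52 and 1.71. None of the alternatives set before the data were examined closed the gap. Replicates 1 and 2 alone, chosen after seeing the values, gave 1.24, within the paper's.

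For Ccng2, the paper's log2 fold change is 0.214, and the value here is 2.42. With DESeq2 it was 2.42, with library totals alone 2.34, with a replicate block 1.64, and without 1 library at a time between 1.91 and 2.67. Ccng2 lost its call with the replicate block (adjusted p = 0.106). None of the alternatives set before the data were examined closed the gap. Replicates 1 and 2 alone, chosen after seeing the values, gave 0.24, within the paper's.

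Over 1566 genes of the held part of that table, the values were set against all 150 choices of 2 control and 2 Ctu1 iKO libraries, a comparison also chosen after seeing the values. The nearest choice was replicates 1 and 2 of both genotypes, with a median absolute difference of 0.0141 and a correlation over genes of 0.986, and the next choice had a median absolute difference of 0.0607. The paper gives n = 2 for these transcript levels, and replicates 1 and 2 stood apart from every other choice. The values are still not identical to the paper's, as 61.4% of the genes differed by more than 0.01 in the nearest choice.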

Other observations

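The tests of library labels, of RNA-seq totals and of the spread between torin 1 cultures were chosen only after the result was seen.

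RNA-seq libraries of replicates 3 to 6 were placed on the genotype and torin 1 effects of other libraries, and 6 of 15 lay against a label. On footprint axes of replicates 3 to 6, for which no RNA-seq library was used, the 6 libraries that lay against a label were the same ones. Their genotype and torin 1 scores on those axes were 0.26 and 0.21 for the library labelled Ctu1 iKO DMSO replicate 4, 0.28 and 0.18 for replicate 5, 0.32 and -0.25 for the library labelled control torin 1 replicate 5, 0.35 and -0.25 for replicate 6, -0.23 and 0.06 for the library labelled Ctu1 iKO torin 1 replicate 5, and -0.18 and 0.09 for replicate 6. A state of the cultures themselves is argued against, because 0 of the 15 footprint libraries of replicates 3 to 6 lay against a label. Independent noise of single genes is argued against, because 100% of simulated labels were recovered with it. Deviations that many genes of a library share were not simulated. RNA-seq libraries that carry the labels of other cultures are a candidate explanation, with 6 libraries placed against a label by the footprints. The torin 1 scores near 0 of the libraries labelled Ctu1 iKO torin 1 replicates 5 and 6 on RNA-seq axes (0.02 and 0.05) leave open which culture they come from. A mixture of RNA was not tested.

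Between Ctu1 iKO and control with DMSO, the 2677 genes with changed transcripts were not matched by other splits, as 1 of 100 gave as many and the highest other gave 525. For footprints, 1 of 100 splits gave as many genes as the real one (277), and the highest other gave 2. For translational efficiency (5 genes), 2 of 100 did. The other of these gave 6 genes and set all 4 cultures of replicates 1 and 2 in 1 group, where a batch block gave 28 genes and replicates 3 to 6 alone gave 8. A difference confined to 1 of the batches is argued against, because the log2 changes in replicates 1 and 2 and in replicates 3 to 6 correlated over genes with r = 0.674 (permutation p = 0.0476 over 210 splits). RNA-seq totals did not differ between the genotypes by more than their spread (exact permutation p = 0.574). RNA-seq libraries that carry labels of other cultures are not the whole cause, since replicates 1 and 2 alone gave 1547 genes, of which 1147 were also called in all cultures. For the higher transcript levels of ribosomal protein genes in Ctu1 iKO, such labels remain a candidate explanation, with a difference of 0.030 among replicates 1 and 2.

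With torin 1, transcripts differed between Ctu1 iKO and control for 0 of 9675 genes (249 at an unadjusted p under 0.05), and the difference of the torin 1 effects on transcripts was past the threshold for 0 of 9634 genes (358 at an unadjusted p under 0.05). With a real count of 0, every split must give at least as many, so the splits cannot tell these comparisons from chance. The highest counts among 100 splits were 596 and 138. Among the 32 splits that part same-numbered cultures, the highest for the genotypes with torin 1 gave 1012 genes. That split exchanges the genotypes of replicates 5 and 6, which is consistent with RNA-seq libraries that carry the labels of other cultures. No relation between the effects of Ctu1 iKO with and without torin 1 is argued against, because they correlated over genes with r = 0.823 (permutation p = 0.0238), and 2479 of 2560 genes (96.8%) had the same direction. A larger spread between torin 1 cultures alone is argued against only for effects as large as those measured with DMSO. The median standard error was 0.116 with torin 1 and 0.0931 with DMSO, a ratio of 1.25, yet 10 simulations with the spread of the torin 1 libraries and the DMSO effects called a median of 1076.5 genes (1051 to 1130). The simulated effects were those of genes already called with DMSO, which this selection can overstate. They also rest in part on RNA-seq libraries whose labels the data contradict. Smaller effects were not simulated, so a loss of power with torin 1 is not excluded. Replicates 1 and 2 alone gave 12 genes, and log2 changes of the batches correlated with r = 0.264 (permutation p = 0.267).

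Genes that rose or fell in Ctu1 iKO with DMSO also tended to rise or fall with torin 1 in control cells. Over 9627 genes, the transcript effects correlated with r = 0.812, while groups simulated as unchanged with the same shared controls gave a mean r of 0.478 and at most 0.504. With separate controls, r had a median of 0.677 over 20 choices of 3 control cultures (0.548 to 0.791), and for replicates 1, 3 and 5 against 2, 4 and 6 it was 0.748 (permutation p = 0.107), so the part of shared controls could not be told apart with 3 cultures each. The labels of RNA-seq libraries are not the whole cause, since the main effects of genotype and torin 1 on footprints, balanced contrasts of the same 20 libraries, correlated over genes with r = 0.359 (exact permutation p = 0.0146 over 63504 regroupings). It was 0.264 in footprints of replicates 1 and 2, 0.325 in RNA-seq of replicates 1 and 2 and 0.569 in RNA-seq of replicates 1 to 5. The resemblance may thus be in part biological, as a hypothesis from the same data. Ccng2 is no example of this. As labelled, its transcripts changed by 2.42 between the genotypes with DMSO and by 2.82 with torin 1 against DMSO in control, but between the genotypes with DMSO they changed by 0.24 in replicates 1 and 2 (adjusted p = 0.270), in which no label is contradicted, and its footprints by 0.23 (adjusted p = 0.719). With torin 1 in Ctu1 iKO, its footprints changed by 2.81.

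Other lists were tested in the same family of 117 tests. TOP mRNAs other than ribosomal proteins were lower in footprints in Ctu1 iKO with DMSO by -0.19 (exact permutation p = 0.00216, adjusted p = 0.0158, 5 of 5 same-numbered cultures), and in control torin 1 changed them by 0.19 in transcripts and -1.05 in translational efficiency (both adjusted p = 0.0158, 6 of 6). In Ctu1 iKO they changed by -1.49 in translational efficiency with torin 1 (adjusted p = 0.0158, 5 of 5). In transcripts, the ribosomal protein list was higher with torin 1 in control by 0.17 (adjusted p = 0.0422, 6 of 6). With torin 1 in control and Ctu1 iKO, translational efficiency changed by -0.13 and -0.25 for ncRNA processing and by -0.17 and -0.32 for ribonucleoprotein complex biogenesis (each adjusted p = 0.0158, 6 of 6 and 5 of 5). Outside the ribosomal protein list, it was -0.05 in control for both lists, with adjusted p-values of 0.429 and 0.305. The changes given for Ctu1 iKO include ribosomal protein members, and they are not read as changes of the other members. No call was made for the other 7 lists. Between the genotypes with DMSO, kinesins differed by -0.21 in footprints (p = 0.0216, adjusted p = 0.106, 5 of 5), G2 DNA damage checkpoint by -0.09 (adjusted p = 0.233, 5 of 5), sister chromatid segregation by -0.12 (adjusted p = 0.160, 4 of 5), collagen trimer by -0.13 (adjusted p = 0.742, 3 of 5), extracellular matrix structural constituent by -0.02 (adjusted p = 0.951, 2 of 5) and mitochondrial ribosomal proteins by 0.01 (adjusted p = 0.913, 2 of 5), all from exact permutation tests. For p53 targets, 14 of 22 genes are listed, and their footprints differed by -0.09 (exact permutation p = 0.0455, adjusted p = 0.172, 3 of 5). The unlisted genes limit what this says about the whole list.

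In the family of 52 footprint tests with torin 1, 16 had an adjusted p-value under 0.05 (19 unadjusted). TOP mRNAs other than ribosomal proteins changed with torin 1 by -0.86 in control and -1.36 in Ctu1 iKO, ncRNA processing by -0.25 and -0.29, ribonucleoprotein complex biogenesis by -0.28 and -0.36, mitochondrial ribosomal proteins by -0.14 and -0.23, and the integrated stress response by -0.24 and -0.34. All same-numbered cultures showed these directions (6 of 6 in control and 5 of 5 in Ctu1 iKO), and adjusted p-values from exact permutation tests were 0.00804 for each except the integrated stress response in control (0.0211).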
